# A slow transcription rate causes embryonic lethality and perturbs kinetic coupling of neuronal genes

**DOI:** 10.15252/embj.2018101244

**Published:** 2019-04-15

**Authors:** Magdalena M Maslon, Ulrich Braunschweig, Stuart Aitken, Abigail R Mann, Fiona Kilanowski, Chris J Hunter, Benjamin J Blencowe, Alberto R Kornblihtt, Ian R Adams, Javier F Cáceres

**Keywords:** ESCs differentiation, kinetic coupling, mouse model, RNA polymerase II, transcription elongation, RNA Biology, Transcription

## Abstract

The rate of RNA polymerase II (RNAPII) elongation has an important role in the control of alternative splicing (AS); however, the *in vivo* consequences of an altered elongation rate are unknown. Here, we generated mouse embryonic stem cells (ESCs) knocked in for a slow elongating form of RNAPII. We show that a reduced transcriptional elongation rate results in early embryonic lethality in mice. Focusing on neuronal differentiation as a model, we observed that slow elongation impairs development of the neural lineage from ESCs, which is accompanied by changes in AS and in gene expression along this pathway. In particular, we found a crucial role for RNAPII elongation rate in transcription and splicing of long neuronal genes involved in synapse signaling. The impact of the kinetic coupling of RNAPII elongation rate with AS is greater in ESC‐differentiated neurons than in pluripotent cells. Our results demonstrate the requirement for an appropriate transcriptional elongation rate to ensure proper gene expression and to regulate AS during development.

## Introduction

Alternative splicing (AS) is a highly regulated process that generates RNA diversity and is a major contributor to protein isoform diversity. Its regulation depends not only on the interaction of trans‐acting factors with regulatory RNA cis‐acting sequences but also on multiple layers of regulation, which include DNA methylation, chromatin structure and modification, and transcription (Schwartz & Ast, 2010; Lev Maor *et al*, 2015; Naftelberg *et al*, 2015). The co‐transcriptional nature of pre‐mRNA splicing led to the suggestion that the rate of transcription elongation acts to control AS in mammalian cells (Beyer & Osheim, 1988; Roberts *et al*, 1998; Pandya‐Jones & Black, 2009). Notably, there is a functional relationship between the transcriptional and the splicing machineries, as evidenced by the role of splicing factors, such as TCERG1, also known as CA150 (Suñé & Garcia‐Blanco, 1999) and SRSF2 (Lin *et al*, 2008), in stimulating transcriptional elongation. Interestingly, a role for transcription elongation rate influencing splicing fidelity and co‐transcriptionality was also observed in yeast (Herzel *et al*, 2017; Aslanzadeh *et al*, 2018).

The elongation control of transcription can be highly regulated and have a profound effect on gene expression. Indeed, following transcription initiation, the transition of RNAPII from a paused to a productive elongation stage constitutes a major rate‐limiting step in the transcription of approximately 40% of mRNA‐encoding genes (Min *et al*, 2011; Vos *et al*, 2018a,b). Furthermore, transcription elongation is variable, as synthesis rates can differ between genes by several‐fold and these variations in elongation rates could be associated with different gene features and epigenetic modifications.

Recent studies revisited the contribution of the kinetics of RNAPII elongation to the regulation of AS, giving rise to two complementary models (Bentley, 2014; Naftelberg *et al*, 2015). The “window‐of‐opportunity” or kinetic model of AS regulation proposes that the rate of RNAPII elongation influences the outcome of alternative splicing selection. Use of a mutant form of RNAPII (C4/R749H) with a slower elongation rate leads to an increased (de la Mata *et al*, 2003) or decreased (Dujardin *et al*, 2014) inclusion of alternative cassette exons into mature mRNA. A complementary model, termed “Goldilocks”, concluded, based on the study of RNAPII mutants with both slow and fast elongation rates, that an optimal rate of transcriptional elongation is required for normal co‐transcriptional pre‐mRNA splicing (Fong *et al*, 2014). In both models, recruitment of splicing regulators to cis‐acting RNA sequences as well as nascent RNA folding is influenced by the elongation rate of RNAPII (Eperon *et al*, 1988; Buratti & Baralle, 2004; Saldi *et al*, 2018). The global impact of RNAPII elongation rate in the regulation of AS was confirmed with the use of drugs that inhibit RNAPII elongation (Ip *et al*, 2011).

Exogenous agents also affect transcriptional coupling to AS. For instance, UV irradiation promotes RNAPII hyperphosphorylation with the subsequent inhibition of transcriptional elongation, leading to changes in AS, suggesting that transcriptional coupling to AS is a key feature of the DNA‐damage response (Muñoz *et al*, 2009; Williamson *et al*, 2017). In plants, light regulates AS through the control of transcriptional elongation by promoting RNAPII elongation, which is negatively regulated in darkness (Godoy Herz *et al*, 2019). To date, all studies investigating the role of transcription elongation in pre‐mRNA processing in mammalian systems have been confined to the use of cultured cells transfected with α‐amanitin‐resistant slow or fast RNAPII elongation mutants. Thus, the consequences of this mechanism of regulation *in vivo* and its effect on cellular differentiation and development remain largely unexplored. Here, we sought to address two important yet largely unexplored questions. First, how does an altered transcriptional elongation rate affect gene expression and the control of AS and impacts on mammalian development? Secondly, what are the extent and the tissue/organism phenotypic consequences of the elongation control of AS? To answer these questions, we generated mouse embryonic stem cells (ESCs) knocked in for a slow RNAPII mutant (C4/R749H). We show that an appropriate RNAPII elongation rate is essential for proper mouse development. We observed that a reduced elongation rate results in major changes in splicing and in gene expression in pluripotent ESCs and along the pathway of neuronal differentiation. The impact of the kinetic coupling of RNAPII elongation rate with AS is more predominant in ESC‐differentiated neurons than in pluripotent cells, as it is essential for the expression and splicing of neuron‐specific genes involved in synapse signaling.

## Results

### Generation of a slow RNAPII knock‐in mutant mouse ES cells

To address the consequences of an altered transcriptional elongation rate for gene expression and for the kinetic control of AS, we set out to generate an *in vivo* model of a slow RNAPII by introducing a heterozygous or homozygous R749H mutation into the endogenous *Polr2a* in mouse ESCs. This mutation is equivalent to the C4 point mutation identified in the *Drosophila* pol II largest subunit, which confers a lower elongation rate, is less capable of transcribing through natural elongation blocks, and causes non‐lethal developmental defects in the heterozygous state (Coulter & Greenleaf, 1985; Mortin *et al*, 1988; Chen *et al*, 1996). Gene targeting in mouse ESCs was achieved by rounds of homologous recombination to introduce the R749H mutation into each allele of *Polr2a* to generate heterozygous and homozygous ESCs (Fig 1A, henceforth referred to as WT/slow and slow/slow ESCs). We verified the correct targeting by PCR of genomic DNA isolated from these ESCs and a diagnostic *Xho*I digest (Fig 1B). Ion Torrent sequencing of overlapping PCR products from ESC genomic DNA encompassing a ~14‐kb region around the R749H mutation confirmed that the heterozygous WT/slow and homozygous slow/slow ESCs contained no genomic re‐arrangements or additional mutations in this region relative to the parental WT/WT ESCs. We verified the expression of mutant RNAPII in these cells by cDNA sequencing (Fig 1C) and using allele‐specific RT–qPCR (Fig 1D).

**Figure 1:**
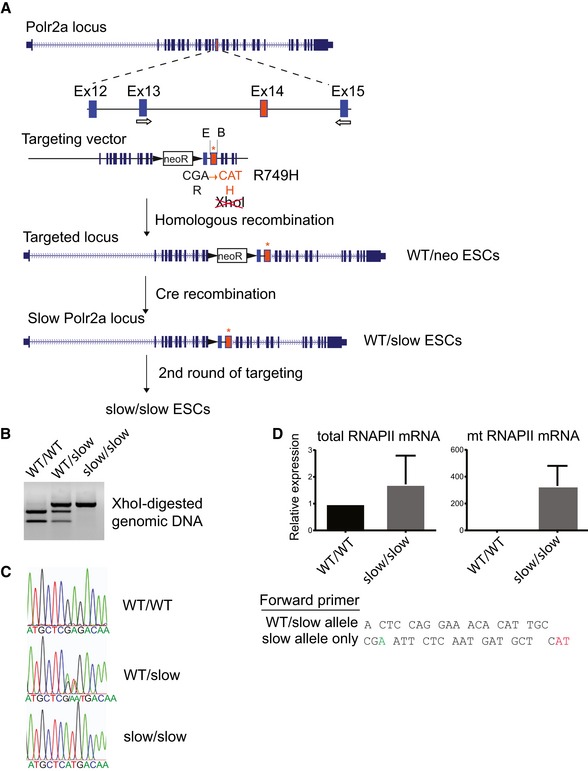
Generation of slow RNAPII knock‐in mutant mouse ESCs Cartoon depicting the mutagenesis strategy, including the genomic target locus, as well as the structure of the targeting vector. Arrows indicate location of primers used for genotyping.Restriction enzyme diagnostic test for the presence of the R749H mutation.Sequence trace of cDNA showing the presence of the heterozygous and homozygous R749H mutations.qRT–PCR with primers specific to both wild‐type and mutant RNAPII (left panel) or to the mutant form of RNAPII (right panel), confirming that only the slow version of RNAPII is expressed in homozygous slow/slow ESCs. The sequences of the respective forward primers are shown. The “WT/slow allele” primer is complementary to the sequence in exon 14 upstream of the mutation. The “slow allele only” primer has its 3′ end matching the mutated codon 749 and does not anneal to the WT DNA sequence. The mean ± SEM is plotted, *n* = 2.

### Slow transcription elongation hinders early mouse development

The WT/slow ESCs were used to generate a slow RNAPII knock‐in mouse model by injection into C57BL/6 blastocysts. We obtained mouse chimeras from these injections; however, no germline transmission was observed upon breeding eight male animals with at least 30% coat color chimerism to C57BL/6 females. These chimeric animals either sired only host blastocyst‐derived offspring or were infertile and lacked sperm in the epididymis. As a test, breeding of 3–4 male chimeras is typically sufficient to detect germline transmission (BVAAWF/FRAME/RSPCA/UFAW Joint Working Group on Refinement, 2003). This indicates that ESCs with a heterozygous slow RNAPII appear to be unable to functionally contribute to spermatogenesis. To investigate the developmental consequences of the *Polr2a* R749H mutation further, we set out to generate R749H mutant mice using CRISPR/Cas9 (Fig 2A). Specific single guide RNAs (sgRNAs) against *Polr2a* were microinjected into (C57BL/6 × CBA) F2 zygotes along with the Cas9 mRNA and an oligonucleotide repair template containing the R749H mutation (“slow oligo”), and subsequently, embryos were transferred into pseudopregnant recipient mice at the two‐cell stage. No live‐borne mice were obtained containing homozygous or even heterozygous mutations in the Polr2a locus among the 47 pups (Fig 2B). To rule out inefficient induction of double‐strand DNA breaks (DSBs) by sgRNAs, or inefficient oligonucleotide‐mediated repair at this locus, we co‐injected the same pair of sgRNAs with a repair template mixture containing a 1:1 ratio of a slow oligo and a silent oligo, the latter being a repair template containing silent mutations. Again, we could not detect the slow mutation in any of the 51 pups born; however, we obtained two homozygotes and four heterozygotes as a result of repair with silent oligo (Fig 2C). Taken together, the ESC chimeras and the CRISPR/Cas9 microinjections suggest that even heterozygosity for *Polr2a* R749H causes developmental defects in mice. Next, we investigated at what stage the *Polr2a* R749H mutation caused embryonic lethality. We microinjected slow oligo along with guide RNAs into zygotes, cultured the zygotes *in vitro* for 3 days, and analyzed the resulting embryos at the late morula/blastocyst stage. We found several slow heterozygous embryos and only 1 homozygous embryo, revealing that the R749H mutation was tolerated at the pre‐implantation stage (Fig 2B and C). However, when microinjected zygotes were transferred to pseudopregnant recipient females at the 2‐cell stage to allow them to implant and develop further, only one heterozygous and no homozygous slow mutations were found in mid‐gestation embryos at E9.5‐E11.5 (Fig 2C). Thus, we conclude that the *Polr2A* R749H mutation causes early embryonic lethality.

**Figure 2:**
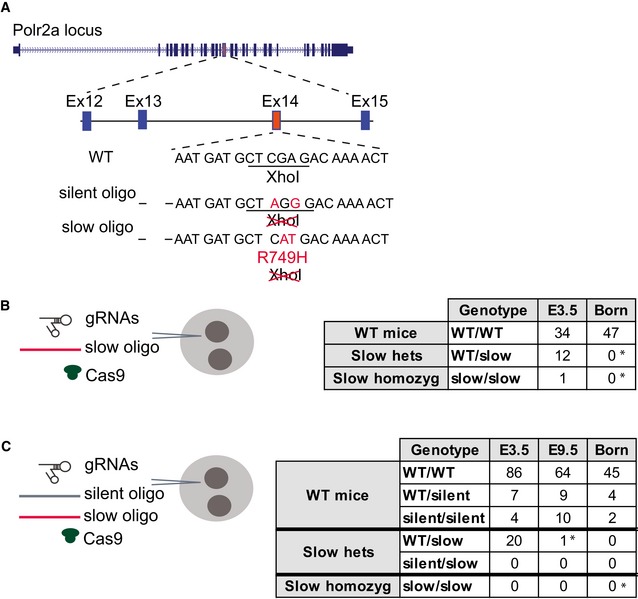
CRISPR‐/Cas‐mediated generation of a slow RNAPII knock‐in mutant mouse ACartoon depicting the mutagenesis strategy, including the genomic target locus, as well as two repair templates, either introducing a silent mutation (silent oligo) or the R749H mutation (slow oligo). Multiple repair oligo templates were tested with different composition of silent restriction sites.B, CThe number of embryos/mice of different genotypes recovered after injecting a slow RNAPII repair oligo (B) or a 1:1 mixture of slow and silent RNAP II repair oligos (C) into E0.5 zygotes is shown in each table. The RNAPII genotypes and the stages at which embryos/mice were analyzed are indicated. * indicates *P* < 0.01 (Fisher's exact test relative to E3.5).

### The R749H mutation decreases the transcription elongation rate in mouse ESCs

We analyzed the effect of the slow RNAPII mutation in ESCs using 5,6‐dichlorobenzimidazole 1‐beta‐D‐ribofuranoside (DRB) to measure RNAPII transcriptional elongation rates (Singh & Padgett, 2009). DRB inhibits P‐TEFb‐dependent phosphorylation of the transcription elongation factor Spt5 and of serine 2 in the carboxy‐terminal domain (CTD) of RNAPII. Thus, newly initiated RNAPII cannot progress to the elongation phase; however, upon DRB removal, all initiated polymerases are released, and the appearance of selected intron–exon junctions can be monitored by qRT–PCR in a time‐dependent manner. We monitored how transcription proceeded through the *Itpr1* and *Utrophin* genes, following DRB removal. Transcription over the first exon–intron junctions did not differ between the wild‐type (WT) and mutant cell lines (Fig EV1, Exon 1–Intron 1 panels). However, appreciable pre‐mRNA levels at the more downstream exon–intron junctions were detected earlier in WT than in slow/slow cells. For example, the appearance of an exon–intron junction 133‐kb downstream from the *Itpr1* transcription start site was detected at 40 min post‐DRB release for the WT, as compared to 90 min for the mutant RNAPII (Fig EV1A, see Exon 5–Intron 5 panel). An overall mean elongation rate across *Itpr1* and *Utrophin* was estimated to be 3.3 and 5.6 kb/min, respectively, in WT cells, as compared to 1.5 and 1 kb/min in slow/slow cells. We also measured overall transcription using a reversible DRB block followed by incubation with medium containing tritiated ^3^H‐uridine. Time‐resolved accumulation of newly made RNA, as measured by the incorporation of ^3^H‐uridine, was attenuated in slow/slow in comparison with WT ESCs (Fig EV1B). We also found that nuclear extracts isolated from slow/slow cells were less efficient in driving the production of a runoff transcript from the artificial DNA template (Fig EV1C). These results are in agreement with the previous observation that the R749H mutation in RNAPII leads to approximately a twofold decrease in the transcription elongation rate *in vitro* (Boireau *et al*, 2007) and that the elongation rate positively correlates with expression levels (Danko *et al*, 2013; Jonkers *et al*, 2014).

**Figure EV1:**
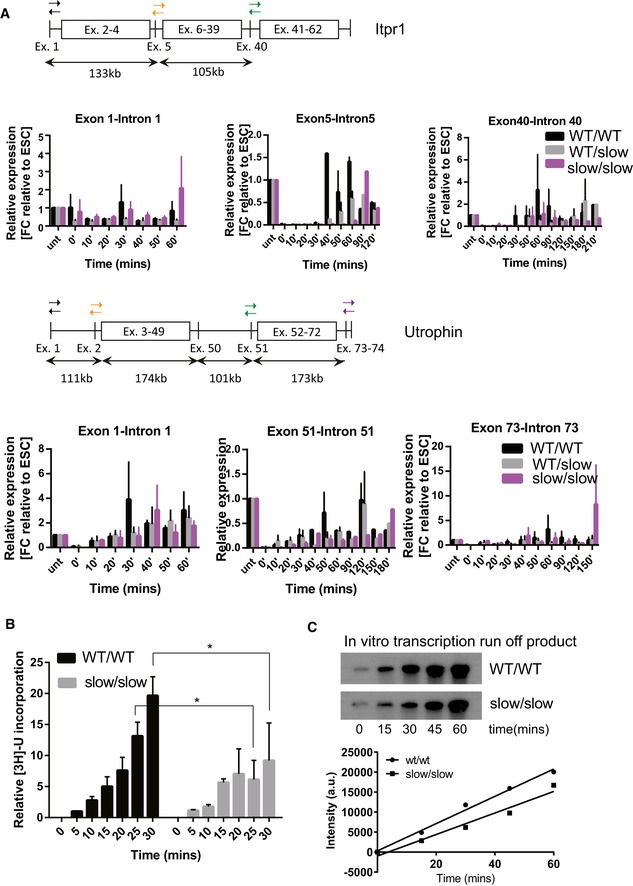
Validation of the transcriptional elongation rate in ES mutant cell lines (related to Fig 3) Cartoon depicting the structure of Itpr1 and utrophin pre‐mRNAs, with primer pairs selected to monitor the appearance of selected intron–exon junctions indicated by arrows. Quantification of pre‐mRNA at different time points at the beginning, in the middle, and at the end of the gene displayed relative to cells not treated with DRB in WT/WT, WT/slow, and slow/slow cells (black, gray, and purple bars, respectively). The mean ± SEM is shown, *n* = 3.Time course of incorporation of ^3^H‐uridine in WT/WT or slow/slow cells. Time 0’ corresponds to time of DRB wash‐off. Mean ± SEM is plotted with *P < 0.05 as determined by *t*‐test, *n* = 3.
*In vitro* transcription of a linearized plasmid using nuclear extracts from either WT/WT or slow/slow ES cells. The image shown is representative of 1 of 2 reproducible experiments.

Next, we analyzed RNAPII elongation rates genome‐wide using metabolic labeling of newly transcribed RNAs by the uridine analogue, 4‐thiouridine (4sU) (Rädle *et al*, 2013; Fuchs *et al*, 2014). Transcription was arrested with DRB for 3 h; then, DRB was removed and cells were allowed to transcribe for 5 and 15 mins. To label the newly transcribed RNA, cells were pulsed with 4sU for the last 10 min of each time point (Fig 3A). Cells not released from transcriptional block (“0 min”) were also labeled with 4sU. Following biotinylation and purification, 4sU‐labeled RNAs were subjected to deep sequencing. 

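The 4sU-DRB-seq data analysed here came from ESCs of 3 genotypes, WT/WT, WT/slow and slow/slow, harvested 5, 15 and 30 min after DRB removal in 3 biological replicates each, 27 samples in all. The DRB block is given as 3 h in the results and as 4 h in the methods and the sample labels. Cells at 0 min and cells that received no DRB, 18 further samples, were not analysed here as samples of their own. The authors aligned the reads to the mouse genome (mm10), kept those that mapped uniquely and not to rRNA, and used published software to find the end of the transcription wave. The deposited values are wave-front boundaries, the distance in bases from the transcription start site to the end of the wave, with 1 value or no call for each of 122968 Ensembl transcripts in each sample. Of these transcripts, 122200 were found by identifier in GENCODE M21 (GRCm38) and 117309 had the same start and end there. The values are not counts, so the sequencing depth of each sample is unknown and replicate error is the only measure of precision. Boundaries were called in 41989 to 55046 transcripts per sample, with medians per group from 44757 in slow/slow cells after 5 min to 55029 in WT/WT cells after 30 min.
Boundaries lay between 0.2 and 59.3 kb in steps of 100 bases, and none exceeded the length of its transcript. A single value, 2.5 kb, made up 53.3% of the 1363365 boundaries, while the next most frequent value made up 0.795%. In transcripts of at least 60 kb, the share of boundaries at 2.5 kb in WT/WT cells was 22.1% ± 1.79 (SD, n = 3) after 5 min, 32.4% ± 9.23 after 15 min and 65.1% ± 5.43 after 30 min. In slow/slow cells it was 24.1% ± 2.73, 21.7% ± 0.374 and 65.3% ± 4.34 at the same times, and in WT/slow cells 25.3% ± 2.20, 27.5% ± 3.85 and 68.6% ± 3.06 (SD, n = 3).
The elongation rate of a transcript was the slope of a linear regression of its boundaries on time, 5 and 15 min. Genotypes were compared over the transcripts that Table EV1 lists for both, 123 for WT/WT and slow/slow and 77 for WT/WT and WT/slow. All boundaries were used, as planned before the data were examined. The boundaries and p-values of Table EV1 were recovered for all 816 WT/WT, 995 WT/slow and 1761 slow/slow transcripts it lists when boundaries at 2.5 kb were left out after 15 min, and at most 1 of them was kept per transcript after 5 min. With every boundary, the listed boundaries were recovered for 400, 588 and 1230 transcripts. The paper's text does not name this step. Values with the 2.5-kb boundaries left out in this way are therefore given beside the others, as a setting chosen after seeing the data.

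**Figure D1:**
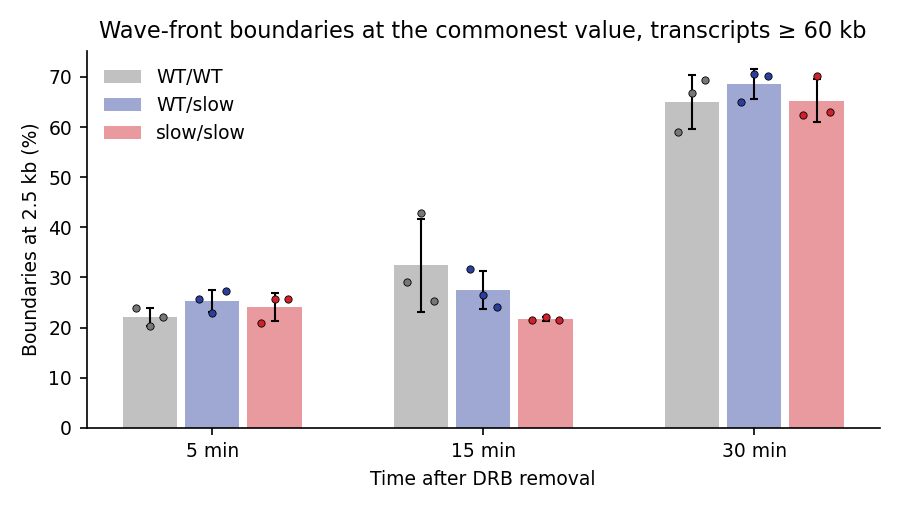
Share of called wave-front boundaries at 2.5 kb (y axis, percent) by time after DRB removal (x axis) in transcripts of at least 60 kb. Bars are means, error bars SD and points the 3 replicates of each genotype; after 15 min the WT/WT replicates spread from 25.3% to 42.9%.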

At time “0 min”, which corresponds to the release from DRB inhibition, the vast majority of reads were observed over a narrow area near the promoter (Fig 3B, black line, and Fig EV2A, top panel). 

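Notch1 (ENSMUST00000028288) lies on the reverse strand of chromosome 2 of GRCm38, from 26457903 to 26503822, is protein coding and spans 45.92 kb with 34 exons. In WT/WT cells its wave-front boundary was 16.3 ± 5.85 kb from the transcription start site after 5 min (SD, n = 3), at position 26487556 in intron 2. After 15 min the WT/WT replicates gave 35.5, 2.5 and 32.7 kb, a mean of 23.6 ± 18.3 kb. With the 2.5-kb boundary left out, the mean after 15 min was 34.1 kb. In WT/slow cells the boundary moved from 16.0 ± 5.82 kb to 30.2 ± 0.10 kb (SD, n = 3), in intron 17. In slow/slow cells it moved from 13.5 ± 2.71 kb to 28.8 ± 2.84 kb (SD, n = 3), in intron 15. The boundaries of the genotypes overlapped after 5 min, and the difference in progress between slow/slow and WT/WT cells was within the replicate error (adjusted p = 0.824, limma with Benjamini-Hochberg adjustment).

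**Figure D2:**
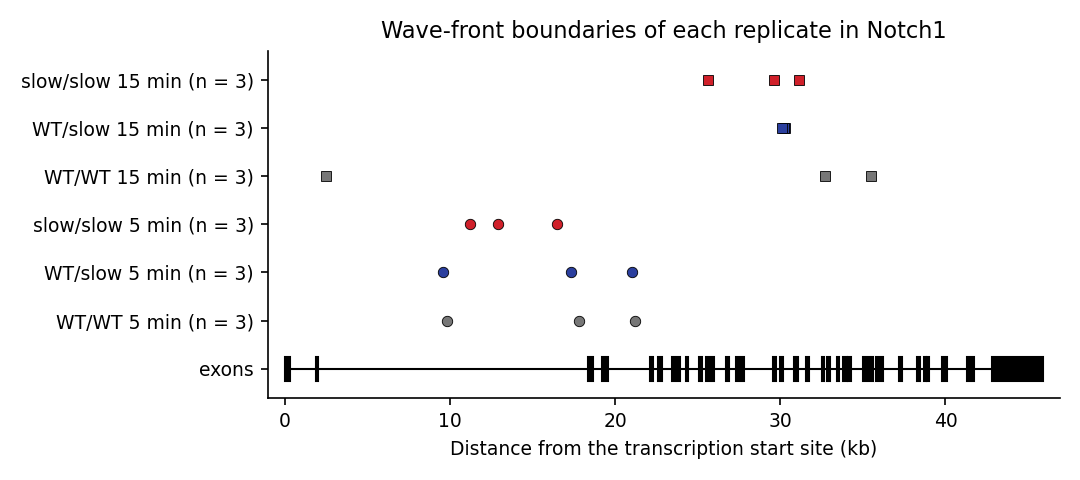
Wave-front boundaries of each replicate in Notch1 (x axis, kb from the transcription start site) by genotype and time after DRB removal, above the exons of the transcript (black boxes). Circles are replicates after 5 min and squares replicates after 15 min; 1 WT/WT square lies at 2.5 kb and the others at 32.7 and 35.5 kb.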

As time progresses, the reads from nascent RNA are observed further into the gene bodies, referred to as the transcription “wave‐front” progression (Fig EV2A, wave‐front progression in *Notch1*). 

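In the 123 transcripts listed for both WT/WT and slow/slow cells, the median wave-front of WT/WT cells was 11.2 kb after 5 min and 28.4 kb after 15 min. The medians of the single WT/WT replicates were 9.40, 15.4 and 9.70 kb after 5 min, so that replicate 2 stood apart, and 33.5, 26.1 and 32.4 kb after 15 min. Leaving out the 2.5-kb boundaries moved the WT/WT median after 15 min to 35.8 kb, with replicate medians of 35.4, 33.4 and 35.1 kb, and left the median after 5 min at 11.2 kb.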

On average, we observed that in WT cells, RNAPII had progressed approximately 11 kb into the gene at 5 min and up to 35.8 kb after 15 min after DRB removal. By contrast, in slow/slow cells the transcription wave‐fronts reached only 8.6 kb and 26.7 kb at 5‐ and 15‐min time points, respectively (Figs EV2B and 3B). 

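The median wave-front of slow/slow cells in the same transcripts was 8.57 kb after 5 min, with replicate medians of 10.1, 8.60 and 6.90 kb. The difference from WT/WT cells was -2.63 kb (p = 1e-05, the smallest that the permutations can give, two-sided permutation of the Mann-Whitney statistic over transcripts). Between the replicate medians, 3 against 3, it was within the replicate error (exact permutation test, two-sided p = 0.3, where 0.1 is the smallest the design allows). After 15 min the slow/slow median was 25.4 kb, with replicate medians of 26.1, 28.2 and 22.4 kb, a difference of -3.03 kb (p = 0.0055 over transcripts by permutation; p = 0.2 between replicate medians by the exact permutation test). After the 2.5-kb boundaries were left out, the slow/slow median after 15 min was 26.7 kb and the difference -9.10 kb (p = 1e-05 over transcripts by permutation; exact permutation p = 0.1 between replicate medians, each slow/slow replicate lying below each WT/WT replicate). With all 23476 transcripts of at least 20 kb that had every boundary, and no regression filter, the sign of the difference after 15 min changed, to 5.80 kb, and each slow/slow replicate lay above each WT/WT replicate (exact permutation p = 0.1). In that set the WT/WT median fell from 11.3 kb after 5 min to 6.73 kb after 15 min. The set includes transcripts of 20 to 30 kb. In these, the WT/WT share of boundaries at 2.5 kb after 15 min was 30.9 percentage points higher than at 60 kb or more. Waves past the end of short transcripts would give that, so a longer slow/slow median there need not mean a farther wave. The sign was kept in the 78 listed transcripts of at least 60 kb, -8.02 kb, and in the 2307 transcripts of at least 60 kb with no filter and every boundary above 2.5 kb, a set chosen after seeing the data, -2.70 kb (exact permutation p = 0.1 between replicate medians in both).
With the replicate number as a block, the difference was -2.98 kb after 5 min, from within-number differences of 0.70, -6.85 and -2.80 kb, and -5.12 kb after 15 min, from -7.40, 2.05 and -10.0 kb (exact sign-flip p = 0.5 at both times, where 0.25 is the smallest that 3 pairs allow). After the 2.5-kb boundaries were left out, the blocked difference after 15 min was -8.62 kb, from -8.95, -5.0 and -11.9 kb (exact sign-flip p = 0.25). Deviations of same-numbered WT/WT and slow/slow samples from their group means correlated with r = 0.290 after 5 min and -0.0421 after 15 min over 110 of the listed transcripts, and with r = 0.0839 and 0.0877 over 10305 transcripts of at least 60 kb. For WT/WT and WT/slow samples r was 0.201 and 0.170 over the latter.

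**Figure D3:**
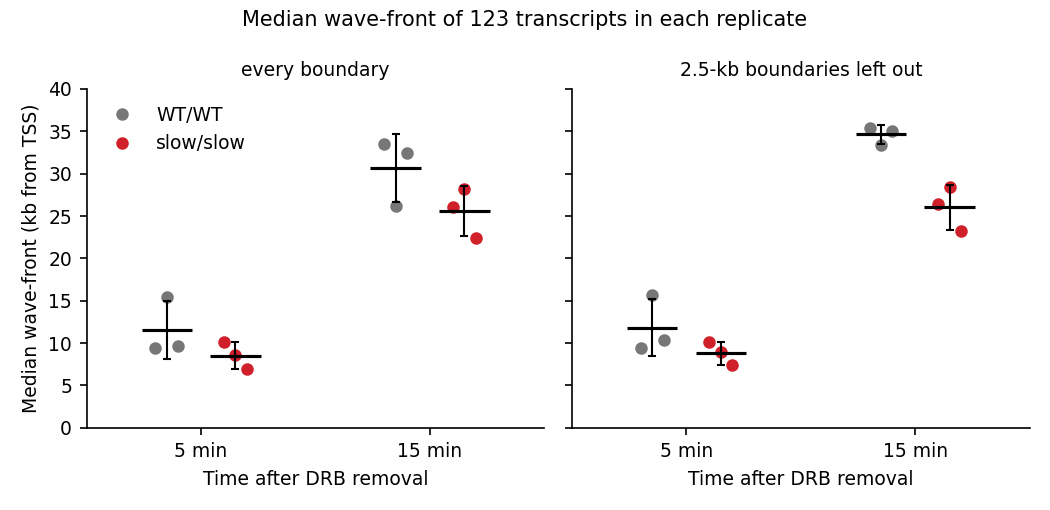
Median wave-front of the 123 transcripts (y axis, kb from the transcription start site, TSS) in each replicate (points) by time after DRB removal, with all boundaries (left) and with 2.5-kb boundaries left out (right). Horizontal lines are means and error bars SD of 3 replicates; the genotypes overlap after 15 min on the left (26.1 kb in WT/WT replicate 2, 28.2 kb in slow/slow replicate 2) and not on the right.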

Genome‐wide, we observed an average elongation rate of 2,450 bases/min in wild‐type cells, but reduced rates of 1,780 bases/min in slow/slow cells (Fig 3B and D). 

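Over the 123 transcripts, the median elongation rate was 1703 bases/min in WT/WT cells and 1717 bases/min in slow/slow cells, a difference of 13.3 bases/min (p = 0.317, two-sided permutation of the Mann-Whitney statistic). The replicate medians were 2335, 1540 and 2140 bases/min in WT/WT cells and 1625, 1920 and 1550 bases/min in slow/slow cells (exact permutation test, p = 0.4). The direction depended on the processing. Without the 2.5-kb boundaries, the medians were 2363 and 1757 bases/min, a difference of -606.7 bases/min (permutation p = 1e-05 over transcripts, exact permutation p = 0.2 between replicate medians). In the 773 transcripts that passed the regression filter recomputed with every boundary in both genotypes, the difference was -755 bases/min. That filter kept transcripts by the slope and p of the same boundaries, so the set was chosen by the outcome. In the 23476 transcripts of at least 20 kb without a filter the difference was 463 bases/min. Waves past the end of short transcripts could lower the WT/WT rates there. Over the 123 transcripts with the replicate number as a block, the difference was -306.7 bases/min, from within-number differences of -710, 380 and -590 bases/min (exact sign-flip p = 0.5 between the pairs).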

Previous work suggests that the speed of RNAPII differs between genes (Danko *et al*, 2013; Jonkers *et al*, 2014). The density plot of reported elongation rates demonstrates that the dynamic range of transcription rates is narrower in slow RNAPII cells, while in wild‐type cells it seems to be bimodal, revealing a population of RNAPII transcribing at higher rates (Fig 3C). Indeed, most genes have a lower elongation rate in slow/slow cells in comparison with wild‐type cells (e.g., *Ern1* is transcribed at 4.2 and 1.9 kb/min, in wild‐type and slow/slow cells, respectively (Table EV1). 

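The interquartile range of the rates of the 123 transcripts was 1624 bases/min in WT/WT cells (902 to 2526 bases/min) and 857 bases/min in slow/slow cells (1137 to 1993 bases/min), a ratio of 0.527 (p = 7e-05, two-sided permutation over transcripts after centring on the medians). The ratio was 0.572 with 2.5-kb boundaries left out and 1.21 in the 23476 transcripts of at least 20 kb without a regression filter. The spread of estimated rates includes replicate error, which was larger in WT/WT cells. The SD of the replicate median rates was 414 bases/min in WT/WT and 196 bases/min in slow/slow cells. The ratio therefore cannot tell a narrower range of rates in slow/slow cells from a smaller error. In the Silverman test, which asks how much smoothing a distribution needs to show a single peak, 1 mode was not rejected for the WT/WT rates (n = 123 transcripts, p = 0.909, 1000 bootstrap draws), nor with 2.5-kb boundaries left out (p = 0.68). For the slow/slow rates 1 mode was not rejected either (n = 123 transcripts, p = 0.386). In simulated sets, 40 of 40 with 2 well separated modes were called and 0 of 40 with 1 mode. Modes closer together were not simulated, so the test may miss 2 modes that overlap.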

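Of the 123 transcripts, 68 had a lower rate in slow/slow than in WT/WT cells, 55.3% (95% Wilson interval 46.5% to 63.8%; two-sided exact sign test, p = 0.279). Once 2.5-kb boundaries were left out, 98 of them did, 79.7% (71.7% to 85.8%, exact sign test, p = 2.08e-11). In the 773 transcripts past the recomputed filter 84.7% did, while in the 23476 transcripts without a filter 32.2% did. The 773 were chosen by their own slopes, and the 23476 include short transcripts that WT/WT waves may have passed.
Ern1 (ENSMUST00000106801) lies on the reverse strand of chromosome 11 of GRCm38, from 106413766 to 106487836, and has 11 exons. In WT/WT cells its boundary was 14.0 ± 1.53 kb after 5 min (SD, n = 3), in intron 1. After 15 min replicate 1 had no call, replicate 2 gave 2.5 kb and replicate 3 gave 56.3 kb, and the rate over all boundaries was 1.54 kb/min. With the 2.5-kb boundary left out, the rate was 4.23 kb/min and rested after 15 min on replicate 3 alone. In slow/slow cells the boundary moved from 11.0 ± 1.68 kb to 30.4 ± 1.85 kb (SD, n = 3), in intron 2, a rate of 1.94 kb/min that lay between 1920 and 1970 bases/min in the replicates. In WT/slow cells the rate was 1.93 kb/min, from 1660 to 2380 bases/min in the replicates. The WT/WT and slow/slow rates of Ern1 cannot be told apart against the WT/WT replicate error with every boundary, and have no WT/WT replicate check with 2.5-kb boundaries left out.
Among the 110 listed transcripts with a boundary in all 12 samples, 25 advanced less in each slow/slow replicate than in each WT/WT replicate. The largest falls in rate among these were in Ccdc73, Rpap2 and Grb10. Ccdc73 had 3353 ± 578 bases/min in WT/WT and 747 ± 654 bases/min in slow/slow cells (SD, n = 3). Its WT/WT replicate 2 was at 2.5 kb after 5 min, and its slow/slow replicate 2 at both times. With the boundary of slow/slow replicate 2 after 15 min left out, the slow/slow rate was 1322 bases/min. Rpap2 had 3777 ± 344 and 1830 ± 520.0 bases/min. Grb10 (chromosome 11, 11967532 to 12026324) had 3143 ± 474 and 1203 ± 482 bases/min, and was the 1 of these 3 with an adjusted p under 0.05 (0.0097, limma with Benjamini-Hochberg adjustment over 27424 transcripts). Its boundaries after 5 min were 2.6, 2.5 and 3.5 kb in WT/WT and 2.5, 2.5 and 4 kb in slow/slow cells. They were thus at or near the commonest value, and its rates rest on the boundaries after 15 min.

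**Figure D4:**
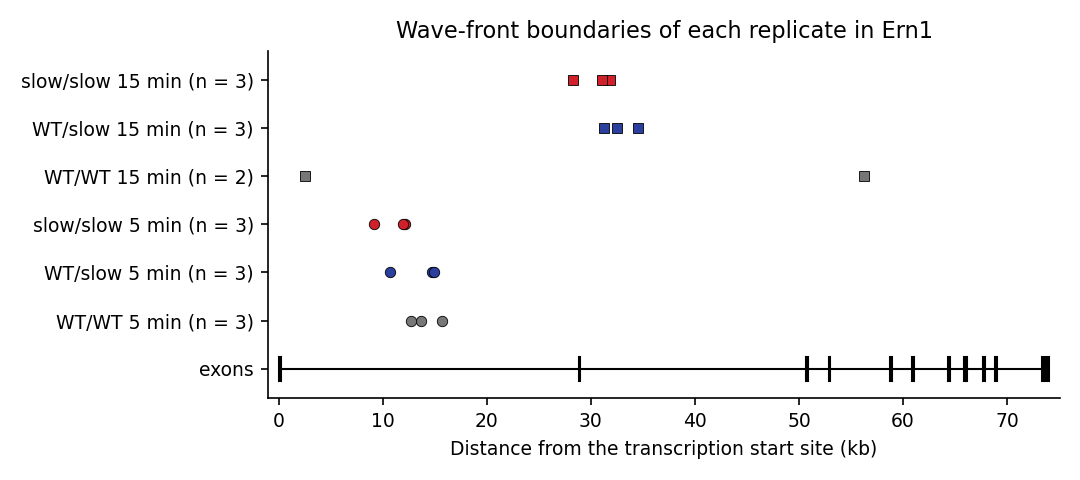
Wave-front boundaries of each replicate in Ern1 (x axis, kb from the transcription start site) by genotype and time after DRB removal, above the exons of the transcript (black boxes). Circles are replicates after 5 min and squares replicates after 15 min; the 2 WT/WT squares lie at 2.5 and 56.3 kb, and the slow/slow squares between 28.3 and 31.8 kb.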

Interestingly, there are examples of genes that are transcribed faster in slow/slow cells. It is possible that a slower elongation rate might lead to a longer residence time, allowing more time for positive factors to bind and/or stimulate RNAPII and consequently lead to overall higher transcription rates for these genes. 

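With every boundary, 55 of the 123 common transcripts had a higher rate in slow/slow than in WT/WT cells, and 25 with the 2.5-kb boundaries left out. Among the 110 with a boundary in all 12 samples, 4 advanced farther in each slow/slow replicate than in each WT/WT replicate, against 25 that advanced less. Such a separation has an exact permutation p of 0.1 with 3 against 3, so some of the 110 would show it through replicate error alone. The largest rises among the 4 were in Agtpbp1, Abcc5 and a non-coding RNA (ENSMUST00000181454). Agtpbp1 (ENSMUST00000167593, chromosome 13 of GRCm38, 59512384 to 59557311) advanced at 1713 ± 707 bases/min in WT/WT and 3120 ± 322 bases/min in slow/slow cells (SD, n = 3). Its WT/WT replicate 3 was at 2.5 kb after 5 min. The non-coding RNA had 430.0 ± 373 and 1940 ± 920 bases/min. Its WT/WT boundaries were at 2.5 kb in each replicate after 5 min and in 1 after 15 min. In slow/slow cells 1 of its boundaries after 5 min was also at 2.5 kb. Abcc5 had -143 ± 1019 and 783 ± 232 bases/min, its negative WT/WT rate coming from a boundary at 2.5 kb in 1 replicate after 15 min. None of these 3 had an adjusted p under 0.05 (0.15 for Agtpbp1, 0.209 for the non-coding RNA and 0.537 for Abcc5, limma with Benjamini-Hochberg adjustment).
A genotype-by-time interaction, the difference in progress between 5 and 15 min set against the replicate error, was fitted with limma to the 27424 transcripts with a boundary in all 12 WT/WT and slow/slow samples. It gave 1568 transcripts with an adjusted p under 0.05, of which 1387 advanced farther in slow/slow cells and 181 less far. With the replicate number as a block there were 1396, and with 1 transcript per gene 584. The fit had no minimum length, so a WT/WT wave past the end of a short transcript may count as a smaller advance. In the 10914 transcripts of at least 60 kb there were 421, of which 362 advanced farther in slow/slow cells and 59 less far. In the 2307 transcripts of at least 60 kb whose boundaries were all above 2.5 kb, a set chosen after seeing the data, there were 0, with 260 at an unadjusted p under 0.05, 119 farther and 141 less far.

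**Figure D5:**
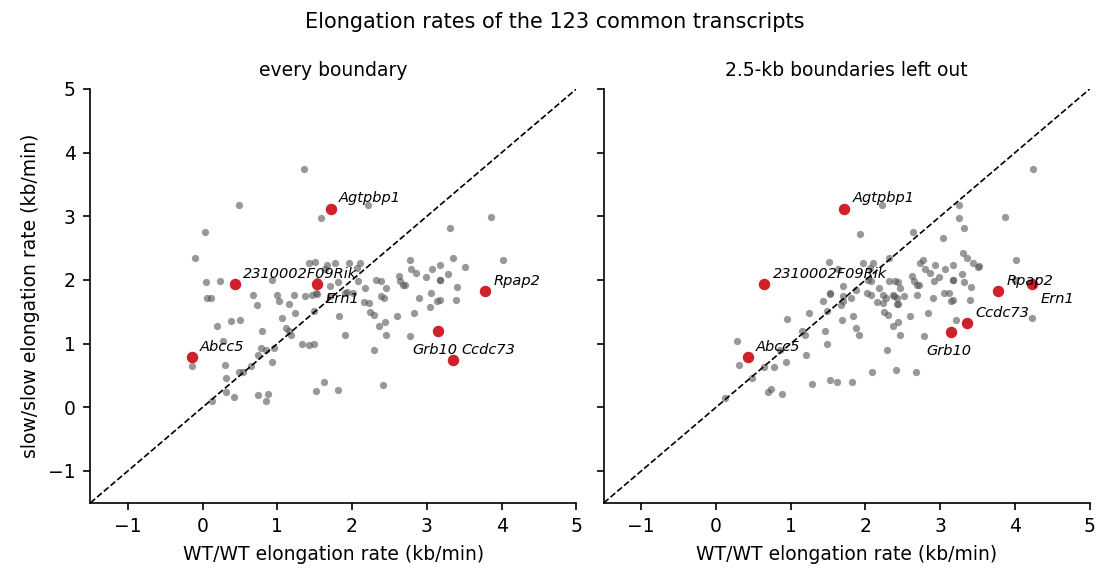
Elongation rate in WT/WT (x axis) and slow/slow cells (y axis, both kb/min) of the 123 common transcripts (points), with all boundaries (left) and with 2.5-kb boundaries left out (right); named genes are in red and the dashed line marks equal rates. Above the line lie 55 transcripts on the left and 25 on the right.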

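Elongation rates were compared with the log10 of the expression (FPKM) that Table EV1 gives for the same transcripts. These correlations are across transcripts, which are not independent replicates, and the 6 with an adjusted p form the family that was adjusted together. Over the 816 WT/WT transcripts Pearson's r was 0.109 (permutation p = 0.0019, adjusted p = 0.0038 with Benjamini-Hochberg adjustment) and Spearman's rho 0.0674 (p = 0.0562, adjusted p = 0.0675). Over the 995 WT/slow transcripts r was 0.0645 (p = 0.0433, adjusted p = 0.0649) and rho 0.0455 (p = 0.153, adjusted p = 0.153). Over the 1761 slow/slow transcripts r was 0.0900 (p = 0.0002, adjusted p = 0.0012) and rho 0.0825 (p = 0.00067, adjusted p = 0.00201). Leaving out 2.5-kb boundaries gave an r of 0.220, 0.0665 and 0.127 for WT/WT, WT/slow and slow/slow cells. Among transcripts with an FPKM of at least 1, r turned negative in each genotype, -0.0272 in WT/WT (p = 0.544), -0.0674 in WT/slow (p = 0.146) and -0.0918 in slow/slow cells (p = 0.00146, permutation tests without adjustment).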

Finally, there is a positive correlation between elongation rate and expression levels (Fig EV2C), indicating that on average, highly expressed genes have faster elongation rates in agreement with previous reports (Danko *et al*, 2013; Jonkers *et al*, 2014). 

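The median wave-front of slow/slow cells was thus shorter than that of WT/WT cells after 5 min with each set of transcripts that was tried. Between replicates this difference stayed within the replicate error (exact permutation p from 0.2 to 0.7). The sign of the difference in rate between 5 and 15 min depended on the transcripts and on the 2.5-kb boundaries. Without WT/WT replicate 2, whose wave-front after 5 min was the longest, the rate difference over the 123 transcripts was -428 bases/min, and without WT/WT replicate 3 it was 102 bases/min. The paper reports shorter wave-fronts at both times (Figs EV2B and 3B), lower average rates (Fig 3B and D) and lower rates in most genes (Table EV1), and states from its data overall that the slow RNAPII mutation lowers the elongation rate in mouse ESCs.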

Overall, these data validate previous results obtained in cultured cells transfected with an α‐amanitin‐resistant RNAPII harboring the C4 mutation (de la Mata *et al*, 2003; Fong *et al*, 2014) and confirms that the endogenous knock‐in of a slow RNAPII mutation affects negatively the transcriptional elongation rate in mouse ESCs.

**Figure 3:**
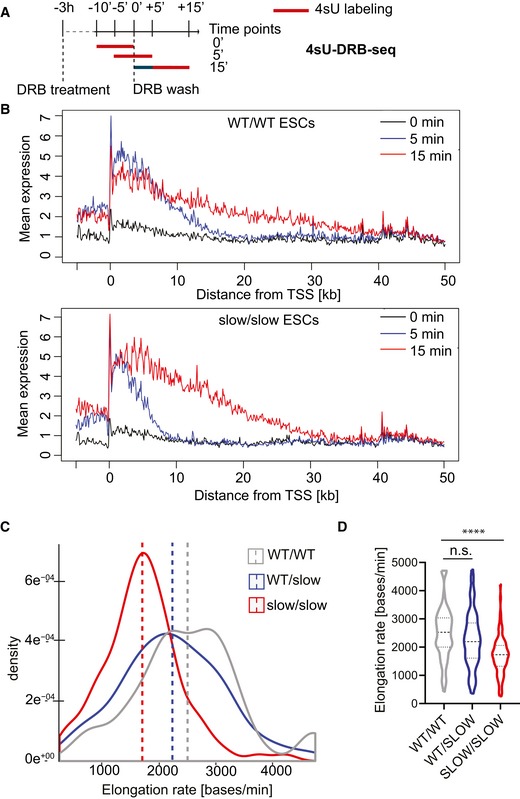
Global analysis of transcription elongation rate in mouse ESCs by 4sU‐DRBseq ASchematic of the 4sU‐DRB‐seq labeling protocol.BMeta‐gene profile of normalized 4sU‐DRB‐seq reads in WT/WT and slow/slow ESCs.C, DDensity and violin plot of elongation rate (bases/min) calculated for genes common in all genotypes in WT/WT, WT/slow, and slow/slow ESCs. Box and whisker plot (5^th^–95^th^ percentile) indicates median. Mann–Whitney test, ****P < 0.0001. Source data are available online for this figure.

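Over the 77 transcripts that Table EV1 lists for both WT/WT and WT/slow cells, the median elongation rate was 1710 bases/min in WT/WT and 1890 bases/min in WT/slow cells, a difference of 180.0 bases/min (p = 0.52, two-sided permutation of the Mann-Whitney statistic). The replicate medians were 2020, 1550 and 2050 bases/min in WT/WT and 1780, 1690 and 2165 bases/min in WT/slow cells (exact permutation test, p = 1.0). With the replicate number as a block the difference was 5.0 bases/min, from within-number differences of -240, 140 and 115 bases/min. Leaving out the 2.5-kb boundaries made it -40.0 bases/min (p = 0.707 by permutation). In the 580 transcripts past the recomputed filter, which chose them by their own slopes, it was -258 bases/min (p = 1e-05 by permutation). The sign was the other in the 24509 transcripts of at least 20 kb without a filter, 120.0 bases/min, and in the 1810 of at least 60 kb with every boundary above 2.5 kb, a set chosen after seeing the data, 308 bases/min (p = 1e-05 by permutation in both). Between replicate medians the exact permutation p was 0.2 in the 580 transcripts and 0.4 in the 1810. In the 24509 transcripts, which include short ones that waves may have passed, the WT/slow replicate medians were all 0, against 0, -570 and 0 bases/min in WT/WT cells.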

**Figure EV2:**
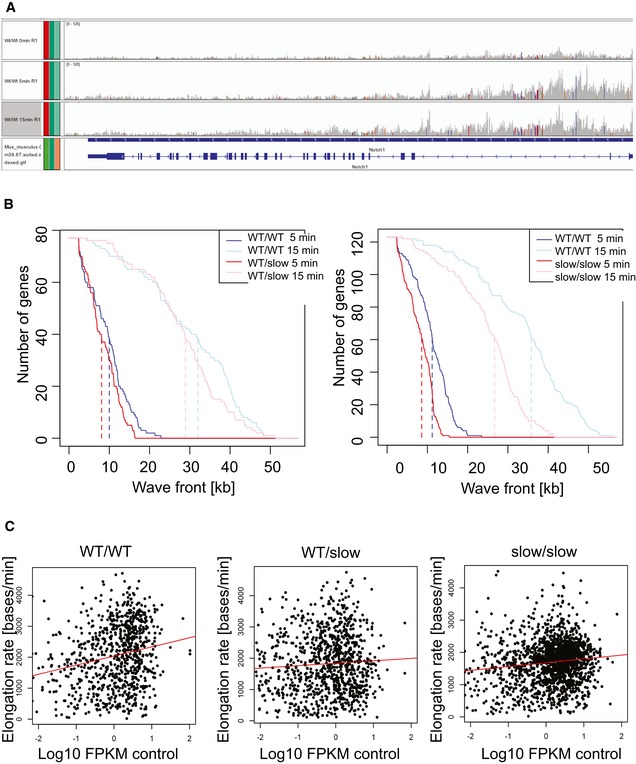
Analysis of elongation rate in mouse ESCs by 4sU‐DRBseq (related to Fig 3) Example of wave progression in the *Notch1* gene (reverse strand) following release from DRB block at 0, 5, and 15 min.Position of the 4sU‐DRB‐seq transcription wave‐front for common genes over time. Dashed lines indicate median wave‐front positions.Correlation of elongation rate measured in WT/WT, WT/slow, and slow/slow ESCs with mean expression. Correlation coefficients are 0.047, 0.003, and 0.015 (*P* = 2.1e‐10, 0.036, and 9.4e‐8), respectively.

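In the 77 transcripts common to WT/WT and WT/slow cells, the median wave-front after 5 min was 10.0 kb in WT/WT and 8.13 kb in WT/slow cells, a difference of -1.87 kb (permutation p = 0.158 over transcripts; exact permutation p = 0.5 between replicate medians). After 15 min it was 26.8 kb in WT/WT and 28.1 kb in WT/slow cells, a difference of 1.30 kb (permutation p = 0.834; exact permutation p = 0.4). The WT/slow replicate medians after 15 min were 26.8, 26.4 and 27.6 kb, and those of WT/WT cells 29.6, 25.5 and 29.6 kb. When 2.5-kb boundaries were left out, the medians after 15 min were 32.0 and 28.9 kb, a difference of -3.13 kb (permutation p = 0.275 over transcripts; exact permutation p = 0.1 between replicate medians, each WT/slow replicate lying below each WT/WT replicate). With the replicate number as a block, the difference was -2.17 kb after 5 min (permutation of signs over transcripts, p = 0.00101; exact sign-flip p = 0.25 over the pairs, the smallest they allow) and -1.28 kb after 15 min (p = 0.985 by permutation of signs).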

### Role of transcriptional elongation during neural differentiation

To assess whether a differential transcription elongation rate affects ESC differentiation, we exploited an *in vitro* model of neuronal development. During embryonic development, different pathways control self‐renewal and differentiation capacity of neural progenitors (Doe, 2008; Aguirre *et al*, 2010). ESCs can differentiate into multipotent Sox1 and Nestin‐positive neuronal progenitor cells (NPCs) in a serum‐free adherent monolayer culture (Ying *et al*, 2003; Conti *et al*, 2005) (Fig 4A). The ESC‐derived NPCs can then be used to generate neural stem cells (NSCs) by allowing these cells to form floating aggregates (AGGs) in epidermal/fibroblast growth factor 2 (EGF/FGF2)‐containing medium from which a population of bipolar, self‐renewing and multipotent NSCs outgrow in adherent conditions (Fig 4A). Alternatively, NPCs can be differentiated into all three neural lineages. For example, when cultured adherently on poly‐ornithine/laminin in media containing cAMP and ascorbic acid, they differentiate into Tuj1+ immature neuronal cells and further into Map2‐positive mature post‐mitotic neurons.

**Figure 4:**
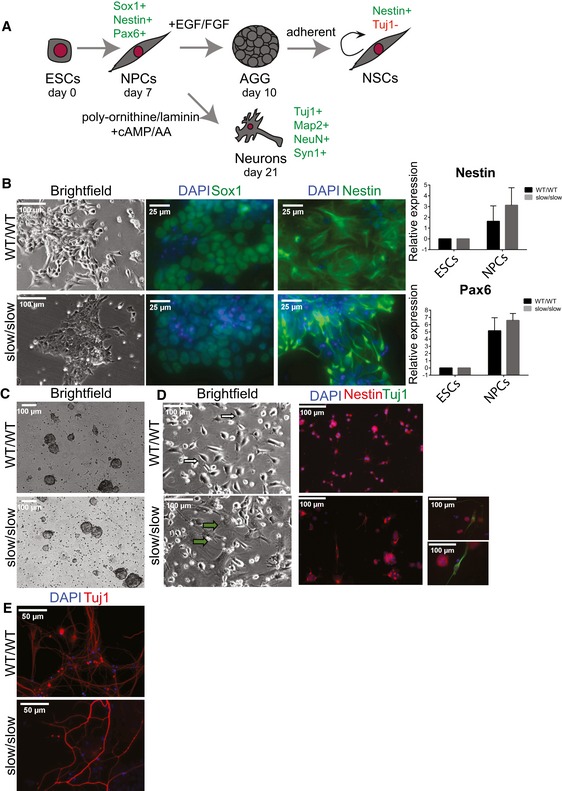
Differentiation of WT and slow ESCs along the neural lineage Schematic of the neural differentiation system used in this study, indicating the relevant markers that define different stages of differentiation.Bright‐field images and analysis of NPC markers by immunofluorescence staining (Sox1 and Nestin) or RT–qPCR (Nestin and Pax6) (*n* = 3, mean ± SEM).Bright‐field images of aggregates.Bright‐field images and immunofluorescence staining for Nestin and neuronal marker Tuj1 in NSC cultures grown in EGF‐/FGF‐proliferating conditions. White arrows indicate NSCs and green arrows differentiated cells. Two small panels on the right are examples of Tuj1+ neuronal cells in slow/slow NSC cultures.Immunofluorescence staining for neuronal marker Tuj1 in neuronal cultures grown on poly‐ornithine/laminin at 21 days of differentiation.

We induced differentiation of WT ESCs and slow/slow ESCs into NPCs. We found that both wild‐type and slow/slow cells generated Sox1, Pax6, and Nestin‐positive NPCs (Fig 4B); however, we also observed decreased proliferation or compromised differentiation potential of slow/slow cells (see Materials and Methods). We next tested whether we could generate NSCs from slow/slow ESC‐derived NPCs. Interestingly, we found that despite obtaining neural AGGs (Fig 4C), slow/slow NSCs could not be maintained in EGF‐/FGF2‐proliferating conditions (Fig 4D). Instead, following a few passages we noted the appearance of flattened differentiated cells in the slow/slow cultures, and subsequently, we observed overwhelming cellular death. Strikingly, among some of the remaining Nestin‐positive cells in these slow/slow cultures, we observed promiscuous differentiation to Tuj1+ cells (Fig 4D). These results suggest that the balance between maintenance of the self‐renewing cell state and differentiation might be perturbed in slow/slow NSCs.

Indeed, Gene Ontology (GO) analysis revealed that those genes upregulated in slow/slow NPCs and in aggregates (AGG) were involved in neuronal functions (Table EV2 and Appendix Fig S1A), which might explain some of the phenotypes observed in slow/slow NSCs (Fig 4). We observed upregulation of *Ascl1, Nr2f1*,* Crabp2,* and *Nr6a1* genes (Appendix Fig S1B) in slow/slow NPCs and AGGs. Their overexpression has been previously shown to suppress proliferation of progenitor cells, induce neurogenesis and neuronal maturation (Chanda *et al*, 2014; Gkikas *et al*, 2017), and could explain the premature differentiation observed in slow/slow NSCs. In parallel, we observed that the EGF receptor (EGFR) was twofold downregulated in slow/slow NPCs (Table EV2). As EGF withdrawal causes massive cell death and premature differentiation observed in slow/slow NSCs (Conti *et al*, 2005), decreased expression of EGFR in slow/slow NPCs could contribute to the observed lack of their self‐renewal in EGF‐/FGF2‐proliferating conditions. Although the slow RNAPII allele appears to impair the maintenance of NSCs, the presence of differentiated Tuj1 neurons in the NSC cultures (Fig 4D) suggests that a slow transcriptional elongation rate does not impair neuronal differentiation per se. Indeed, when re‐plated onto poly‐ornithine‐/laminin‐coated plates, both WT and slow/slow NPCs, differentiated into Tuj1‐, Map2‐, and NeuN‐positive neurons (Figs 4E and EV3A and B). Whereas we observed a robust expression of the synaptic marker (Syn1) in WT neurons, it seemed reduced in slow/slow neurons (Fig EV3A and B). Overall, these data show that the slow mutation in RNAPII causes problems in the maintenance/self‐renewal of NSCs but appears not to interfere with neuronal differentiation *per se*. It also suggests that neurons harboring a homozygous slow mutant RNAPII might be functionally or developmentally different than WT neurons.

**Figure EV3:**
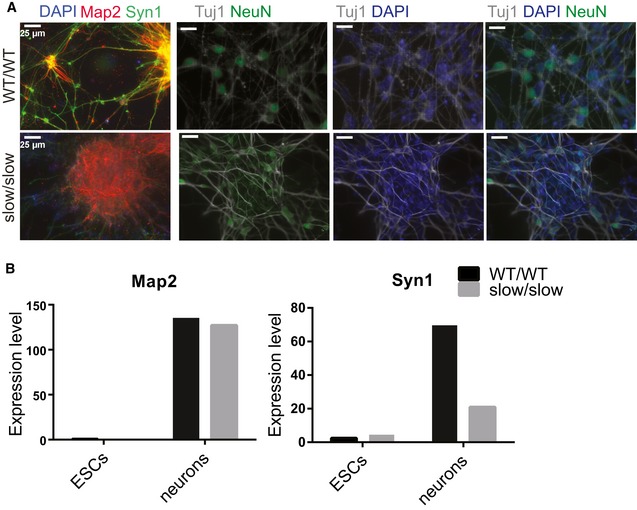
Characterization of WT and slow ESCs differentiated to neurons (related to Fig 4) Immunofluorescence staining for neuronal markers Map2, Syn1, and NeuN in neurons cultured on poly‐ornithine‐/laminin‐coated plates.Expression of neuronal markers in neurons cultured on poly‐ornithine‐/laminin‐coated plates from RNA‐seq analysis, *n* = 3.

### Transcriptional elongation rate influences alternative splicing decisions in ESCs and during neural differentiation

Next, we investigated gene expression and AS changes by RNA sequencing (RNA‐seq) analysis of poly (A)+ RNA isolated from pluripotent ESCs, NPCs, and neurons. First, we compared alternative exons’ usage between wild‐type and slow/slow cells using vast‐tools, which assigned a “percentage spliced in” (PSI) value to each exon. Analysis of AS changes revealed 75, 167, and 415 events of enhanced exon inclusion, comprising cassette exons and microexons, in slow/slow ESCs, NPCs, and neurons, respectively, as compared to their WT counterparts (Fig 5A and Table EV3). We also observed that whereas cassette exon events did not show a bias toward increased exon inclusion in slow/slow ESCs or NPC cells when compared to WT cells, there was some tendency for an increased exon inclusion in neurons (60% of alternative cassette exons are more included in slow/slow neurons) (Fig 5A). By contrast, we found that exon skipping was enhanced relative to cassette inclusion by the slow RNAPII mutant, with 91 and 510 skipped cassette exons and microexons, detected in ESCs and NPCs, respectively. This is compatible with the current models of kinetic coupling, where a slow RNAPII can lead either to enhanced exon inclusion if the AS event depends on the recruitment of positive regulators or to exon skipping if splicing inhibitors are recruited (Dujardin *et al*, 2014).

**Figure 5:**
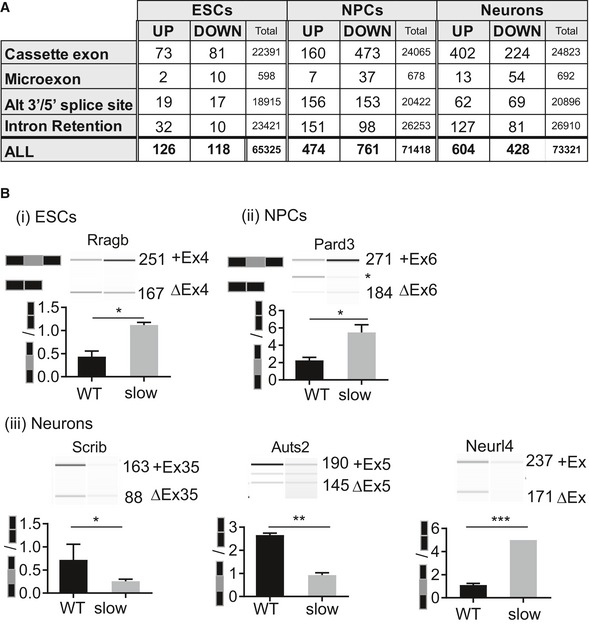
The rate of transcriptional elongation influences alternative splicing decisions in ESCs and during neural differentiation Number of alternative splicing events that are sensitive to a slow elongation rate, including cassette exons, microexons, alternative 3′ or 5′ splice sites, and retained introns in ESCs and at different stages of neural differentiation. UP and DOWN refer to increased or decreased levels of a splicing event in slow/slow cells relative to WT cells with dPSI (percent spliced in) ≥ 10% and FDR < 0.05 when comparing regulated events to all detected events and retained (Total). Splicing was quantified using VAST‐TOOLS.RT–PCR analysis validation of selected alternatively spliced exons. RT–PCR was performed on total RNA from WT or slow/slow ESCs, NPCs, or neurons. PCR products were visualized and quantified by Bioanalyzer (Agilent). Images are representative of experiments performed in triplicate. The mean ± SEM is plotted with *P < 0.05, **P < 0.005, ***< 0.0001 as determined by *t*‐test. Source data are available online for this figure.

The splicing signature in slow/slow cells could be a direct result of perturbations in the elongation rate or be due to an indirect effect through changes in expression of splicing factors and/or RNA‐binding proteins (RBPs). Indeed, we found that, for example, Mbnl2 was downregulated in ESCs and NPCs, whereas Nova1 was downregulated in neurons (Appendix Fig S2A). We also used available datasets from experimental perturbations of some of these differentially expressed splicing factors and found alternatively spliced mRNAs that were targets of these differentially expressed RBPs (Appendix Fig S2B). However, there was not a significant difference in the proportion of such indirect events between ESCs and differentiated cells, suggesting that most of the events differentially identified in this study correspond to events directly affected by the rate of elongation of RNAPII. Importantly, the extent of splicing changes was much more pronounced in NPCs and fully differentiated neurons in comparison with ESCs (166 cassette exons and microexon events changing in slow/slow ESCs, as compared to 677 or 693 cassette exons and microexons changes observed in slow/slow NPCs and neurons, respectively, Fig 5A). We validated a selected number of alternatively spliced events by RT–PCR analysis (Fig 5B and Appendix Fig S3). Given that the total number of detected AS events in the different stages of neuronal differentiation is comparable (Fig 5A and B), these results underscore the increased importance of kinetic coupling as differentiation progresses. A possible explanation for this observation is related to changes in chromatin structure during cell differentiation. Chromatin is reported to be more open and accessible in pluripotent ESCs (Gaspar‐Maia *et al*, 2011). This differential chromatin organization will likely have a direct influence in the elongation rate of RNAPII (Selth *et al*, 2010; Naftelberg *et al*, 2015). Not only did we observe an elevated number of affected exons in slow/slow neurons in comparison with slow/slow ESC, but also the number of splicing changes increases during differentiation to neurons, with 1,365 alternative splicing events detected in WT cells upon differentiation, whereas this number increases to 2,252 exons in slow/slow cells (Table EV3). We examined the properties of elongation rate‐sensitive exons, namely 5′ and 3′ splice sites strength, as well as the length of flanking introns and alternative exon (Yeo & Burge, 2004; Corvelo *et al*, 2010) (Fig EV4A). We noted that exons that were more included in slow/slow ESCs had longer flanking introns (median of 2,335 and 1,546 bases in included and not‐affected exons, respectively). Consistent with the “window‐of‐opportunity” model of kinetic coupling, these longer introns could contribute to a time delay significant enough to promote recognition and splicing of suboptimal exons in nascent transcripts. By contrast, exons affected in slow/slow neurons did not show such characteristics and seemed to be more dependent on the repertoire of expressed RBPs. For example, RNA maps produced for RNA‐binding proteins (CISBP‐RNA IUPAC‐binding motifs; Ray *et al*, 2013) revealed that introns downstream of exons skipped in slow/slow neurons are enriched for Nova1‐binding sites (Fig EV4B), and indeed, binding of this factor downstream of alternative exons has been previously shown to enhance their exclusion (Ule *et al*, 2006). Conversely, we noted increased occurrence of Rbfox1‐binding motifs in the introns downstream of exons showing more skipping in slow RNAPII‐expressing neurons (Zhang *et al*, 2008). As the levels of Rbfox1 remain the same between WT and slow/slow neurons, this observation indicates some functional connection between this splicing factor and kinetic coupling.

**Figure EV4:**
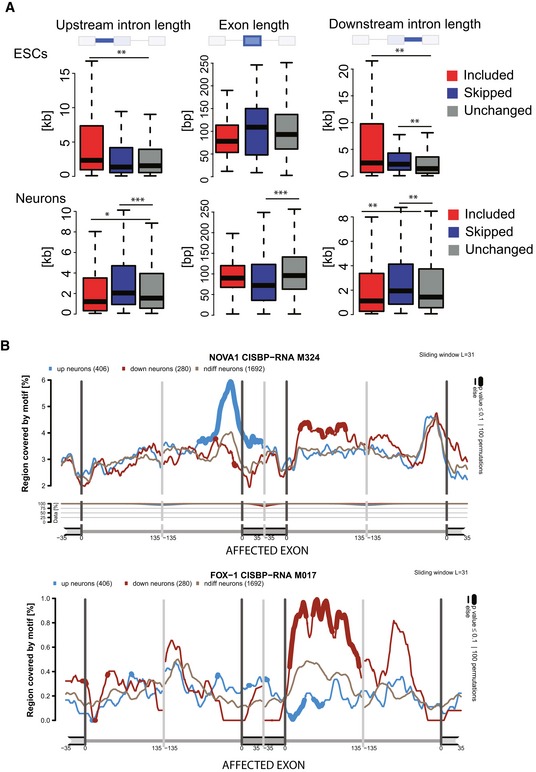
Characterization of mRNAs differentially spliced in slow/slow cells (Related to Fig 5) Length of alternative exons and flanking introns in ESCs and neurons. Boxes delimit the first and third quartiles. The horizontal line represents the data medians. Whiskers are drawn down to the 5^th^ and the 95^th^ percentiles. Mann–Whitney test, *P* < 0.01 (*), 0.001 (**), 0.0001 (***).Example of RNA maps produced using matt for Nova1 and Fox for exons more included (blue) or less included (red) or unchanged (gray) in neurons, bold line represents *P* < 0.1. These maps reveal increased binding of these factors downstream of the regulated exon.

High‐throughput RNA‐seq of poly (A)+RNA revealed changes in the expression of several hundreds of genes in slow/slow cells, as compared to their WT counterparts (Appendix Fig S4A and B, and Table EV2). We, therefore, looked at whether the observed changes in AS are coupled to changes in the expression of corresponding genes. Notably, the differential splicing observed in the presence of a slow elongating RNAPII is generally not driven by differential gene expression (Fig EV5A–C). The only exception are some cases of intron retention, where negative correlation with the expression might reflect frequent coupling of intron retention to NMD (Fig EV5A–C). Thus, we conclude that the majority of AS changes are not merely a consequence of a differential gene expression between ESCs, NPCs, and neurons, but rather show specific sensitivity to RNAPII speed during differentiation (Appendix Table S1, Fig EV5).

**Figure EV5:**
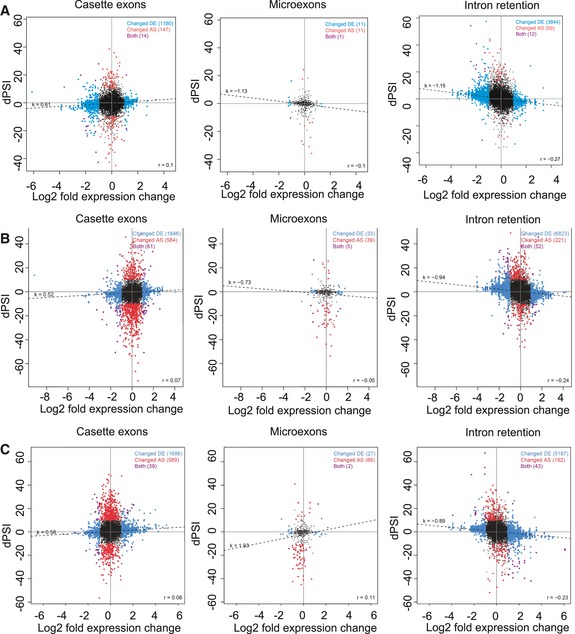
Correlation of gene expression and AS changes between WT and slow/slow cells (related to Fig 5) A–CCorrelation of changes in gene expression and AS (cassette exons, microexons and intron retention events) in slow/slow cells, as compared to WT cells, in (A) ESCs, (B) NPCs and (C) neurons. The *y*‐axis shows dPSI, which represents the difference in percent splicing inclusion between slow/slow and WT cells, while the *x*‐axis represents a log2‐fold change in expression between slow/slow and WT cells. Blue dots are for genes that change in expression (Changed DE), red dots are for differentially spliced pre‐mRNAs (Changed AS), and purple dots represent both differentially expressed and spliced genes. The relation between these two variables is represented by the regression line correlation coefficients *r* ^2^.

### Slow transcription elongation perturbs expression of long synaptic genes

Enrichment Map visualization of gene sets enriched among downregulated and alternatively spliced genes in slow/slow neurons revealed that they are involved in programs that are essential for synapse formation and synaptic signaling (Fig 6A and Appendix Fig S5). Indeed, genes downregulated in slow/slow neurons encode proteins involved in the entire life cycle of synaptic vesicles: among them are Syn1 and Syn2, which tether the vesicle to the actin cytoskeleton (Thomas *et al*, 1988); Snap25, Stx1b, Stxbp1, and Syt1 proteins, which are involved in synaptic vesicle fusion and recycling; and neurexins (including Nrxn1 and Nrxn2) and contactin‐associated proteins (including Cntnap2 and Cntnap3) that form the synaptic scaffolding system and are involved in trans‐synaptic communication. Similarly to downregulated genes, alternative splicing events involved proteins that are important for synaptic signaling (Table EV4). For example, we observed increased skipping of alternative exons in *Scrib*, a gene encoding a protein involved in neurotransmitter release (Fig 5B). We also confirmed differential splicing of Exon 7 in Apbb2, a protein involved in synaptic vesicle loading (Appendix Fig S3). We noted altered splicing among members of neurexins, synaptic receptors that undergo an extensive combinatorial use of AS to provide molecular diversity required for the functional differentiation of synapses (Table EV3) (Schreiner *et al*, 2014). Finally, we observed AS events in proteins involved in the synaptic vesicle cycle, including both pre‐synaptic and post‐synaptic space, among them Stx4A, Syn1, Synj1, Stx3 and many others. Some of these AS events result in premature termination codons, others change domain structures or affect ion transfer, hence all likely contribute to the function or the specificity of the synapse (Table EV4).

**Figure 6:**
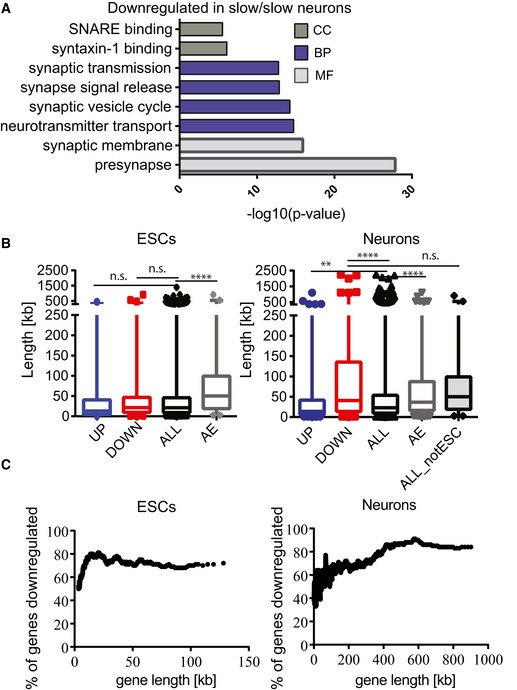
A slow RNAPII preferentially affects synaptic genes Gene ontology analysis of genes downregulated in slow/slow neurons showing the top‐ranked cellular component (CC), biological processes (BP), or molecular functions (MF) GO categories.Box plot showing the length of upregulated (UP), downregulated (DOWN), not affected genes (ALL), and pre‐mRNAs affected by alternative splicing (AE, for alternative exons) for ESCs (left panel); length of upregulated (UP), downregulated (DOWN), not affected genes (ALL), pre‐mRNAs affected by alternative splicing (AE, for alternative exons), and not affected genes that are only expressed in neurons (but not in ESCs) (ALL_notESC), for neurons (right panel). n.s., *P* > 0.05, **P < 0.005; ****P < 0.0001 as determined by Mann–Whitney *t*‐test. Boxes delimit the first and third quartiles. The horizontal lines represent the data medians. Whiskers are drawn down to the 1^st^ and 99^th^ percentiles.Percentage of genes that are downregulated in ESCs and neurons, plotted as a sliding window of 100 genes by length.

Interestingly, we noticed that those genes that are preferentially downregulated in slow/slow neurons are significantly longer than those that were not affected or that are upregulated (Fig 6B, right panel). By, contrast, we found no significant change in the average gene length of downregulated genes in ESCs (Fig 6B, left panel). Notably, a slow transcriptional elongation rate reduced expression of nearly all long genes in neurons, with the percentage of downregulated genes in slow/slow neurons progressively increasing from around 40% for 10 kb genes to over 80% for extremely long genes (Fig 6C, right panel). Some examples of such genes include *Cntnap2* (2.25 Mb) and *Nrxn1* (1.05 Mb) (Table EV2). In contrast, ESCs do not express such long genes (Fig 6C, left panel) and we observe a similar effect caused by a slow elongation across the entire range of gene lengths. From this, we speculate that an optimal elongation rate is important to sustain transcription and splicing of particularly long transcripts that are required for neuronal function. Indeed, recent reports propose that long genes require special mechanisms to specifically maintain long‐distance transcription. As an example, the neuronal RNA‐binding protein Sfpq (proline‐/glutamine‐rich, also known as PSF) has been shown to be a critical factor for maintaining transcriptional elongation of long genes (Patton *et al*, 1993; Takeuchi *et al*, 2018).

Thus, we found that both downregulated and preferentially alternatively spliced genes in slow/slow ESC‐derived neurons converge onto long genes that are involved in synaptic function. Candidate genes involved in neurodevelopmental diseases encode synapse proteins and are exceptionally long (Bourgeron, 2015). We identified synapse signaling as a major pathway downregulated and mis‐spliced in slow/slow neurons and found that slow RNAPII downregulated almost all long genes in neurons. Therefore, we further analyzed the overlap of the genes downregulated and differentially spliced in slow/slow neurons with available datasets for brain disease, including causative genes for autism and schizophrenia (SFARI). We noted that genes differentially expressed and spliced in slow/slow neurons significantly overlapped with those linked to neurological disorders, including ASD disease (Appendix Table S2). From these experiments, we can conclude that a reduced transcriptional elongation rate preferentially affects the expression and alternative splicing of long synaptic genes.

In summary, the development of a genetic system based on knock‐in for a slow RNAPII mutation in mouse ESCs unequivocally established that an appropriate RNAPII elongation rate is essential for proper mouse development and for gene expression and its kinetic coupling with AS. Interestingly, the kinetic control of AS is predominantly affected in differentiated cells, suggesting that the chromatin environment represents an important determinant of this coupling. Altogether, our results provide compelling evidence that transcription elongation rates can have a regulatory role in the expression of genes and the regulation of their alternative splicing patterns during development.

## Discussion

### A slow elongation rate causes early embryonic lethality

We observed that a slow RNAPII mutant caused embryonic lethality even in heterozygosity (Fig 2). There is evidence that the transcriptional output is crucial in specific developmental stages associated with stem cell expansion, as evidenced by their hypertranscription states (Koh *et al*, 2015; Percharde *et al*, 2017). It is possible that a slow elongation rate cannot sustain the high levels of mRNA production required at early stages of development. It was suggested that progenitor cells might also require hypertranscription to allow for their expansion. Similarly, loss of self‐renewal in slow/slow NSCs could be related to the inability of cells harboring a slow RNAPII to maintain the required levels of transcriptional output. Initial stages of mouse embryonic development display a great range of cell cycle duration, from up to 20 h for the first cell division to 2‐ to 3‐h cell cycles during gastrulation (Artus *et al*, 2006) or 8 h during initial stages of murine neurogenesis (Takahashi *et al*, 1995). In this scenario, a reduced elongation rate in slow/slow mutant embryos might not allow efficient transcription or might delay expression of some crucial mRNAs that need to be expressed in these fast dividing cells. Whereas in mice both the homozygous and heterozygous slow mutations result in embryonic lethality (Fig 2), the C4 mutation in *Drosophila* is tolerated in heterozygosity where the flies present a mutant phenotype called “Ubx effect” that resembles the one seen in flies haploinsufficient for the Ubx protein. This was attributed to Ubx mis‐splicing as it is one of the few *Drosophila* genes with an extremely long intron (50 kb) (de la Mata *et al*, 2003). This is in agreement with results presented here showing that mouse genes with long introns are preferentially affected by a slow RNAPII in ESC‐differentiated neurons.

### Kinetic coupling is enhanced in neurons

We found that the impact of RNAPII elongation rate on AS is predominant in ESC‐differentiated NPCs and neurons. This is most likely caused by a distinct chromatin environment between pluripotent and differentiated cells having a differential impact on RNAPII transcriptional elongation rate, since previous evidence indicated that the C4 mutation is not catalytically slow, but rather less efficient in overcoming internal pauses (Chen *et al*, 1996). While chromatin is quite dispersed in E3.5, heterochromatin foci appear in E5.5, which corresponds to the epiblast stage following embryo implantation (Ahmed *et al*, 2010). Indeed, despite the conflicting literature regarding deposition of histone marks throughout differentiation (Azuara *et al*, 2006; Wen *et al*, 2009; Lienert *et al*, 2011), a large body of evidence suggests that chromatin undergoes dynamic changes during differentiation leading to a more compact environment in the differentiated state. Various mechanisms might promote a switch from a more open to a more compact chromatin state during cell differentiation, including an increase in repressive histone marks, a local change in nucleosome occupancy, or a general increase in histones’ levels (Fiszbein *et al*, 2016; Gavin *et al*, 2017; Yoon *et al*, 2018). It was reported that the nuclei of ESCs macroscopically appear to contain less condensed chromatin, whereas well‐defined foci of compact heterochromatin become evident in ESC‐derived NPCs (Meshorer *et al*, 2006). Indeed, chromatin structure can become a major impediment to transcriptional elongation and histone modifications can directly affect the nucleosomes, by either loosening or tightening DNA binding around them (Veloso *et al*, 2014; Jonkers & Lis, 2015). Moreover, exons have a negative effect on RNAPII elongation rate, which could be associated with exonic features, such as a higher CG content, and exon‐specific histone marks (H3K36me3 and H3K4me1) (Jonkers *et al*, 2014). An example of a crosstalk between the chromatin environment and AS has been shown in the case of exon 18 in the neural cell adhesion molecule (NCAM), where membrane depolarization of neuronal cells induces a local H3K9 hyperacetylation, resulting in exon skipping (Schor *et al*, 2009). Conversely, inducing a more compact chromatin state by transfection of siRNAs targeting the intron downstream of an alternative exon promotes H3K9 and H3K27 methylation, HP1 recruitment, in turn leading to local roadblocks for RNAPII elongation rate and increased kinetic coupling (Alló *et al*, 2009). We speculate that the specific changes in chromatin structure during differentiation might create natural “roadblocks” to elongating RNAPII, which is further enhanced in slow RNAPII‐expressing cells leading to increased kinetic coupling observed in NPCs and neurons derived from slow/slow cells.

### An appropriate elongation rate sustains expression and splicing of long genes involved in synapse signaling in neurons

Slow RNAPII leads to specific downregulation of longer genes in neurons. Intriguingly, neurons express the longest genes among different cell types and many of these encode proteins involved in neuronal development and synapse formation. As such, a slow elongating RNAPII could preferentially affect transcription and splicing of those long genes. Dysregulation of the expression of these long genes might represent a mechanism underlying neurodegenerative and psychiatric disorders (King *et al*, 2013; Gabel *et al*, 2015). For example, loss of FUS/TLS and TDP43, genes linked to ALS, preferentially affects splicing of long pre‐mRNAs (Lagier‐Tourenne *et al*, 2012). The neuronal RBP SFPQ, which is required to sustain long‐distance transcription elongation for longer genes (Takeuchi *et al*, 2018), has a role in neurodegenerative diseases, including ALS, ASD, and frontotemporal lobar degeneration (FTLD). The differentially expressed and alternatively spliced pre‐mRNAs in neurons are involved in synapse signaling, neurite outgrowth, and axonal guidance. We speculate that mis‐regulation of RNAPII elongation rate could have detrimental implication in neurodevelopment, preferentially affecting the expression and/or splicing of synaptic proteins, which are encoded by particularly long genes (Fig 6). Indeed mutations in genes involved in synaptic signaling lead to neurodevelopmental diseases, including autism spectrum disorder (ASD) (Bourgeron, 2015). Importantly, chromatin remodeling, transcription, and splicing genes have been identified in genetics studies of *de novo* mutations in autistic patients (De Rubeis *et al*, 2014). These genes encode proteins that are active during brain development and are important in transcription elongation, either through direct interaction with RNAPII or through indirectly affecting chromatin structure. Physiological conditions that could alter RNAPII elongation or mutations disrupting elongation rate control might affect preferentially the nervous system, as these cells express particularly long genes. This could not only result in changes in transcription but also affect AS patterns via kinetic coupling. These observations highlight an essential role for an appropriate elongation rate in gene expression and splicing regulation during neural development and suggest that its mis‐regulation could underlie some neurological disorders.

In conclusion, we show that a slow elongation rate affects gene expression and AS, consistent with the coupling of transcription with splicing. This kinetic control of AS is more strongly affected as differentiation progress. Most notably, we identify elongation rate control as a major mechanism to sustain transcription and splicing of long neuronal genes involved in synapse signaling. This study provides a compelling evidence that transcription elongation rates have a regulatory role in the expression of genes and the regulation of their AS patterns during development.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent	Manufacturer	Catalog number
**Antibodies**		
Tuj1	BioLegend	801213
Map2	Millipore	MAB3418
RNAPII (8WG16)	Abcam	ab817
Syn1	Novus Biologicals	NB300‐104
Tubulin	Sigma	T9026
NeuN	Abcam	Ab177487
Nestin	Abcam	Ab24692
**Chemicals**		
5,6‐dichlorobenzimidazole 1‐β‐d‐ribofuranoside (DRB)	Sigma‐Aldrich	D1916
4‐thiouridine	Sigma‐Aldrich	T4509
EZ‐Link™ HPDP‐Biotin	Thermo Scientific	21341
Dimethylformamide	Thermo Scientific	20673
No‐Weigh dithiothreitol (DTT) microtubes	Thermo Scientific	20291
**Cell culture reagents, cytokines**		
Recombinant Murine EGF	Peprotech	315‐09
Recombinant Human FGF‐basic	Peprotech	100‐18B
Ascorbic Acid	Stemcell Technologies	07157
Dibutyryl‐cAMP	Stemcell Technologies	73886
DMEM/F12	Thermo Scientific	31331028
Neurobasal medium	Thermo Scientific	21103049
GMEM	Thermo Scientific	
MEM Non‐essential amino acid		
Sodium pyruvate		
2‐mercaptoethanol		
BSA (7.5% solution)	Thermo Scientific	15260037
N‐2 Supplement (100×)	Thermo Scientific	17502048
B‐27 Supplement (50×)	Thermo Scientific	17504044
PD0325901	Stemcell Technologies	72182
CHIR99021	Miltenyi Biotec	130‐103‐926
Poly‐DL‐ornithine hydrobromide, mol wt 3,000–15,000	Sigma‐Aldrich	P8638
**Commercial assays and kits**		
RNeasy MinElute Cleanup kit	Qiagen	74204
μMacs Streptavidin Kit	Miltenyi	130‐074‐101
Turbo DNase	Ambion	
NEBNext Ultra II Directional RNA Library Prep Kit for Illumina	Neb	E7420
NEBNext Multiplex Oligos	Neb	E7335, E7500

### Ethical statement

All applicable international, national, and institutional guidelines for the care and use of animals were followed. Animal experiments were carried out under UK Home Office Project Licenses PPL 60/4424 and PB0DC8431 and were approved by the University of Edinburgh animal welfare and ethical review body.

### Gene targeting in ESCs

The bacterial artificial chromosome (BAC) bMQ420i24 containing chr11:69711833‐69860134 (mm10 assembly) of the mouse genome from 129S7/SvEvBrd ES cells (Adams *et al*, 2005) was modified to introduce the R749H mutation into exon 14 of *Polr2a* using a *GalK* selection cassette as described (Warming *et al*, 2005). A ~10.3‐kb region (chr11:69741333‐69751734) of the *Polr2a* locus was then retrieved into the *NotI*‐*SpeI* region of PL253 using gap repair, and a Frt‐flanked neomycin resistance cassette from plasmid PL451 introduced into intron 12 of the gap‐repaired *Polr2a* clone at position chr11:69743748‐69743749 as described (Liu *et al*, 2003). The resulting targeting vector was linearized with *NotI* and introduced into E14 ESCs by electroporation (Joyner, 2000). Genomic DNAs from were screened for homologous recombination by PCR. The neomycin resistance cassette was then excised by electroporation with an Flp recombinase expression plasmid to generate WT/slow heterozygous ESCs. The same targeting vector was used to target the WT *Pol2ra* allele in the WT/slow ESCs, and the neomycin resistance cassette excised using Flp recombinase in order to generate slow/slow ESCs. WT/WT, WT/slow, and slow/slow ESCs were confirmed to contain forty chromosomes by karyotyping as described (Nagy *et al*, 2009). Ion Torrent sequencing of overlapping PCR products from ESC genomic DNA encompassing a ~14‐kb region around the R749H mutation (chr11:69739041‐69753349) was used to confirm that the WT/slow and slow/slow ESCs contained no genomic re‐arrangements or additional mutations in this region relative to the parental WT/WT ESCs. Genotyping was performed using the following forward and reverse primers: GGGACTCCATTGCAGATTC and ACTCAGTGGGTGTGAGACC.

### Mice chimera generation and breeding

In order to generate mouse chimeras, WT/slow ESCs were injected into C57BL/6 host chimeras, as previously described (Joyner, 2000). Eight male chimeras with at least 30% contribution from ESCs were identified by coat color and bred with C57BL/6 females to test for germline transmission.

### CRISPR/Cas9 gene editing in mouse zygotes

Complementary oligonucleotides targeting exon 14 of *Polr2a* were annealed and cloned into plasmid pX335 (Cong *et al*, 2013). The guide region was then amplified by PCR and paired guide RNAs synthesized by *in vitro* transcription (T7 Quick High Yield RNA Synthesis kit, NEB). Single‐stranded DNA oligonucleotides (silent oligo: TCATTGAGAAGGCTCATAACAATGAGCTA

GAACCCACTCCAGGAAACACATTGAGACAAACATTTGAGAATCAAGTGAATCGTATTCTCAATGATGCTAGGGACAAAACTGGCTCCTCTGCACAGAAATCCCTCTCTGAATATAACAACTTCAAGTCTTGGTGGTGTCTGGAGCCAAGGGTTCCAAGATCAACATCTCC, slow oligo: TCATTGAGAAGGCTCATAACAAT

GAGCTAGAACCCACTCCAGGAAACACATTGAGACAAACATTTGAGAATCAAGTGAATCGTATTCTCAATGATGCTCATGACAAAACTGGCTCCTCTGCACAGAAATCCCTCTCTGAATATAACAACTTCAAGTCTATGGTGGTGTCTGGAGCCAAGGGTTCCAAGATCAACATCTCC) were synthesized by IDT. Gene editing was performed by microinjection of RNA encoding the Cas9 nickase mutant (50 ng/μl, TriLink BioTechnologies), paired guide RNAs (each at 25 ng/μl), and 150 ng/μl single‐stranded DNA oligonucleotide repair template in (C57BL/6 × CBA) F2 zygotes (Crichton *et al*, 2017), and the injected zygotes were cultured overnight in KSOM for subsequent transfer to the oviduct of pseudopregnant recipient females (Joyner, 2000), or for 3 days to allow analysis of morula/blastocyst stage embryos. CRISPR/Cas9 gene editing can generate mosaic embryos (Yen *et al*, 2014), but for simplicity, embryos that were genotyped to contain both a wild‐type and a mutant Polr2a allele were classified as heterozygotes. Genotyping was performed as above except for blastocysts genotyping where nested PCR was performed, using first the above forward and reverse primers, followed by second PCR using the following forward and reverse primers: GAAGGCTGGGCAGAGAAGAG and TCCGCTTGCCCTCTACATTC

### *In vitro* transcription assay

Nuclear extracts were prepared, as previously described (Folco & Reed, 2014). A DNA construct, containing CMV promoter and encoding β–globin, was linearized by restriction digest. *In vitro* transcription reactions were performed at 30°C in 25 μl reaction mixtures containing 375 ng DNA template, 1 μl 32P‐UTP, 10 μl ESC nuclear extract, 10 mM ATP, CTP, GTP, 0.4 mM UTP, 3.2 mM MgCl_2_. Following indicated time, proteinase K was added to stop transcription. RNA was extracted and run on denaturing polyacrylamide gel and detected by Phosphorimager.

### Nascent transcription assays

Elongation rate experiments were carried out as described (Singh & Padgett, 2009). Briefly, cells were treated for 4 hr with 100 μM 5,6‐dichlorobenzimidazole 1‐β‐d‐ribofuranoside (DRB) to inhibit transcription. To restart transcription, cells were washed twice in warm PBS, and incubated with fresh medium. During 0‐ to 180‐min incubation, at indicated times, cells were lysed directly in TRIzol and RNA was extracted according to manufacturer's recommendations. 5 μg of total RNA was reverse transcribed using random hexamers and Superscript III. Pre‐mRNA levels were measured by quantitative RT–PCR using Sybr Green Master Mix and Lightcycler 480 (Bio‐Rad). Primers used in the quantitative RT–PCR are available on request. Pre‐mRNA levels were normalized to pre‐mRNA levels at *t* = 0 min. Results depict average of three independent experiments, ± standard error.

### 4sU‐DRBseq

ESCs were seeded in 15‐cm plates in 2i medium. At the 80–90% confluency, cells were treated with 100 μM DRB, in three biological replicates. Following 4 h of incubation, DRB‐containing media were removed, and cells were washed twice with warm PBS and placed in fresh media without DRB. 4‐thiouridine (4sU) was added to medium at a final concentration of 1 mM for 10 min before each harvest. Cells were lysed directly on a plate with 5 ml of TRIzol at indicated transcription elongation time point. Total RNA was isolated as per manufacturer's instructions. Total RNA (100–200 μg) was used for biotinylation and purification of 4sU‐labeled nascent RNAs. The biotinylation reaction consisted of total RNA and EZ‐Link HPDP‐Biotin dissolved in dimethylformamide (DMF) and was performed in labeling buffer (10 mM Tris pH 7.4, 1 mM EDTA) for 2 h with rotation at room temperature. Unbound Biotin‐HPDP was removed by chloroform/isoamylalcohol (24:1) extraction in MaXtract tubes (Qiagen). RNA was precipitated with 10^th^ volume of 5M NaCl and 1 volume of isopropanol. Following one wash in 80% ethanol, the RNA pellet was left to dry and resuspended in 100 μl RNase‐free water. Biotinylated RNA was purified using μMacs Streptavidin kit. Specifically, 100 μl of beads per 100 μg of RNA was incubated with rotation for 15 min and then washed three times with washing buffer (100 mM Tris pH 7.5, 10 mM EDTA, 1 M NaCl, 0.1% Tween‐20) at 65°C, followed by three washes at room temperature. RNA was eluted twice using 100 mM DTT and recovered using RNeasy MinElute Cleanup column (Qiagen) according to instructions. cDNA libraries were prepared using NEB Next Ultra Directional RNA Library Prep Kit according to the manufacturer's instructions. Libraries were pooled and sequenced on an Illumina HiSeq 4000 system. All reads were aligned to the mouse reference genome (mm10) using bowtie 2 aligner (Langmead *et al*, 2009), and only those reads that mapped uniquely to the genome, but not to rRNA, were considered. A genome‐wide binned profile of the nascent RNA and the transcription wave end were determined using previously developed methods and published software (Fuchs *et al*, 2014, 2015).

### Cell differentiation

ESCs were tested for mycoplasma contamination. ESCs were cultured under feeder‐free conditions in GMEM supplemented with 10% fetal calf serum, NEAA, β‐mercaptoethanol, sodium pyruvate, l‐glutamine, and 100 U/ml recombinant leukemia inhibitory factor (LIF) on gelatin‐coated tissue culture plastic. Before differentiation, cells were freshly defrosted in standard medium and then passaged for 2 passages in 2i medium (1:1 Neurobasal and DMEM/F12, supplemented with 0.5× N2, 0.5× B27, 0.05% BSA, 1 μM 0325901, 3 μM CHIR99021, 2 mM l‐glutamine, 0.15 mM monothioglycerol, 100 U/ml LIF).

### Neuroectodermal specification

One day prior to induction of differentiation, cells were seeded at high density in 2i medium. The following day, cells were detached using accutase, resuspended in N2B27 media (1:1 Neurobasal and DMEM/F12, supplemented with 0.5× N2, 0.5× B27, 0.1 mM β‐mercaptoethanol, 0.2 mM l‐glutamine), counted, and plated at the appropriated density onto either 15‐cm plates or 6‐well plates that have been coated with a 0.1% gelatin solution. Culture medium was changed every second day. The differentiation potential is greatly influenced by the initial plating density and was previously established to be optimal at approximately 10,000 cells per cm^2^, which is what we observed with the differentiation of WT ESCs. On the contrary, we observed increased cell death at plating densities below 30,000 cells per cm^2^ for slow/slow cells, suggesting decreased proliferation or compromised differentiation potential of these cells.

### Deriving NS cells

For derivation of neural stem cells at day 7 of differentiation, cultures were detached using accutase, 2–3 × 10^6^ cells were re‐plated into an uncoated T75 flask in NS expansion media, comprising DMEM/F12 medium supplemented with 2 mM l‐glutamine, 0.5× N2, B27, glucose, BSA, HEPES, and 10 ng/ml of both mouse EGF (Peprotech) and human FGF‐2 (Peprotech). Within 2–3 days, thousands of cell aggregates formed in suspension culture and were harvested by centrifugation at 700 rpm for 1 min. They were then re‐plated onto a laminin‐coated T75 flask. After few days, cell aggregates attached to the flask and outgrew with NS cell.

### Differentiation to neurons

For neuronal generation and maturation at day 7 of differentiation, cultures were detached using accutase, re‐plated onto poly‐l‐ornithine‐/laminin‐coated surfaces (100 μg/ml and 10 μg/ml, respectively, Sigma‐Aldrich) at 1.5–2 × 10^4^ cells/cm^2^ in N2B27 medium containing 0.2 mM ascorbic acid and 0.25 mM cAMP. Cells were grown for the additional 14 days, with 80% media exchange every second day.

### RNA isolation and RT–qPCR

RNA was isolated using TRIzol or RNeasy following the manufacturer's protocol. RNA was then treated with DNase (Ambion) and transcribed to cDNA using First‐Strand Synthesis System from Roche. This was followed by SybrGreen detection system (Lightcycler 2× SybrGreen Mix, Roche).

### RNA purification and RNA‐Seq analysis

RNA sequencing was carried out on RNA extracted from WT/WT and slow/slow ESCs, ESC‐derived NPCs at day 7 of differentiation and ESC‐derived neurons at day 21 of differentiation. RNA was purified using RNeasy kit from three independent differentiation experiments. RNA‐seq libraries were generated from Poly(A)^+^ mRNA using TrueSeq protocol and sequenced using the Illumina HiSeq 4000 machine (Edinburgh Genomics) to generate 75 bases, paired‐end reads. Reads were mapped to the mouse (mm9) genome. AS analysis of RNA‐Seq data was performed with *vast‐tools* version 1 (Tapial *et al*, 2017). From the primary output, events with poor coverage or junction balance were filtered out (vast‐tools quality score 3 other than SOK/OK/LOW for cassette exon [CE], microexon [MIC], and alternative 5′ or 3′ splice site [Alt5/3] events or coverage < 15 reads for intron retention [IR] events; score 4 other than OK/B1 for CE and MIC events and score 5 of < 0.05 for IR events). Differential AS was scored using vast‐tool's diff module requiring p(|dPSI| > 0) > 0.05 and a point estimate of |dPSI| > 10. Gene expression was analyzed based on raw read counts per gene from *vast‐tools* using the glm stream of the R package edgeR. Genes with an FDR < 0.05 were considered differentially expressed. Clustering of the samples shows very good correlation between results obtained in the three independent experiments (Appendix Fig S6).

### Networks

The GO network for the genes misregulated in cells harboring slow RNAPII was built using Enrichment Map (Merico *et al*, 2010) in Cytoscape 3.3.1 (Shannon *et al*, 2003) with the following parameters: *P*‐value cutoff = 0.001; FDR Q value cutoff = 0.01; Jaccard+Overlap Combined option, with cutoff = 0.375; Combined Constant = 0.5. Enriched functional terms were obtained from g:profiler or by GSEA for GO_BP and KEGG pathways. g:profiler was employed for the analysis of GO enrichment during neuronal differentiation.

### Statistics

To determine statistical significance, unpaired *t*‐tests were used to compare between two groups, unless otherwise indicated. The mean ± the standard error of the mean (SEM) is reported in the figures as indicated. Statistical significance was set at *P *< 0.05. All *in vitro* experiments were repeated three times, and several litters were analyzed animals for *in vivo* studies. Fisher's exact test was used to determine the significance in animal studies.

## Author contributions

MMM, IRA, and JFC conceived, designed, and interpreted the experiments. UB and BJB provided bioinformatics analysis and discussion of AS changes during differentiation. SA contributed to the bioinformatics analysis of RNAPII elongation rates. ARM, CJH, and FK carried out ESCs targeting. The CBS Transgenic Core performed CRISPR injections and mouse work. ARK participated in discussions. MMM, BJB, ARK, IRA, and JFC wrote the paper.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

## Data Availability

RNA‐seq and 4sU‐DRB‐seq data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE127741.

# Supplementary material for: A slow transcription rate causes embryonic lethality and perturbs kinetic coupling of neuronal genes
**Source:** EMBO J. 2019 Apr 15;38(9):e101244. doi: 10.15252/embj.2018101244
**Supplement:** Supplementary file 1 — Appendix

**Appendix for**

**A slow transcription rate causes embryonic lethality and perturbs kinetic coupling of neuronal genes**

**Magdalena M. Maslon^1^, Ulrich Braunschweig^2^, Stuart Aitken^1^,**

**Abigail R. Mann^1^, Fiona Kilanowski^1^, Chris J. Hunter^1^,**

**Benjamin J. Blencowe^2^, Alberto R. Kornblihtt^3^, Ian R. Adams^1*^&**

**Javier F. Cáceres^1*^**

^1^MRC Human Genetics Unit, Institute of Genetics and Molecular Medicine, University of Edinburgh, UK; ^2^Donnelly Centre, University of Toronto, Ontario M5S 3E1, Canada; ^3^Instituto de Fisiología, Biología Molecular y Neurociencias (IFIBYNE-UBA-CONICET) and Departamento de Fisiología, Biología Molecular y Celular, Facultad de Ciencias Exactas y Naturales, Universidad de Buenos Aires, Ciudad Universitaria, C1428EHA Buenos Aires, Argentina.

**Table of contents for Appendix Files**

**Appendix Figure S1.**

**Appendix Figure S2.**

**Appendix Figure S3.**

**Appendix Figure S4.**

**Appendix Figure S5.**

**Appendix Figure S6.**

**Appendix References**

**Appendix Table S1**

**Appendix Table S2**

**Appendix Figures**

**Appendix Figure S1 (related to Fig. 4)**

A Gene ontology analysis of genes upregulated in slow/slow NPCs.

B RT-qPCR showing differential expression of selected genes in ESCs (d0), at day 3 of monolayer differentiation, in NPCs (d7) and AGGs. Data are represented as a fold change relative to ESC expression ± standard error, n=3.

**Appendix Figure S2 (related to Fig. 5)**

A RNA-binding proteins (RBPs), which display a change in expression throughtout different stages of differentiation. Upregulation and downregulation of RBPs is highlighted by red and blue color, respectively, whilst numbers represent Log2FC.

B       The number of differentially spliced exons in slow/slow cells that overlap with the targets of the indicated RBPs is indicated. The corresponding total number of targets identified in these studies is indicated in brackets . Available RNA-seq data from splicing factor knockdowns or knockouts and their associated controls that was used include: MBNL2 in mouse hippocampi (1,2), Ptbp2 in mouse brain (3), HNRNPA2B1 in mouse spinal cord (4), KHDRSB3 in mouse brain (5), MBNL3 in C2C12 myoblasts (6), Nova1   in mouse brain   (7,8). The corresponding total number of targets identified in respective studies is indicated in brackets. Numbers in superscript represent the references, as listed in the Appendix references.

**Appendix References**

1. Goodwin M, Mohan A, Batra R, Lee K-Y, Charizanis K, Gómez FJF, Eddarkaoui S, Sergeant N, Buée L, Kimura T, et al. 2015. MBNL Sequestration by Toxic RNAs and RNA Misprocessing in the Myotonic Dystrophy Brain. *Cell Rep* **12**: 1159–1168.

2. Charizanis K, Lee K-Y, Batra R, Goodwin M, Zhang C, Yuan Y, Shiue L, Cline M, Scotti MM, Xia G, et al. 2012. Muscleblind-like 2-mediated alternative splicing in the developing brain and dysregulation in myotonic dystrophy. *Neuron* **75**: 437–50.

3. Li Q, Zheng S, Han A, Lin C-H, Stoilov P, Fu X-D, Black DL. 2014. The splicing regulator PTBP2 controls a program of embryonic splicing required for neuronal maturation. *Elife* **3**: e01201.

4. Martinez FJ, Pratt GA, Van Nostrand EL, Batra R, Huelga SC, Kapeli K, Freese P, Chun SJ, Ling K, Gelboin-Burkhart C, et al. 2016. Protein-RNA Networks Regulated by Normal and ALS-Associated Mutant HNRNPA2B1 in the Nervous System. *Neuron* **92**: 780–795.

5. Ehrmann I, Dalgliesh C, Liu Y, Danilenko M, Crosier M, Overman L, Arthur HM, Lindsay S, Clowry GJ, Venables JP, et al. 2013. The tissue-specific RNA binding protein T-STAR controls regional splicing patterns of neurexin pre-mRNAs in the brain. *PLoS Genet* **9**: e1003474.

6. Poulos MG, Batra R, Li M, Yuan Y, Zhang C, Darnell RB, Swanson MS. 2013. Progressive impairment of muscle regeneration in muscleblind-like 3 isoform knockout mice. *Hum Mol Genet* **22**: 3547–58.

7. Ule J, Stefani G, Mele A, Ruggiu M, Wang X, Taneri B, Gaasterland T, Blencowe BJ, Darnell RB. 2006. An RNA map predicting Nova-dependent splicing regulation. *Nature* **444**: 580–586.

8. Zhang C, Frias MA, Mele A, Ruggiu M, Eom T, Marney CB, Wang H, Licatalosi DD, Fak JJ, Darnell RB. 2010. Integrative modeling defines the Nova splicing-regulatory network and its combinatorial controls. *Science* **329**: 439–43.

**Appendix Figure S3 (related to Fig. 5).**

RT-PCR analysis validation of selected alternatively spliced exons. RT-PCR was performed on total RNA from WT or slow/slow ESCs, NPCs or neurons. PCR products were visualized and quantified by Bioanalyzer (Agilent). Images are representative of experiments performed in triplicate.

**Appendix Figure S4 (related to Fig. 5). A** **reduced transcriptional elongation results in gross changes in gene expression during neural differentiation.**

A MA plots for pluripotent ESCs and all stages of neural differentiation. The y- axis depicts the log_2_ fold change in gene expression in slow/slow cells (M), as compared to WT, whereas the x-axis is the average of log_2_ mean read count for each gene between all samples. Each dot represents one gene. Red dots depict genes with significantly altered expression values (Benjamini and Hochberg (B + H) adjusted *p* value <0.01), with mean expression of at least RPKM=5. Grey line depicts fold change (FC) of either two-fold upregulation or downregulation.

B Number of upregulated and downregulated genes in ESCs and at different stages of neural differentiation.

**Appendix Figure S5 (related to Fig. 6).**

Cytoscape-generated enrichment map, visualizing the results of gene-sets enrichment for genes downregulated and differentially spliced in slow/slow neurons as a network, where nodes represent the gene-sets, and edges their similarity, size of nodes represents number of genes.

**Appendix Figure S6 (related to Figs. 5 and Fig. 6).**

Heatmaps displaying the correlation of gene expression (A) and dPSI (B) for all pairwise combinations of samples in the dataset.

**Appendix Tables**

| **Co-expressed in ESCs and NPCs** | | |
| --- | --- | --- |
| AS/ESCs only | AS/NPCs only |  |
| 104 | 946 |  |
| **Co-expressed in ESCs and neurons** | | |
| AS/ESCs only | AS/neurons only |  |
| 150 | 730 |  |
| **Co-expressed in ALL** | | |
| AS/ESCs only | AS/NPCs only | AS/neurons only |
| 66 | 751 | 610 |

**Appendix Table S1.** Number of Slow RNAPII regulated alternative splicing events for genes that are expressed in both or all three stages of differentiation, but differentially spliced only in one of them.

|  | **Matched (Total)** | **p-value** |
| --- | --- | --- |
| ASD (SFARI) | 77 (1008) | 2.68E-05 |
| Schizophrenia | 25 (240) | 0.000152 |
| Neuroblastoma | 67 (1003) | 0.00237 |

**Appendix Table S2.** Overlap of slow RNAPII regulated genes in neurons with genes ascribed to ASD, schizophrenia, neuroblastoma, including results of Fishers test.

# Supplementary material for: A slow transcription rate causes embryonic lethality and perturbs kinetic coupling of neuronal genes
**Source:** EMBO J. 2019 Apr 15;38(9):e101244. doi: 10.15252/embj.2018101244

ENSMUST00000118000

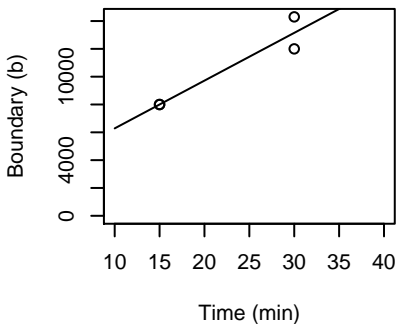

ENSMUST00000188454

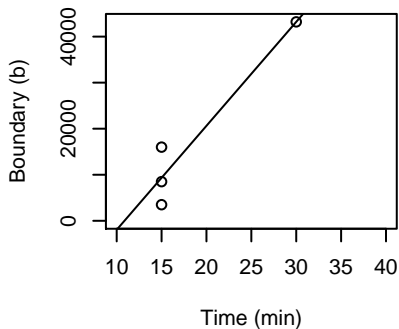

ENSMUST00000151309

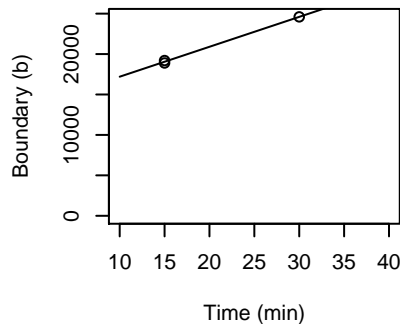

ENSMUST00000159747

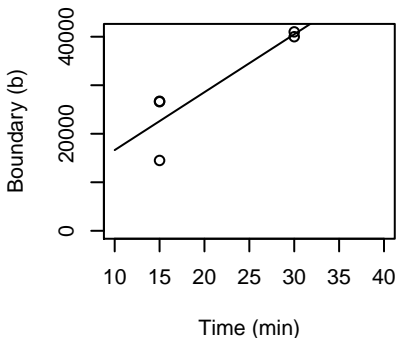

ENSMUST00000114902

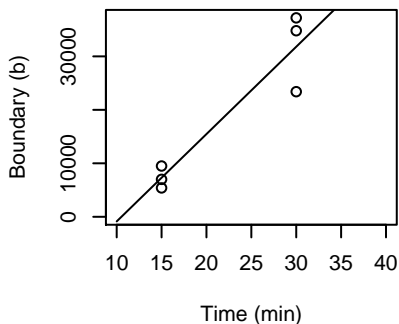

ENSMUST00000151913

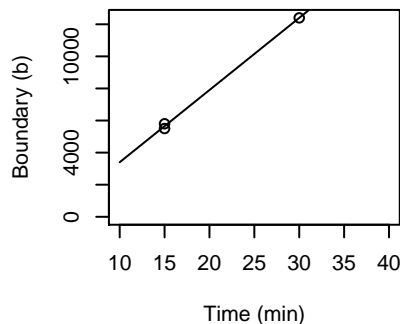

ENSMUST00000074525

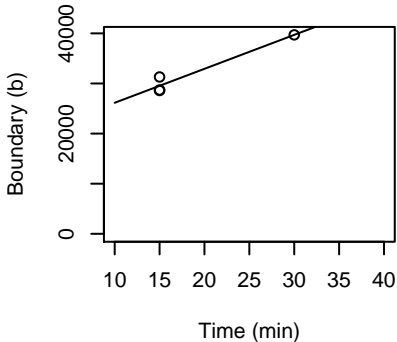

ENSMUST00000189410

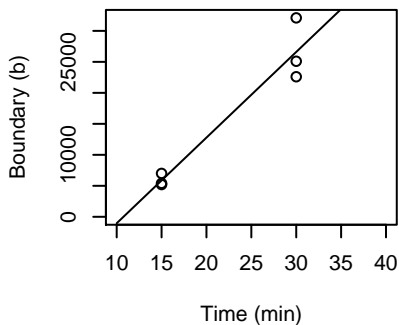

ENSMUST00000133236

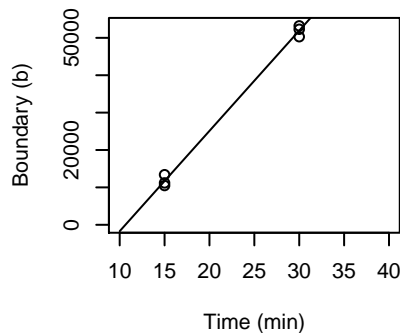

ENSMUST00000068168

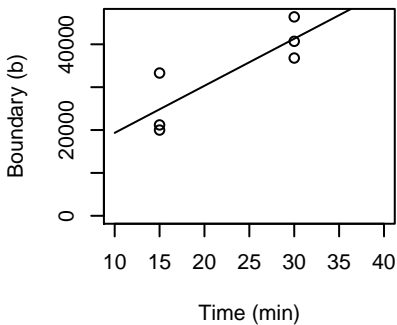

ENSMUST000000189257

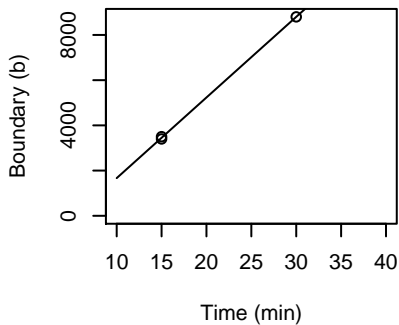

ENSMUST000000062528

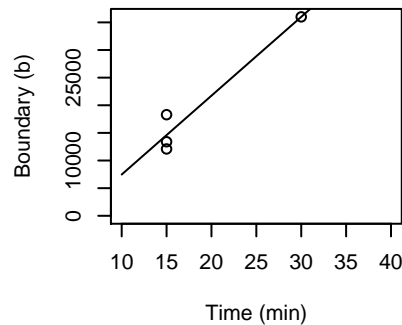

ENSMUST000000185692

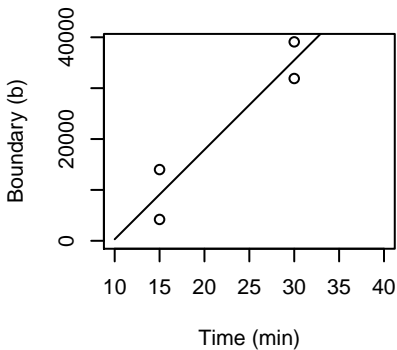

ENSMUST000000185405

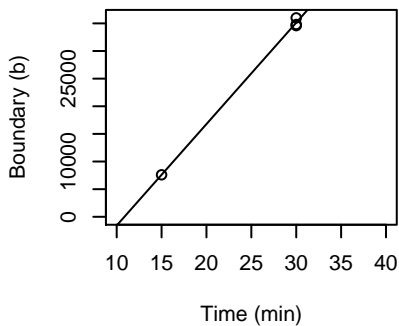

ENSMUST000000168429

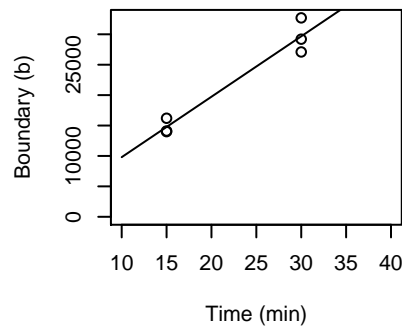

ENSMUST000000187273

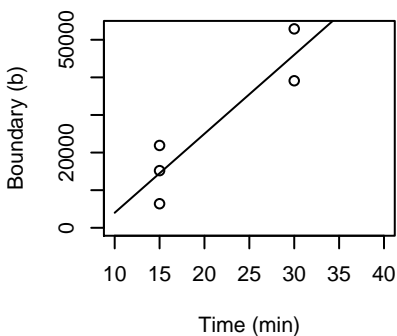

ENSMUST000000195433

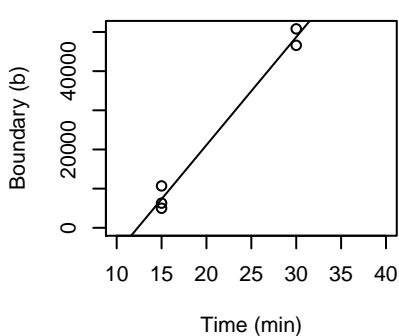

ENSMUST000000042503

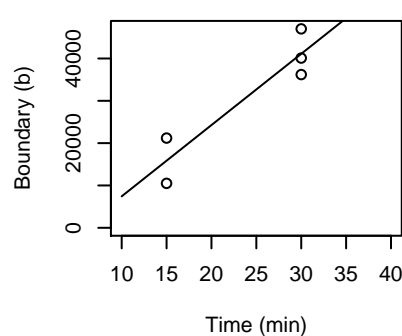

ENSMUST00000136870

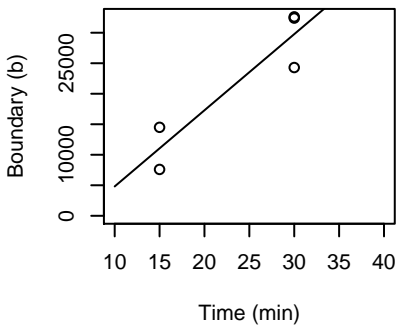

ENSMUST00000114418

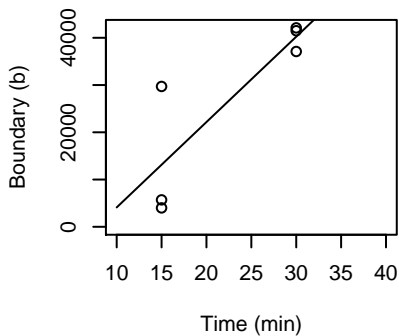

ENSMUST00000045295

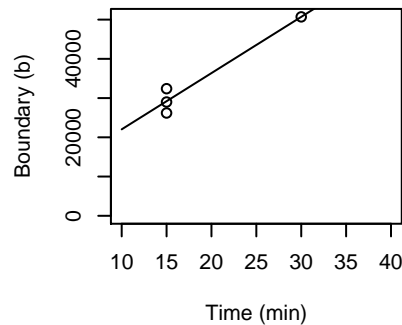

ENSMUST00000190049

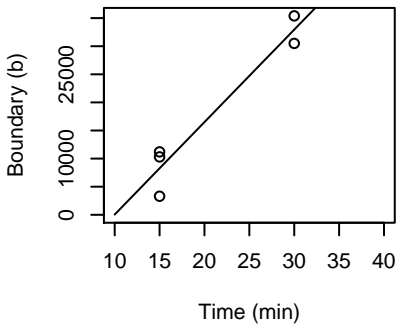

ENSMUST00000159280

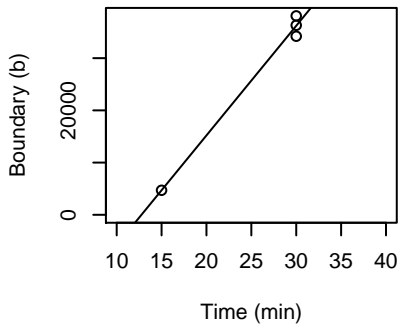

ENSMUST00000149196

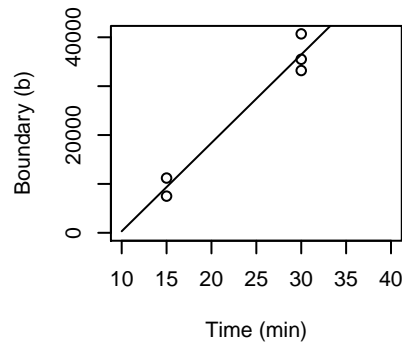

ENSMUST00000138933

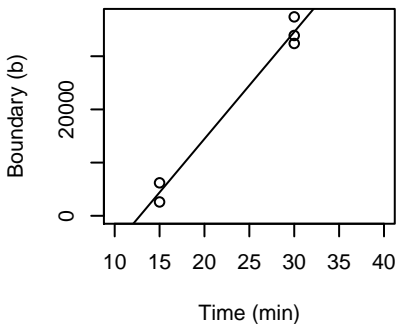

ENSMUST00000136116

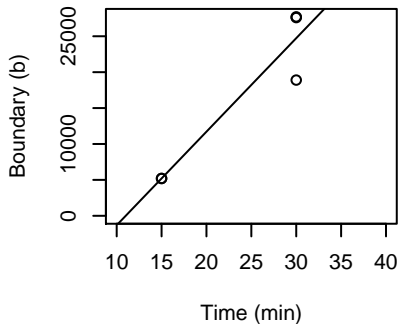

ENSMUST00000139863

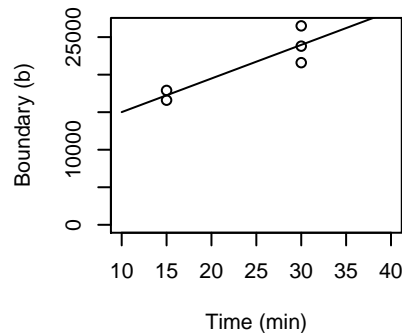

ENSMUST00000141544

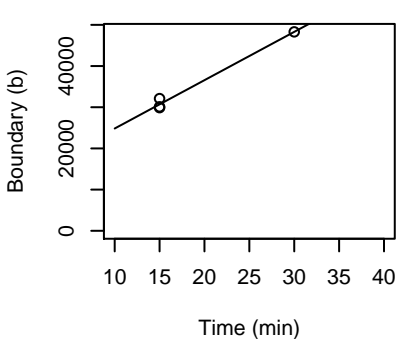

ENSMUST00000200829

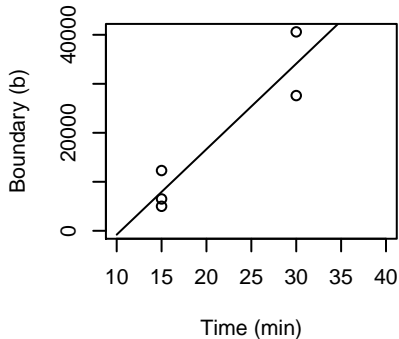

ENSMUST00000151851

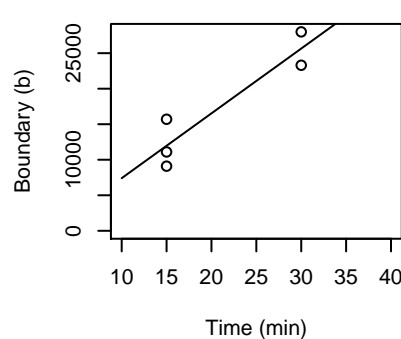

ENSMUST00000121586

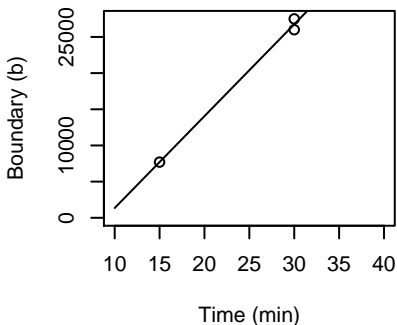

ENSMUST00000159961

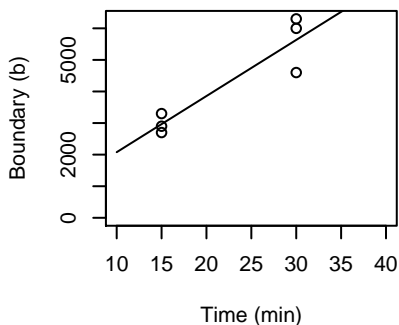

ENSMUST00000068813

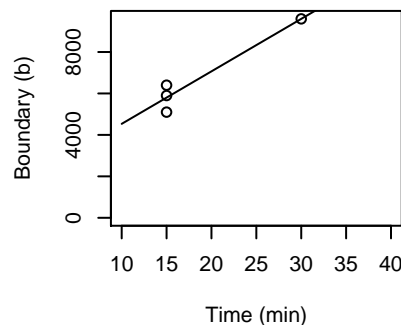

ENSMUST00000121219

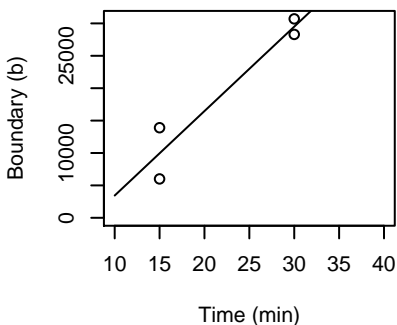

ENSMUST00000124949

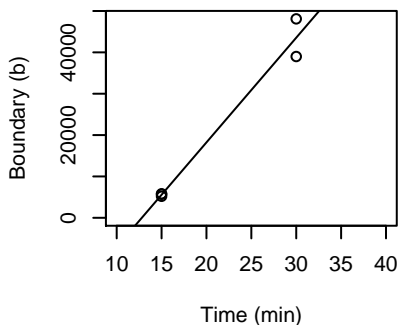

ENSMUST00000149499

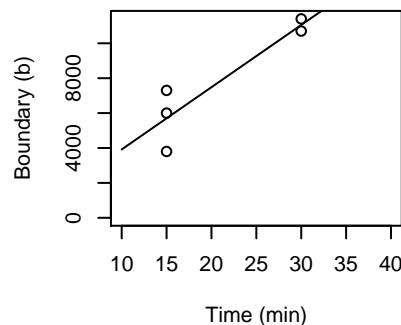

ENSMUST00000124708

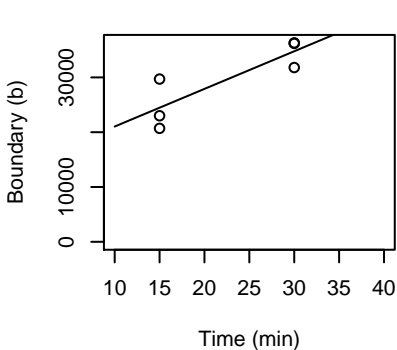

ENSMUST00000043693

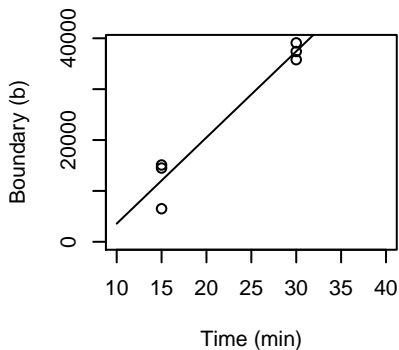

ENSMUST00000033547

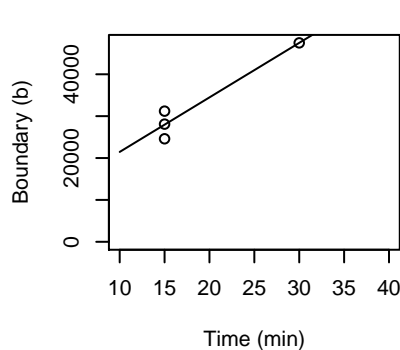

ENSMUST00000127012

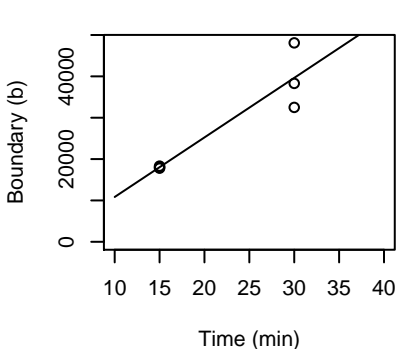

ENSMUST00000184730

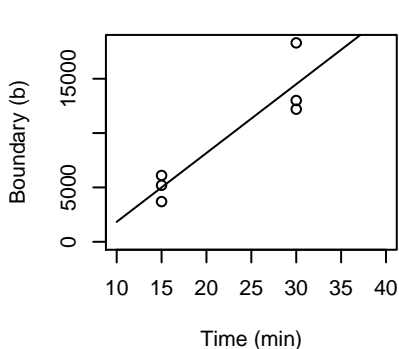

ENSMUST00000112622

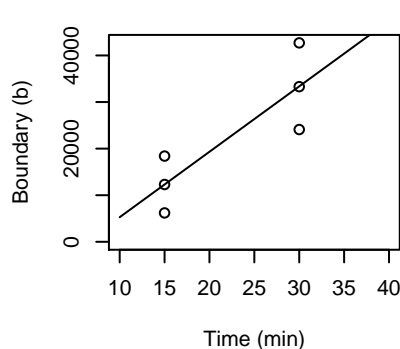

ENSMUST00000139496

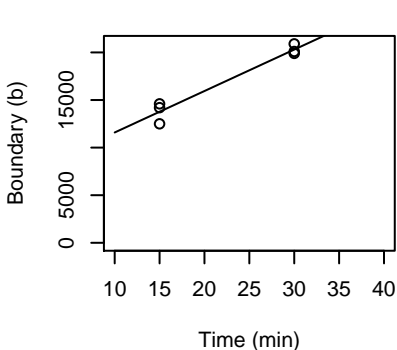

ENSMUST00000198599

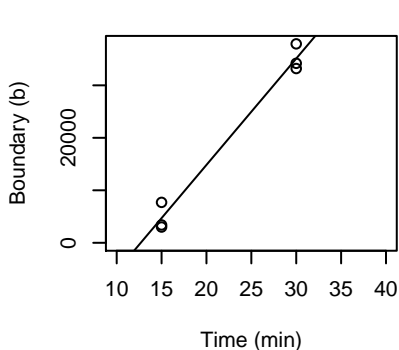

ENSMUST00000130674

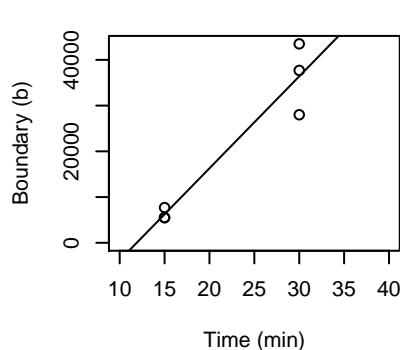

ENSMUST00000192394

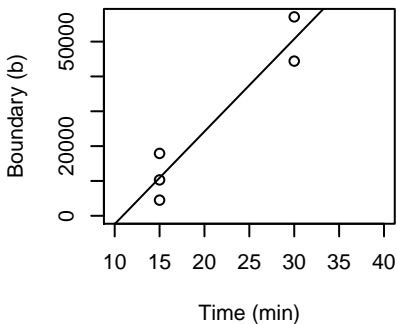

ENSMUST00000161404

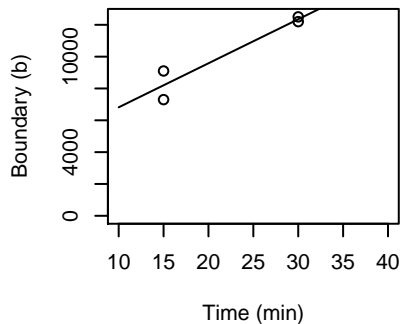

ENSMUST00000124618

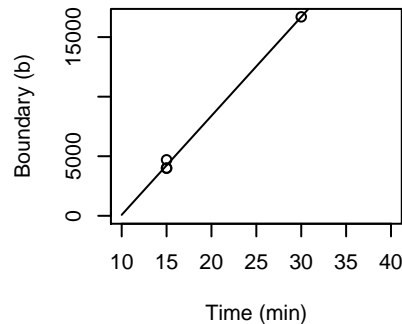

ENSMUST00000126875

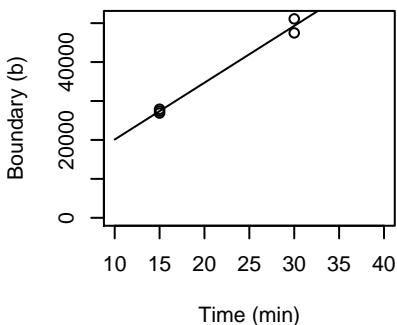

ENSMUST00000180593

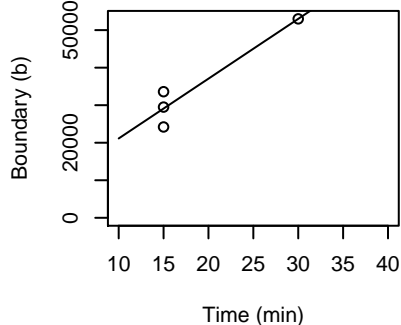

ENSMUST00000197291

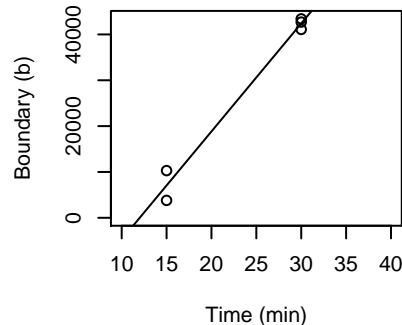

ENSMUST00000200062

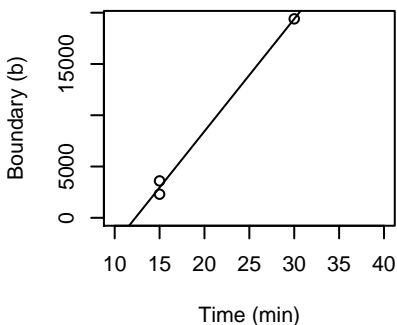

ENSMUST00000131282

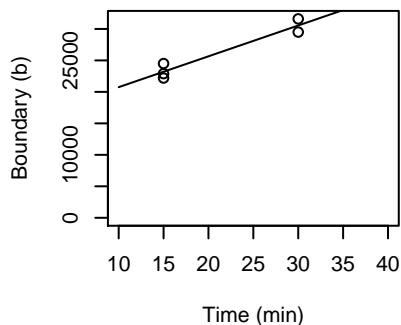

ENSMUST00000177256

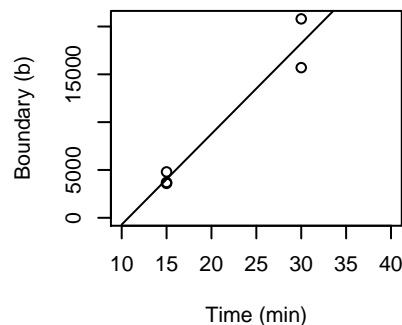

ENSMUST00000159342

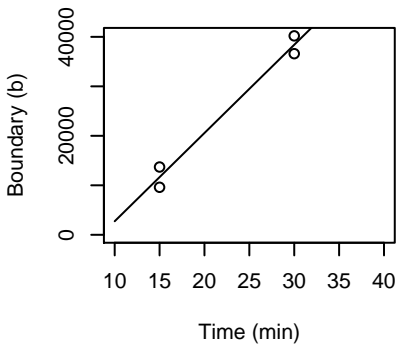

ENSMUST00000176840

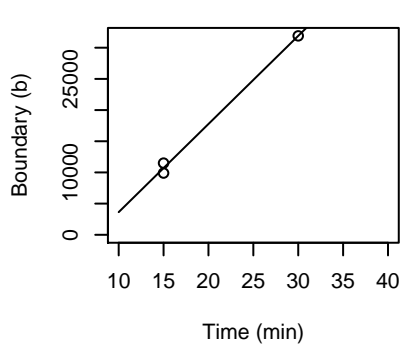

ENSMUST00000142103

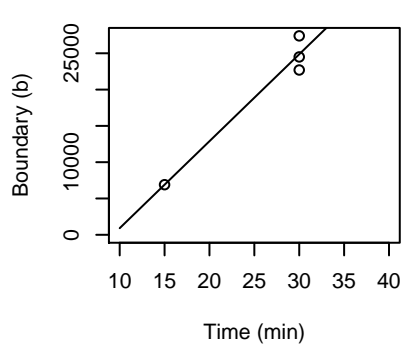

ENSMUST00000038463

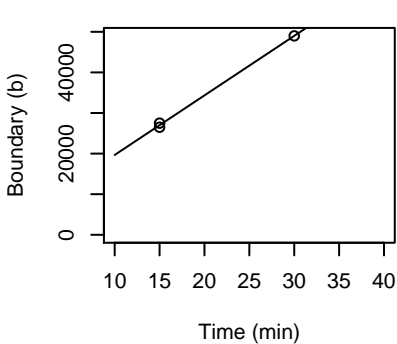

ENSMUST00000151347

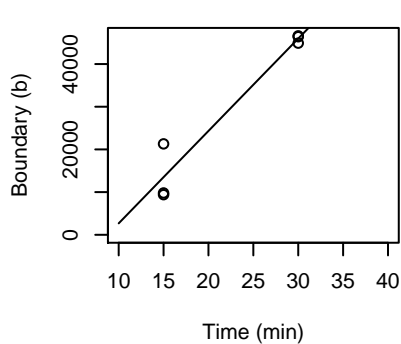

ENSMUST00000030524

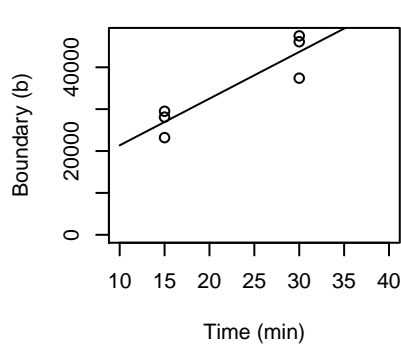

ENSMUST00000129032

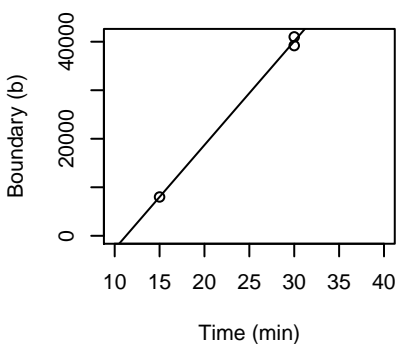

ENSMUST00000105652

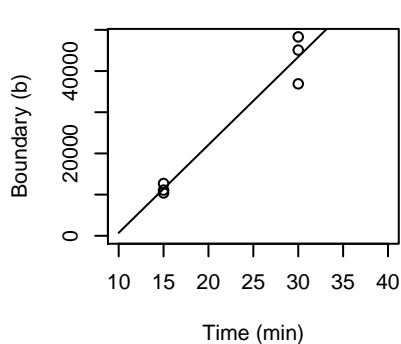

ENSMUST00000155375

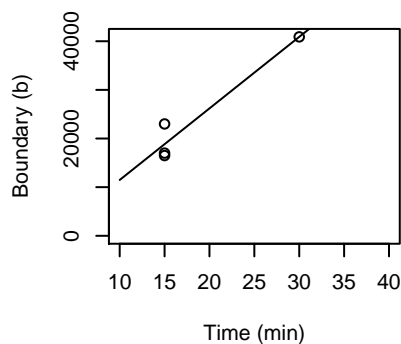

ENSMUST00000103178

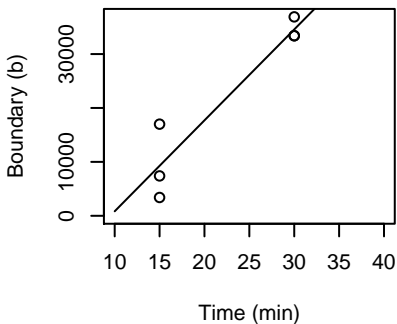

ENSMUST00000170181

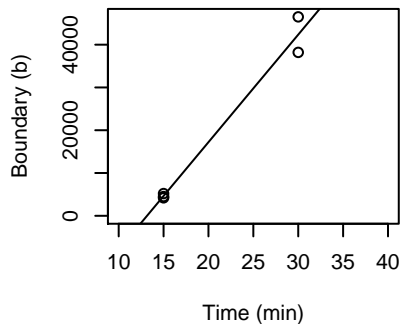

ENSMUST00000030561

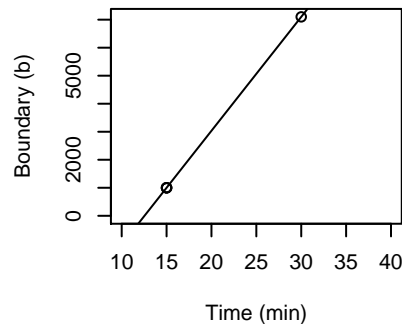

ENSMUST00000161356

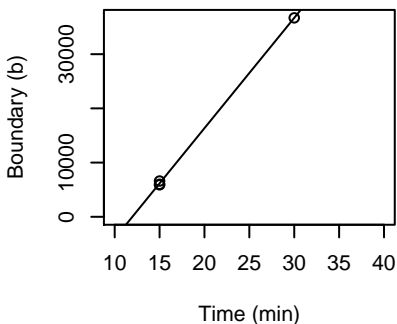

ENSMUST00000064571

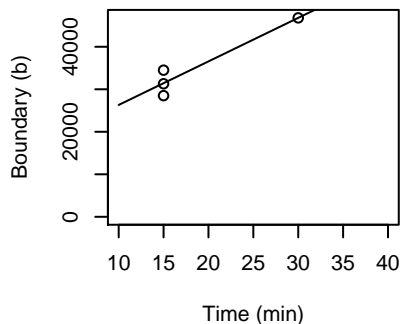

ENSMUST00000121690

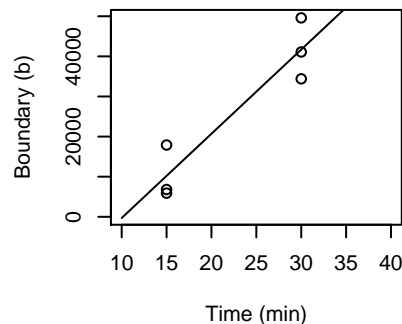

ENSMUST00000040576

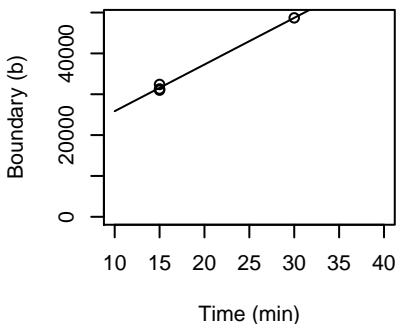

ENSMUST00000161490

ENSMUST00000155897

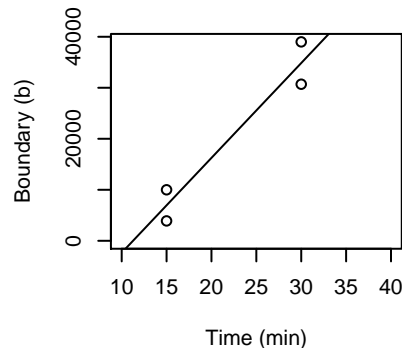

ENSMUST00000076124

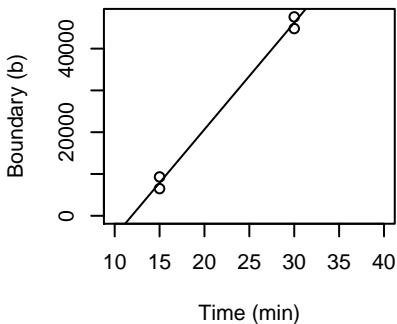

ENSMUST00000125738

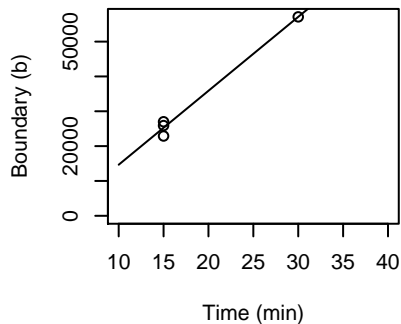

ENSMUST00000031382

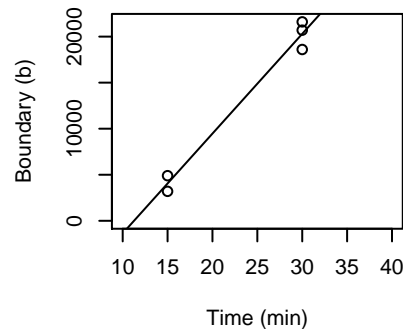

ENSMUST00000141985

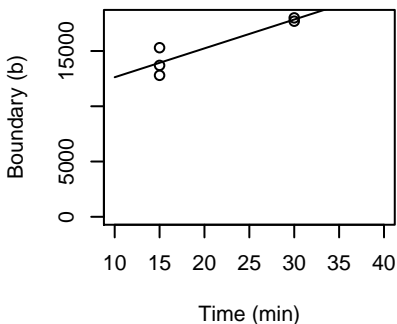

ENSMUST00000066052

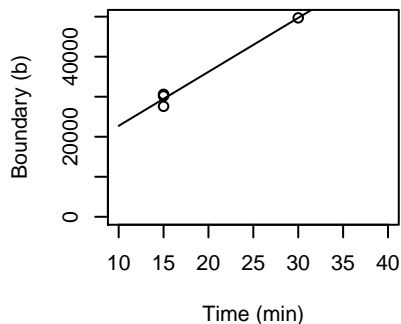

ENSMUST00000152247

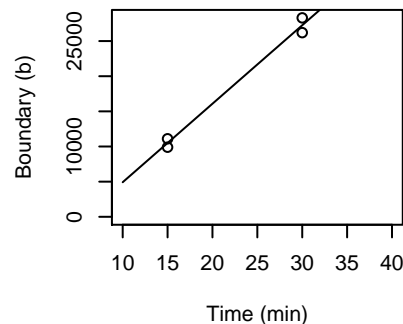

ENSMUST00000161181

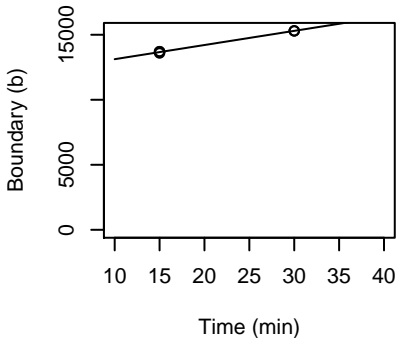

ENSMUST00000115358

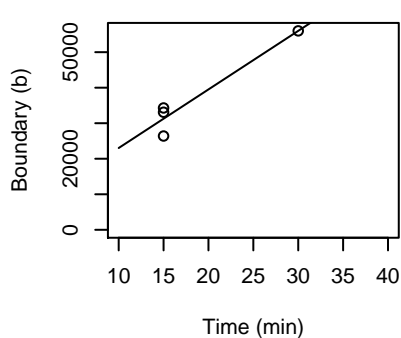

ENSMUST00000143091

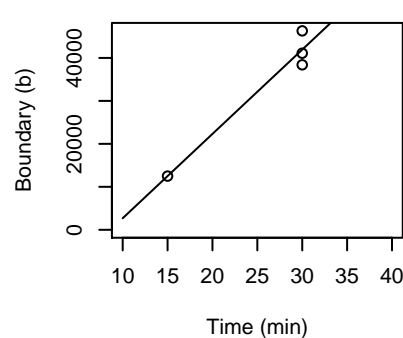

ENSMUST00000138606

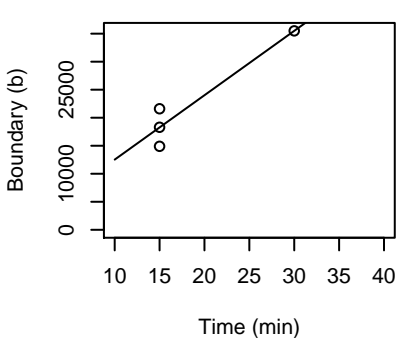

ENSMUST00000138653

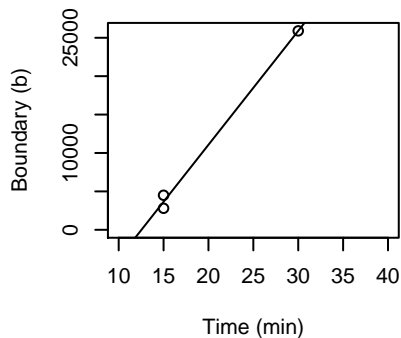

ENSMUST00000115096

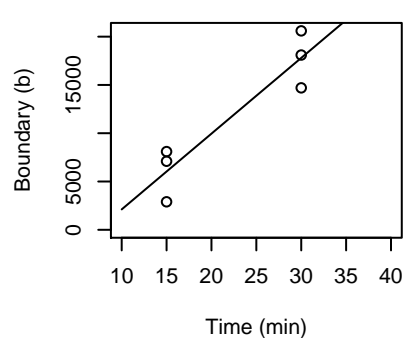

ENSMUST00000120238

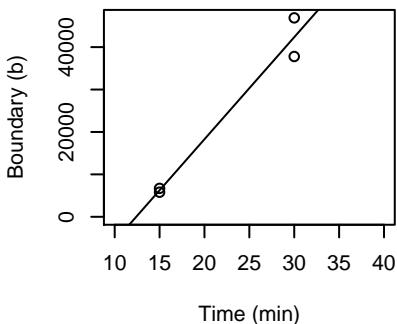

ENSMUST00000133352

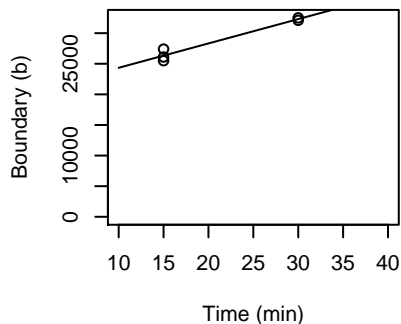

ENSMUST00000205089

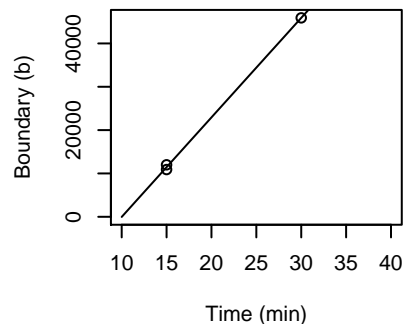

ENSMUST00000167391

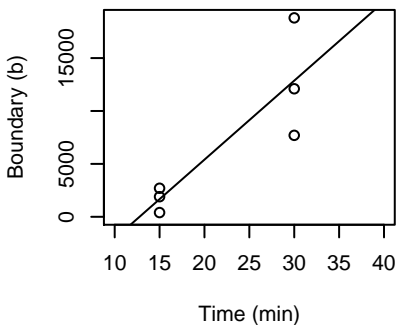

ENSMUST00000205173

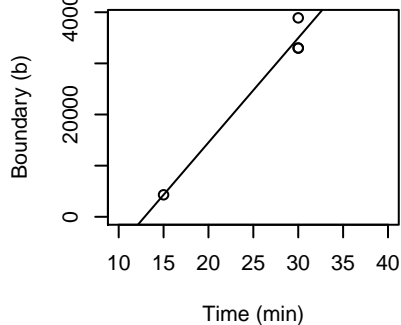

ENSMUST00000142164

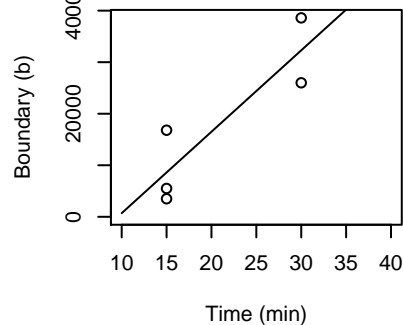

ENSMUST00000124884

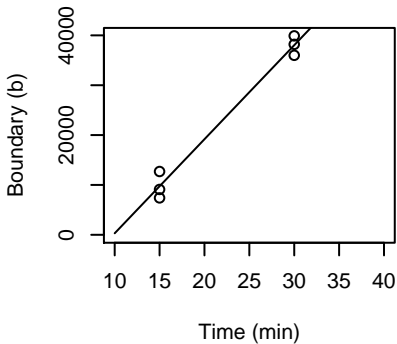

ENSMUST00000032279

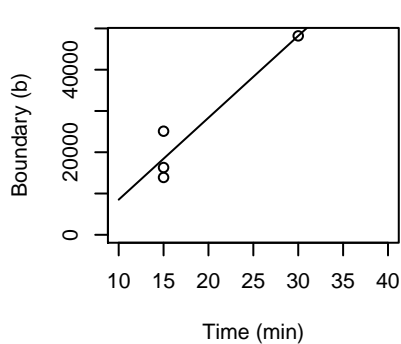

ENSMUST00000071399

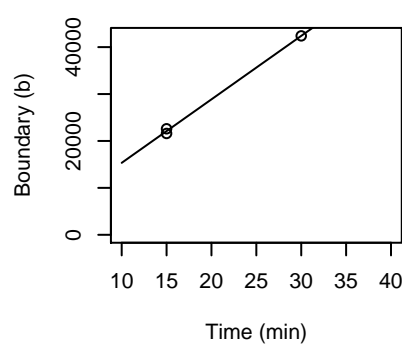

ENSMUST00000003468

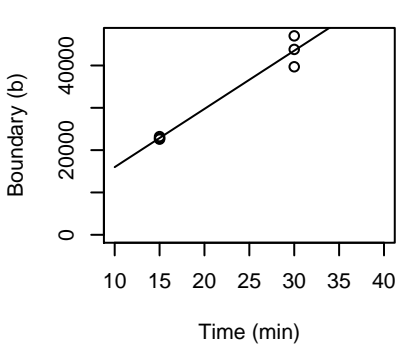

ENSMUST00000161900

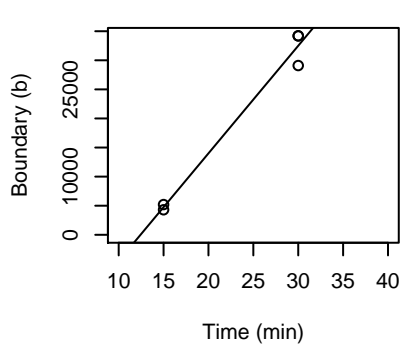

ENSMUST000000205912

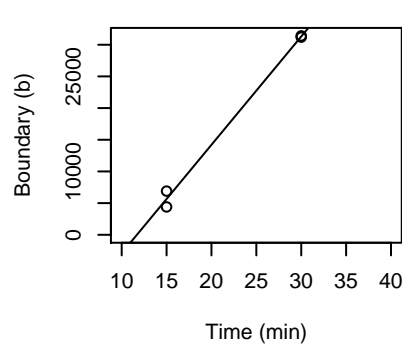

ENSMUST000000207775

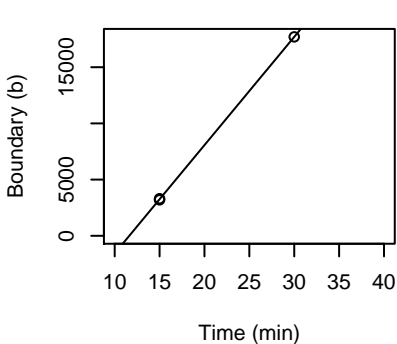

ENSMUST000000207753

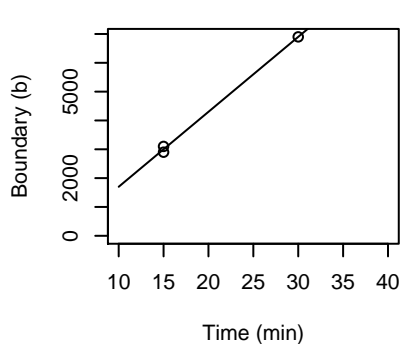

ENSMUST000000206862

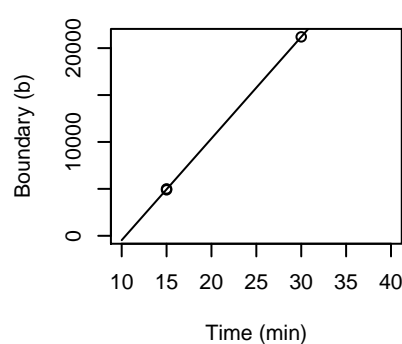

ENSMUST00000076052

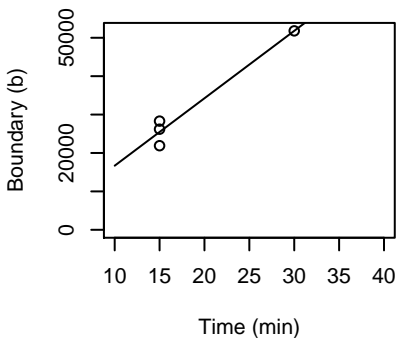

ENSMUST00000119647

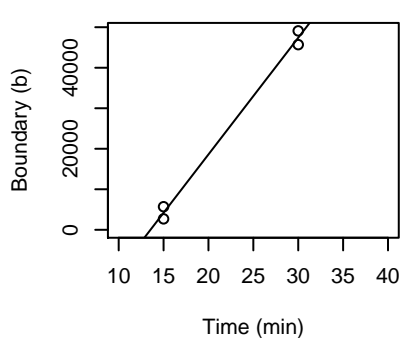

ENSMUST00000207583

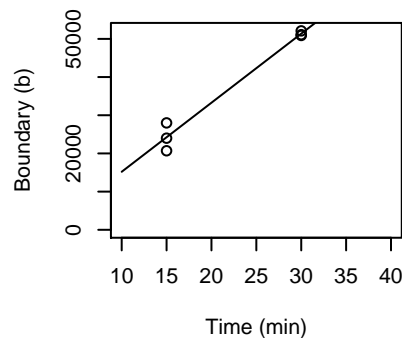

ENSMUST00000005751

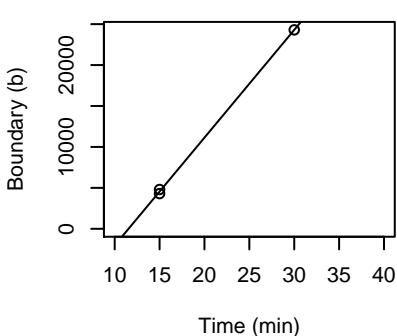

ENSMUST00000106552

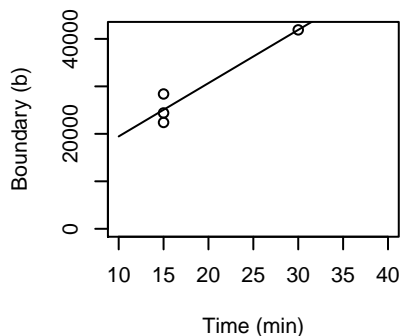

ENSMUST00000133985

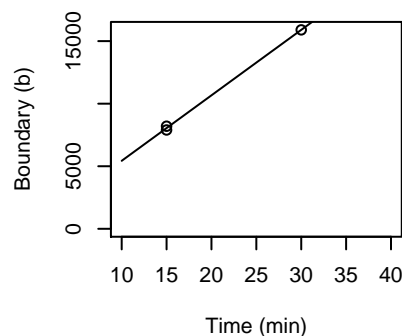

ENSMUST00000214945

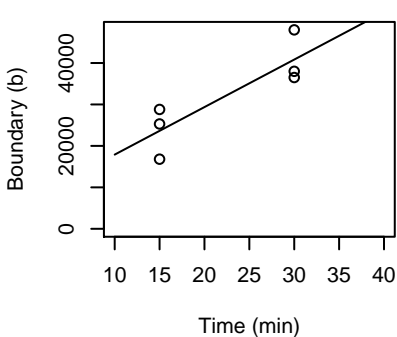

ENSMUST00000162174

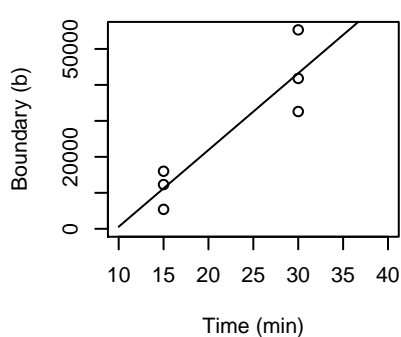

ENSMUST00000215924

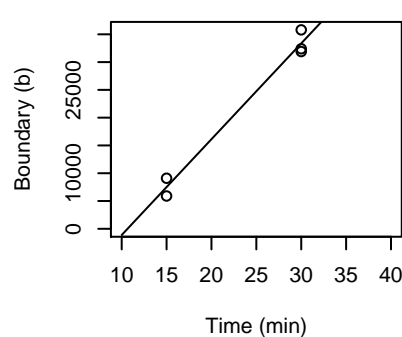

ENSMUST00000215740

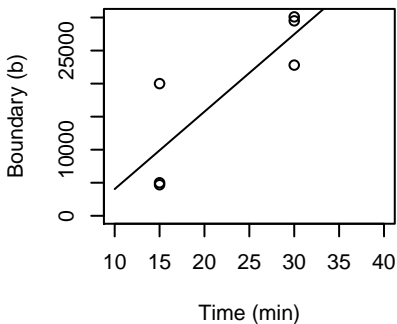

ENSMUST00000063063

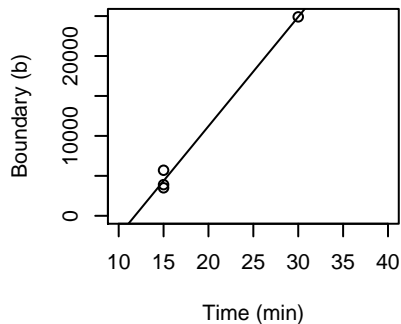

ENSMUST00000164088

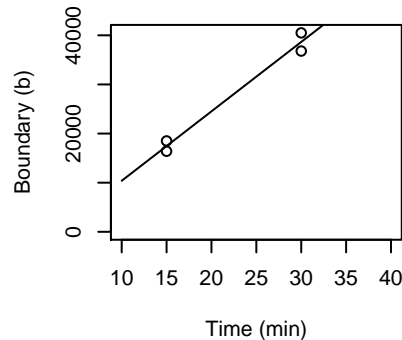

ENSMUST00000147598

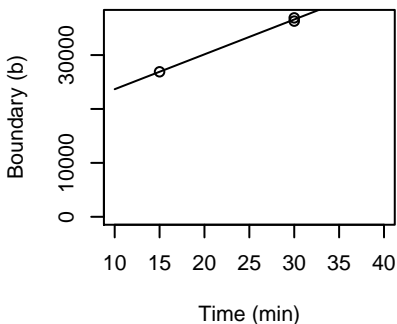

ENSMUST00000161065

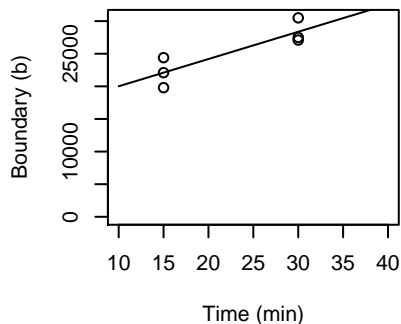

ENSMUST00000110904

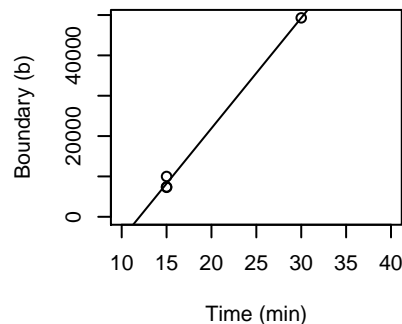

ENSMUST00000110800

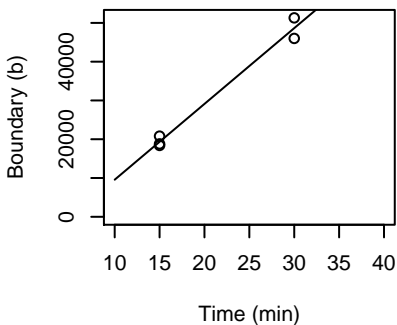

ENSMUST00000163062

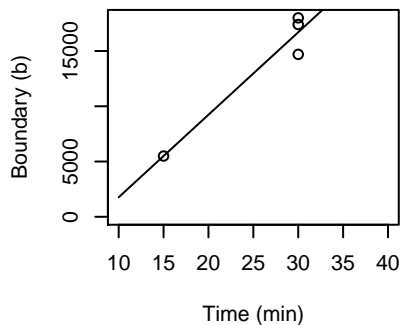

ENSMUST00000117270

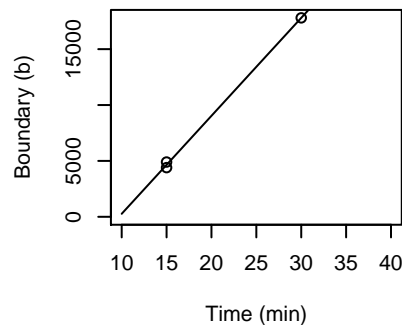

ENSMUST00000117296

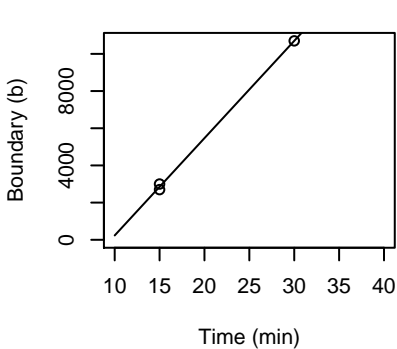

ENSMUST00000084026

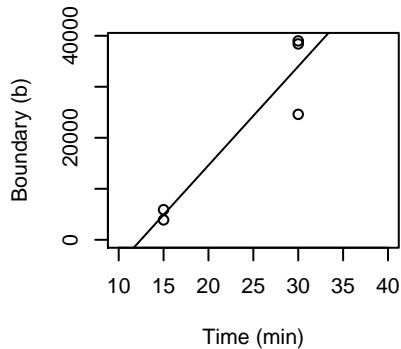

ENSMUST00000210303

ENSMUST00000154989

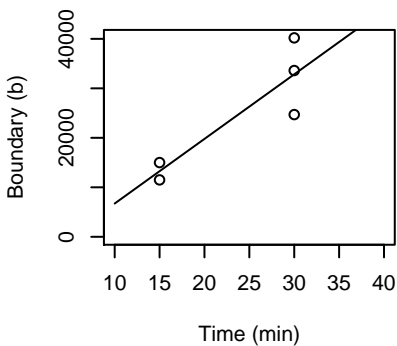

ENSMUST00000118835

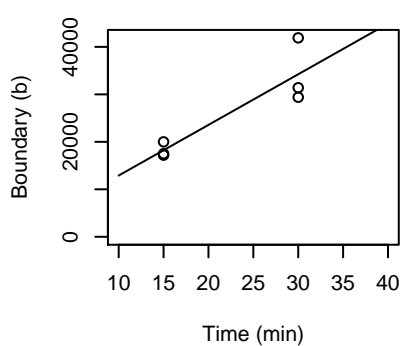

ENSMUST00000176410

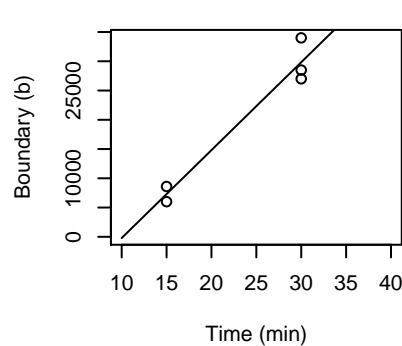

ENSMUST00000129408

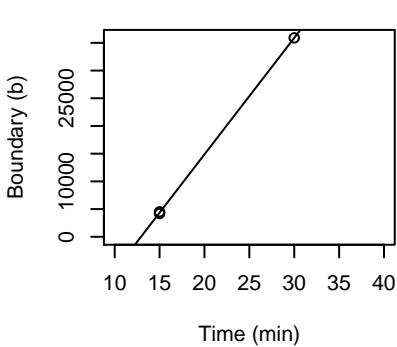

ENSMUST00000093468

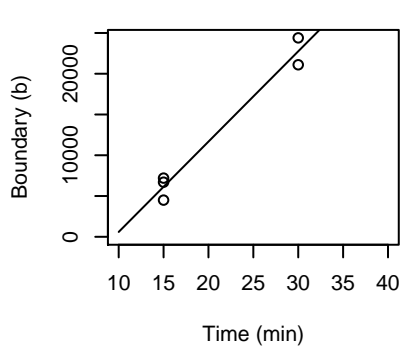

ENSMUST00000034086

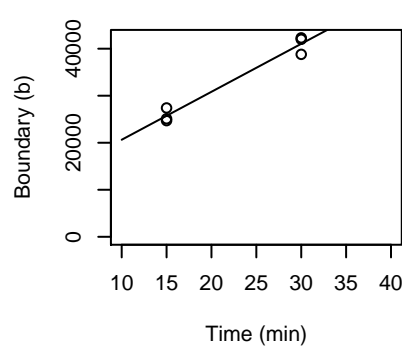

ENSMUST00000138659

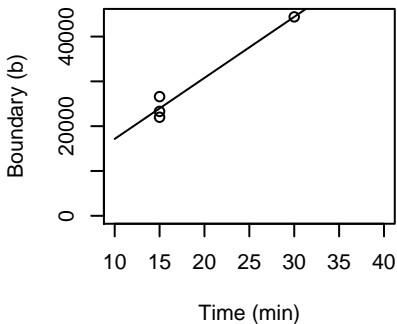

ENSMUST00000064576

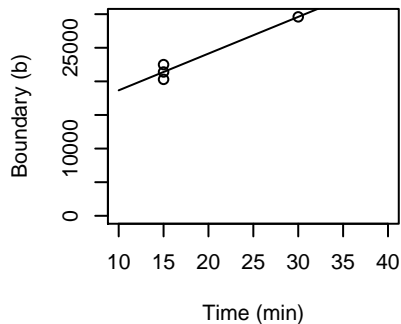

ENSMUST00000022356

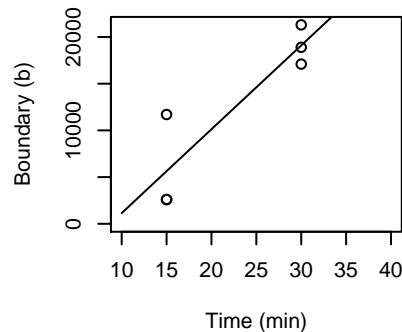

ENSMUST00000112458

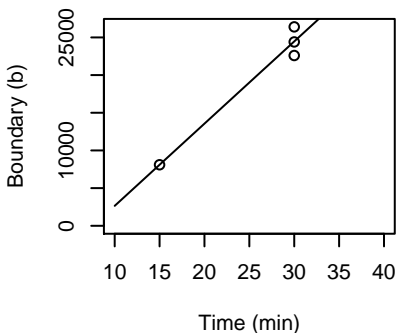

ENSMUST00000190535

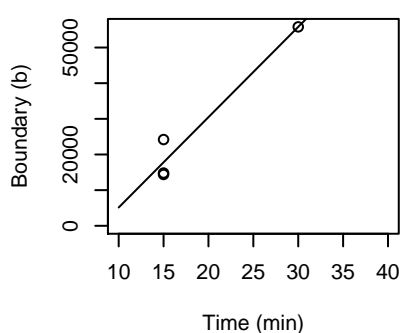

ENSMUST00000177326

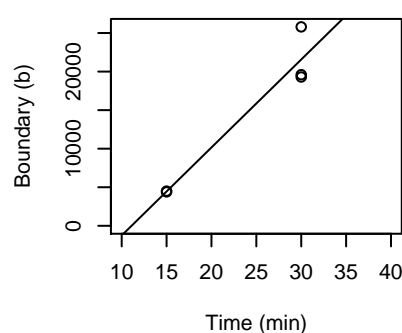

ENSMUST00000159855

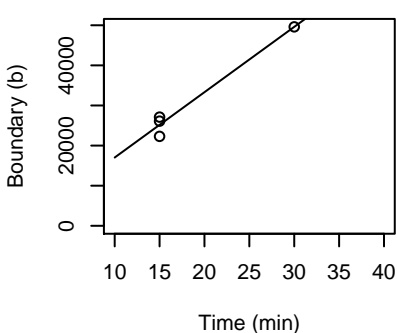

ENSMUST00000212283

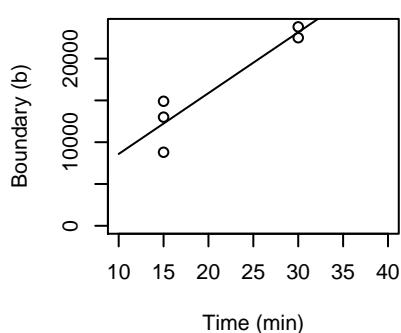

ENSMUST00000037397

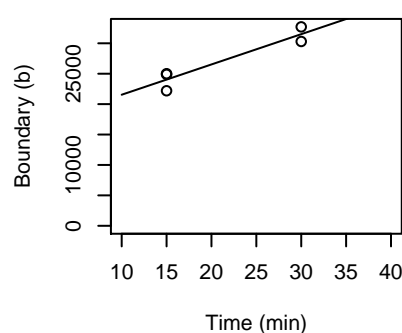

ENSMUST00000160770

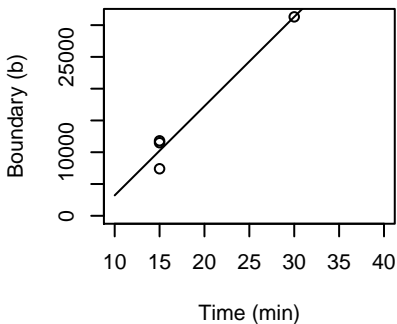

ENSMUST00000172171

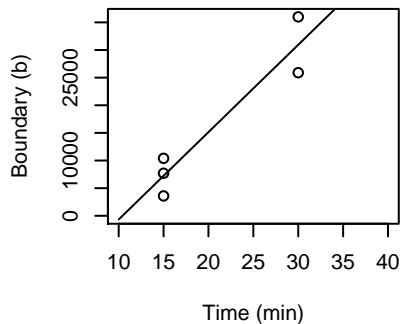

ENSMUST00000115277

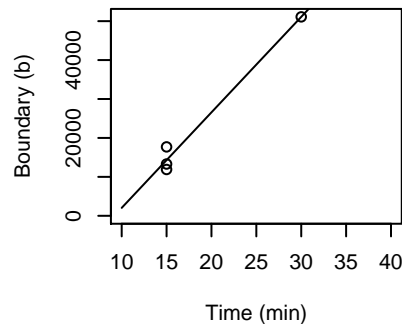

ENSMUST00000042842

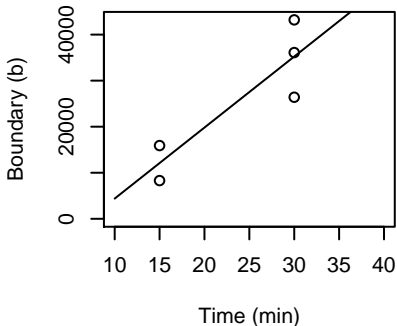

ENSMUST00000189294

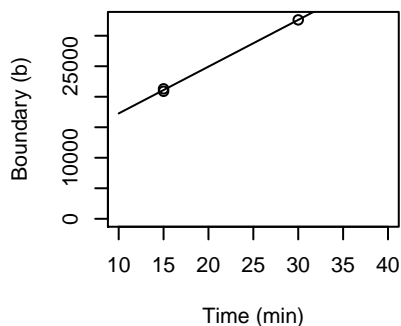

ENSMUST00000123709

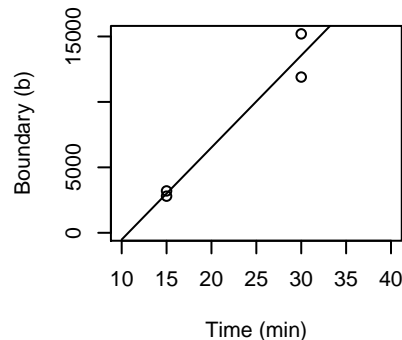

ENSMUST00000137675

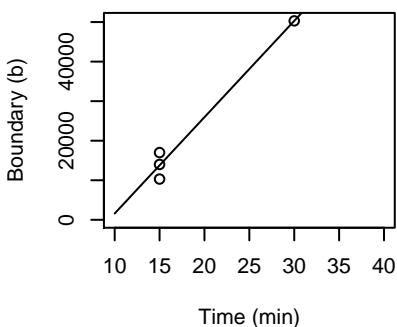

ENSMUST00000037408

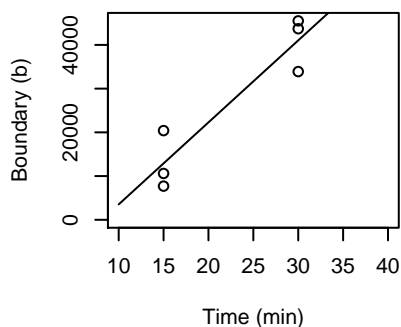

ENSMUST00000098674

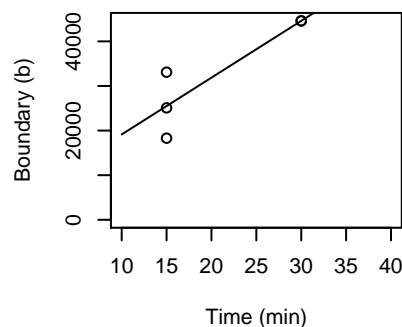

ENSMUST00000137065

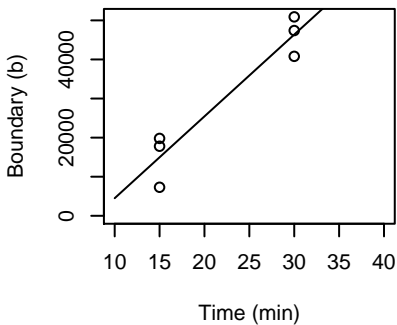

ENSMUST00000144383

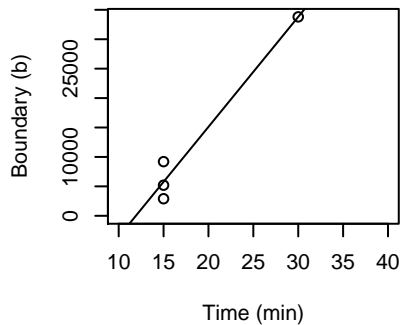

ENSMUST00000215645

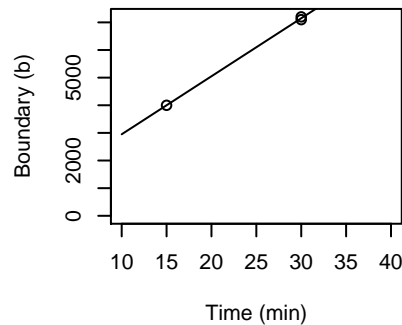

ENSMUST00000076140

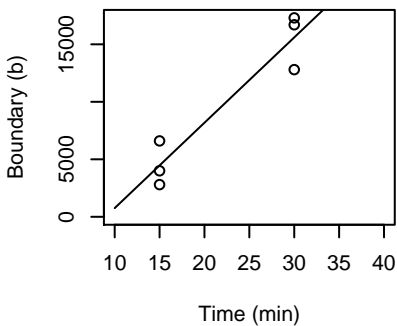

ENSMUST00000049452

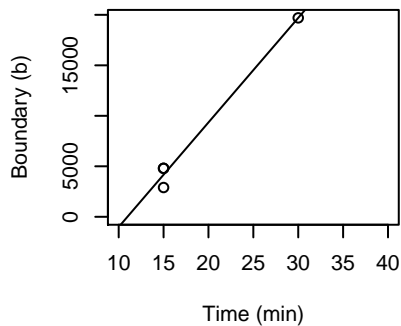

ENSMUST00000111769

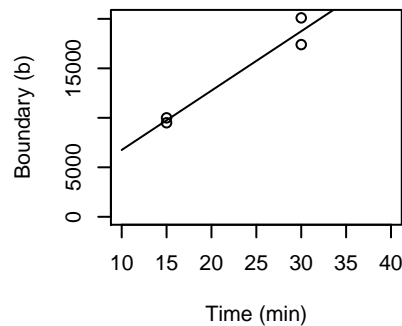

ENSMUST00000154153

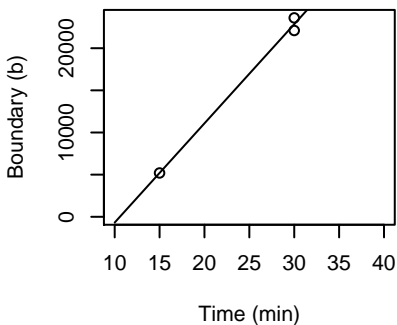

ENSMUST00000109654

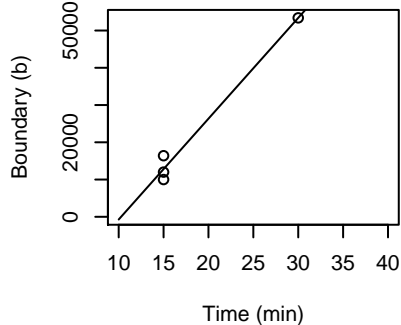

ENSMUST00000152372

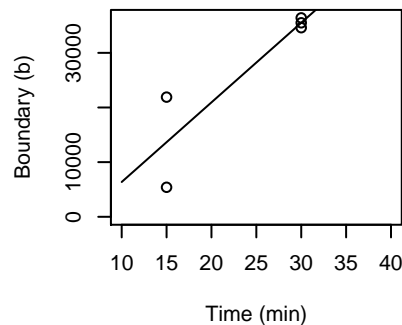

ENSMUST00000180260

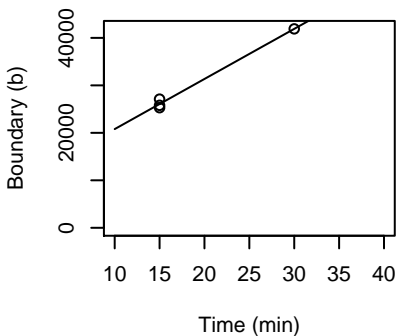

ENSMUST00000102801

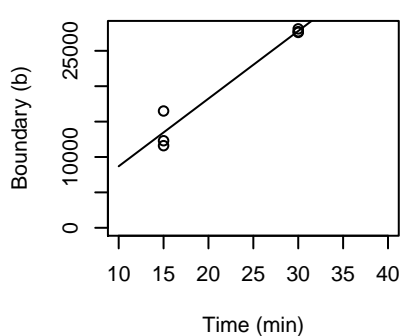

ENSMUST00000170143

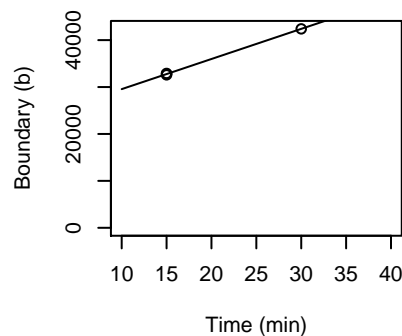

ENSMUST00000181023

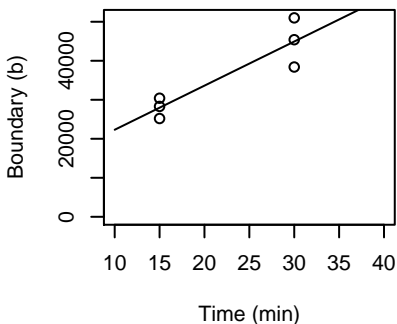

ENSMUST00000100794

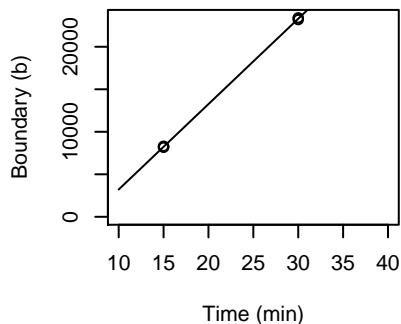

ENSMUST00000131046

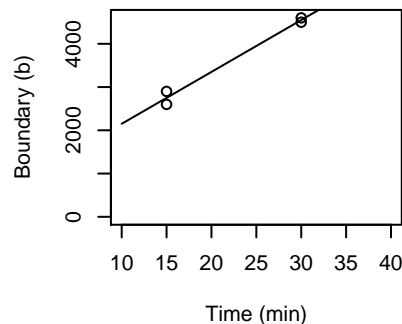

ENSMUST00000180767

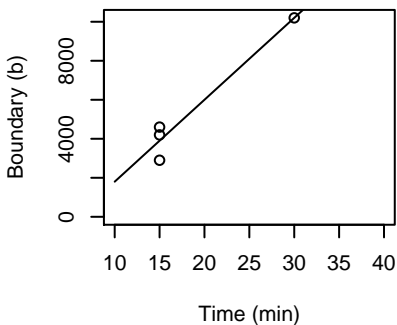

ENSMUST00000136517

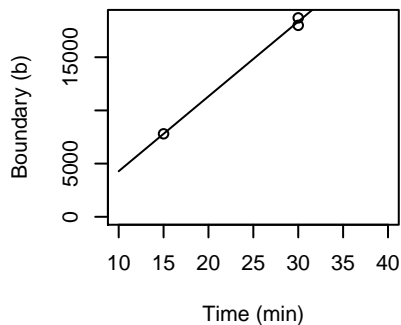

ENSMUST00000138547

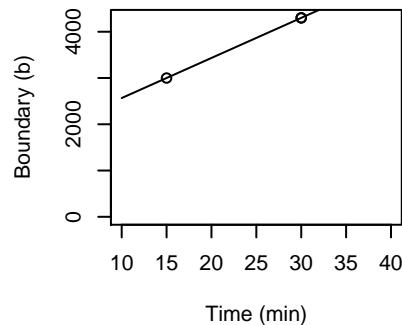

ENSMUST00000037232

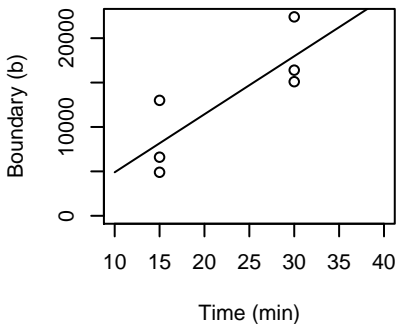

ENSMUST00000109589

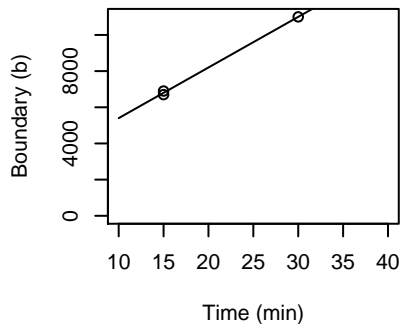

ENSMUST00000125698

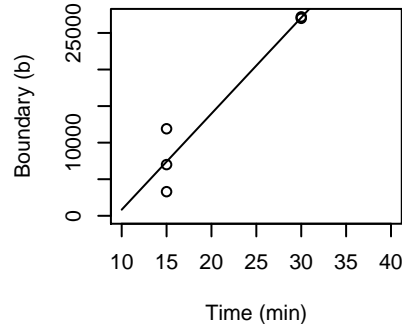

ENSMUST00000049488

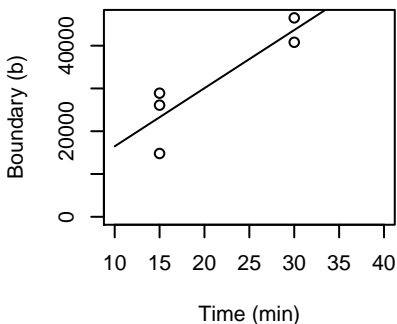

ENSMUST00000156071

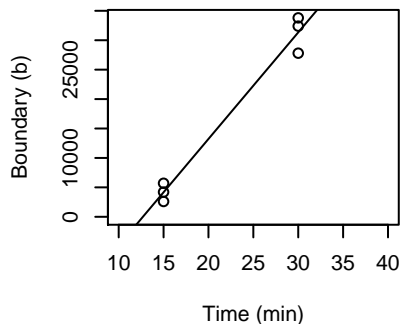

ENSMUST00000190801

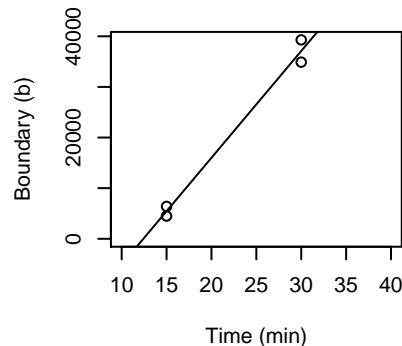

ENSMUST00000136755

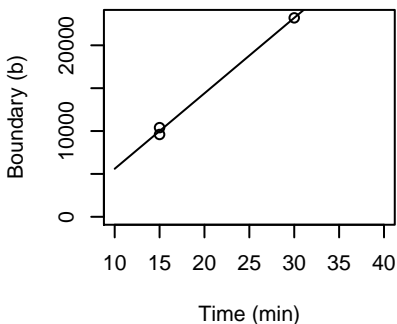

ENSMUST00000174547

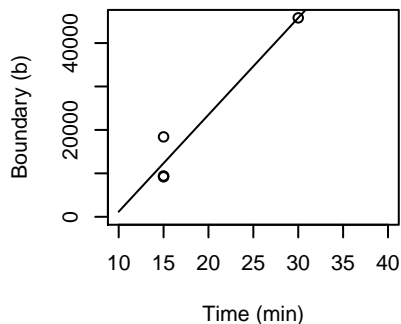

ENSMUST00000164919

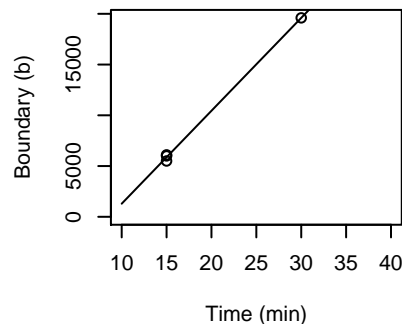

ENSMUST00000159567

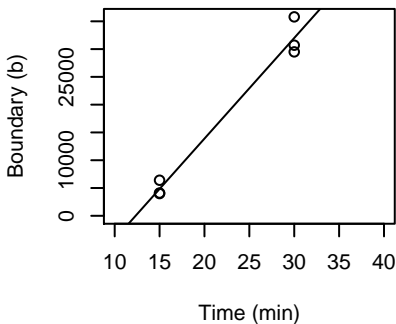

ENSMUST00000164713

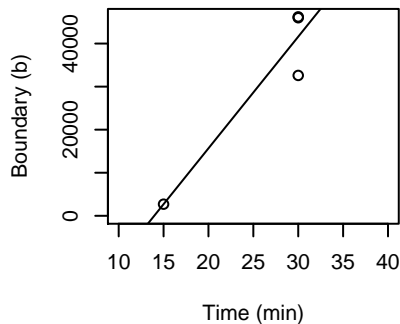

ENSMUST00000176311

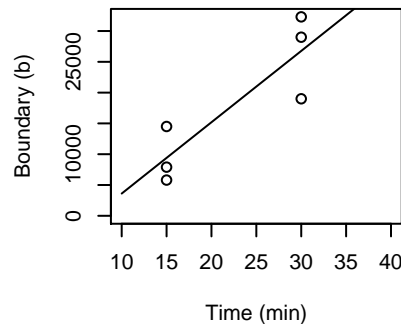

ENSMUST00000192125

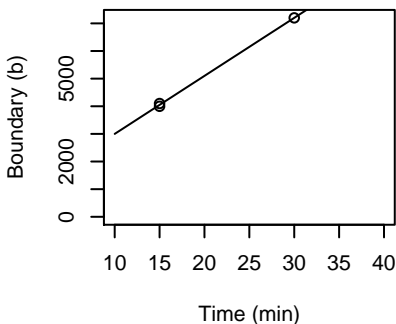

ENSMUST00000080371

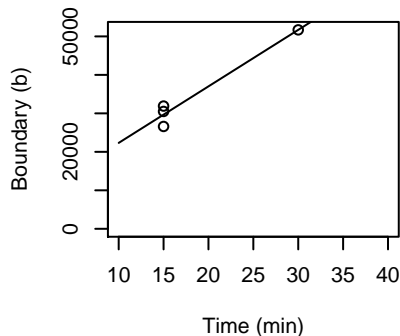

ENSMUST00000163495

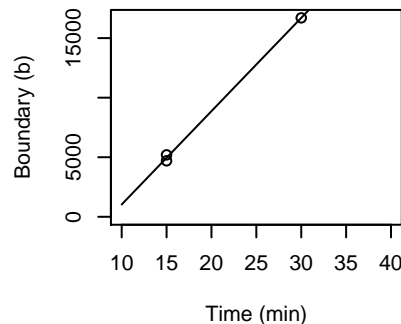

ENSMUST00000109690

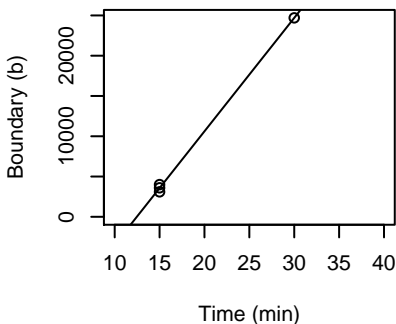

ENSMUST00000162045

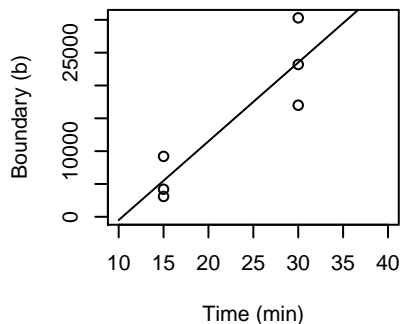

ENSMUST00000198927

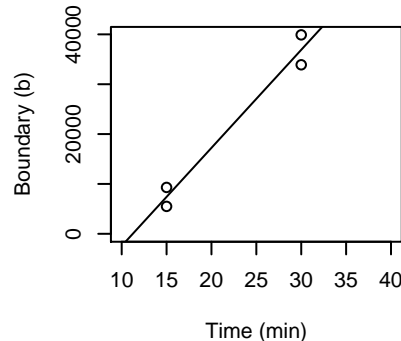

ENSMUST00000134413

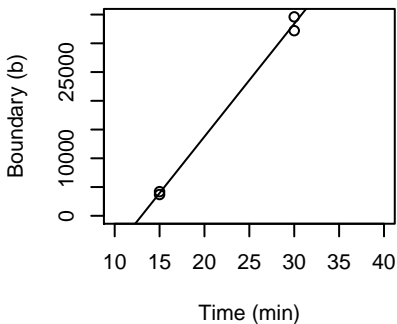

ENSMUST00000153859

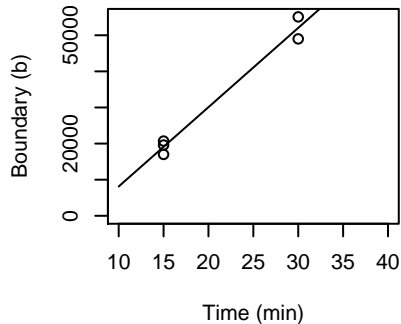

ENSMUST00000170035

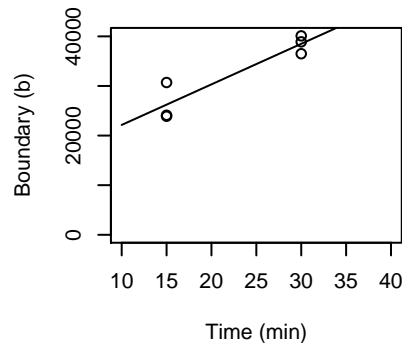

ENSMUST00000113829

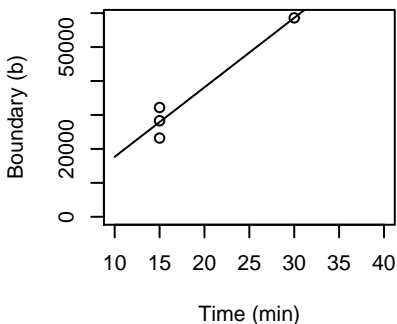

ENSMUST00000115720

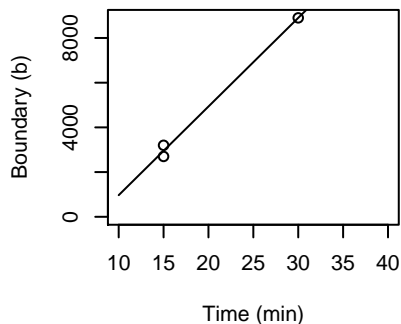

ENSMUST00000097413

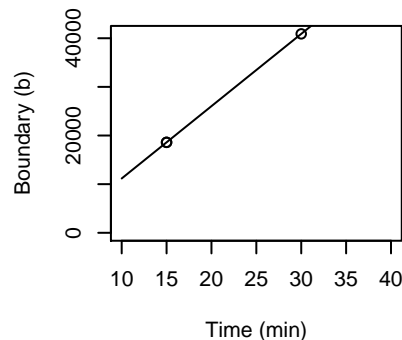

ENSMUST00000078839

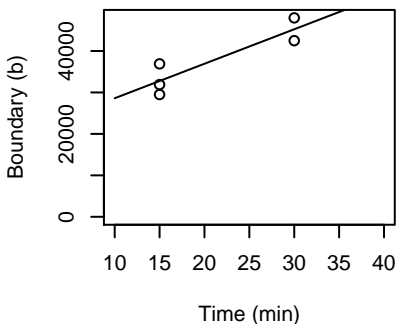

ENSMUST00000112839

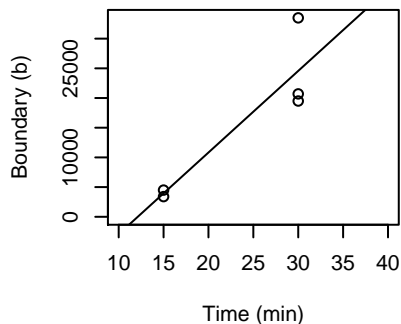

ENSMUST00000000129

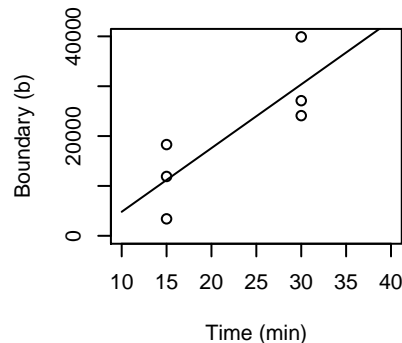

ENSMUST00000118768

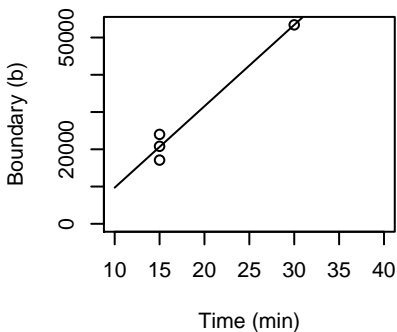

ENSMUST00000068175

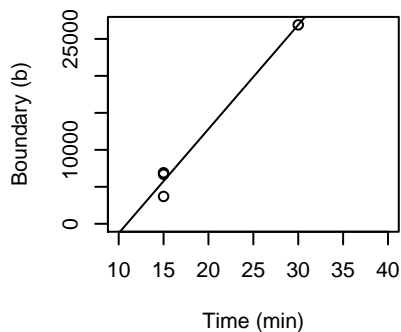

ENSMUST00000097275

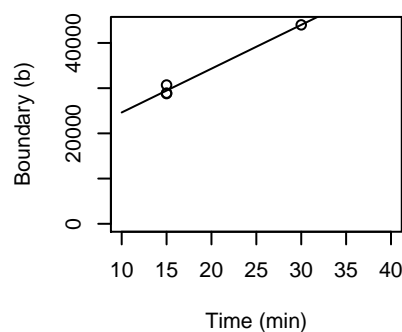

ENSMUST00000182066

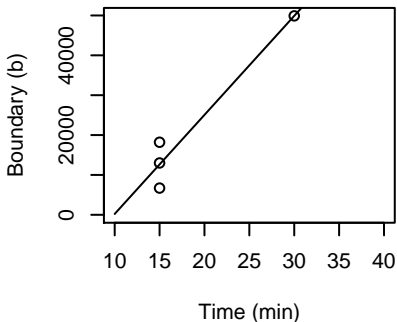

ENSMUST00000124288

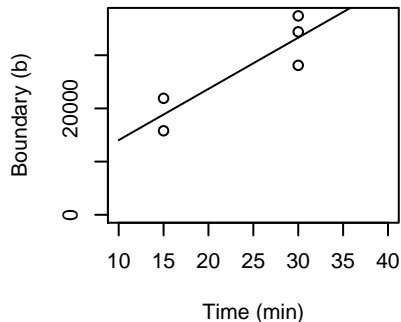

ENSMUST00000194418

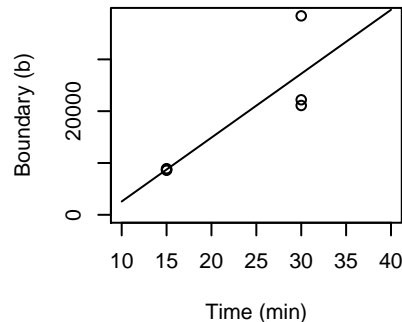

ENSMUST00000075299

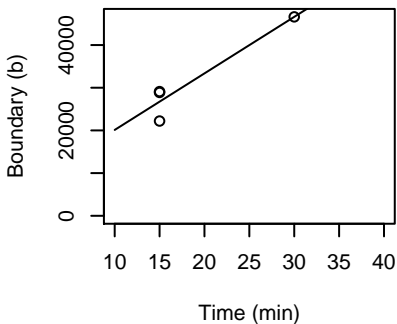

ENSMUST00000165566

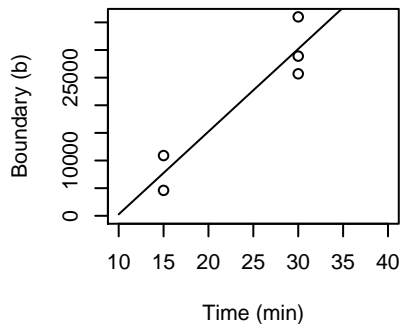

ENSMUST00000025694

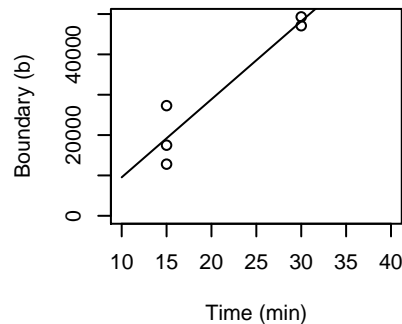

ENSMUST00000182999

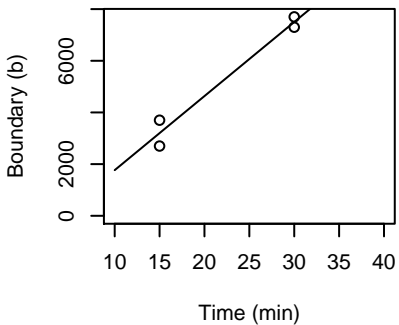

ENSMUST00000169850

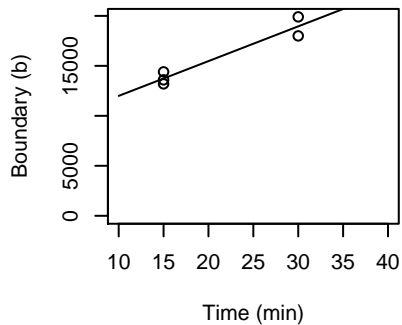

**Supplement:** Supplementary file 8 — Source Data for Figure 3

# Supplementary material for: A slow transcription rate causes embryonic lethality and perturbs kinetic coupling of neuronal genes
**Source:** EMBO J. 2019 Apr 15;38(9):e101244. doi: 10.15252/embj.2018101244

ENSMUST00000166384

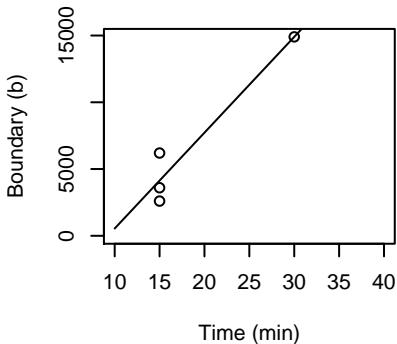

ENSMUST00000145280

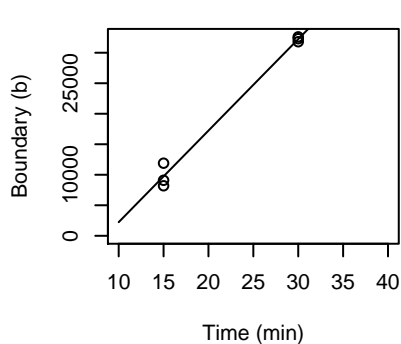

ENSMUST00000041838

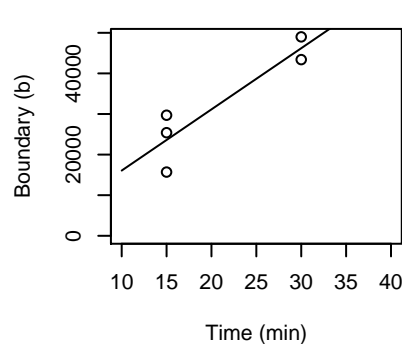

ENSMUST00000162600

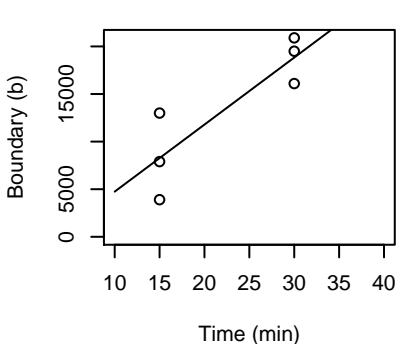

ENSMUST00000186087

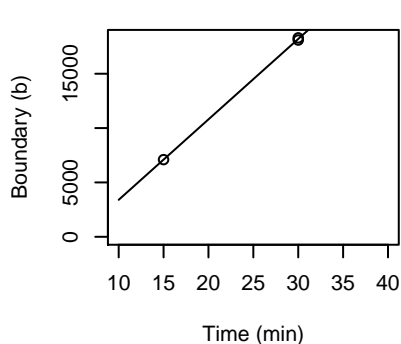

ENSMUST00000097659

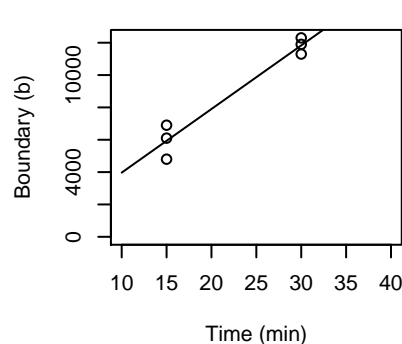

ENSMUST00000185356

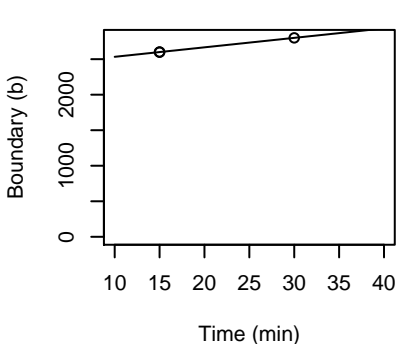

ENSMUST00000129880

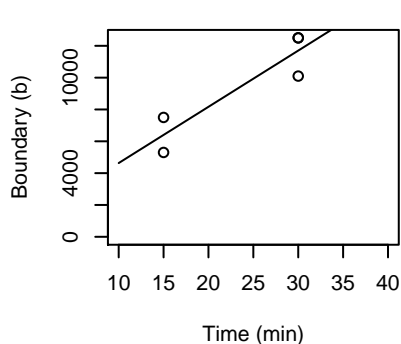

ENSMUST00000176942

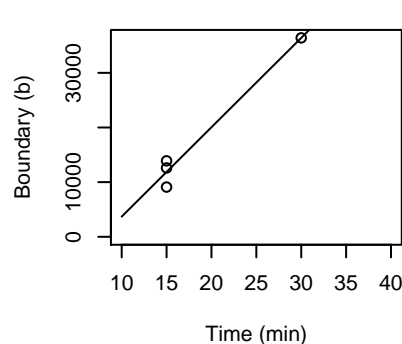

ENSMUST00000194797

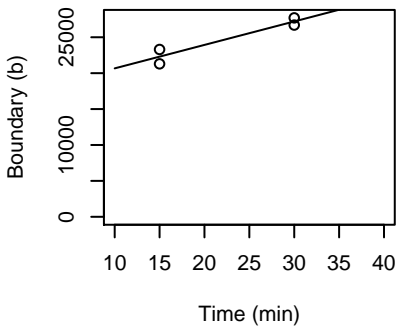

ENSMUST00000115037

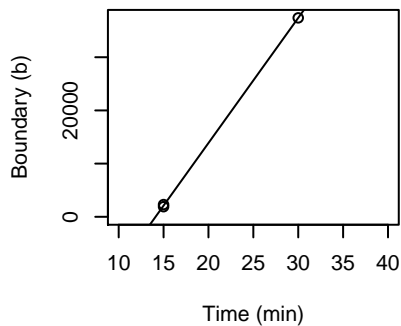

ENSMUST00000112810

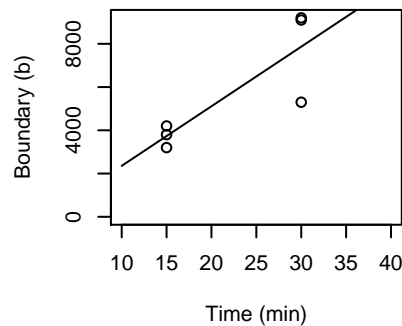

ENSMUST00000124450

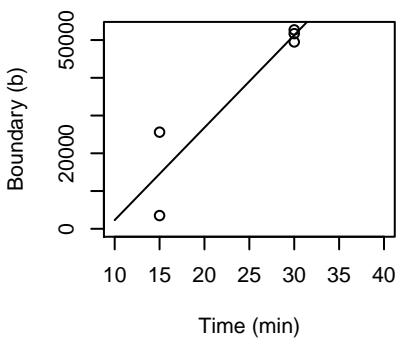

ENSMUST00000177642

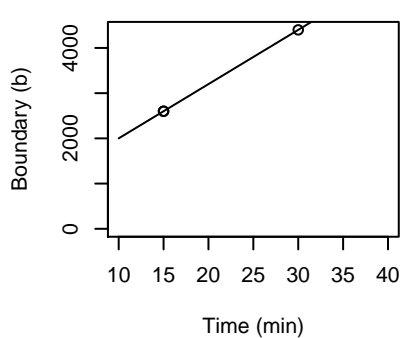

ENSMUST00000028636

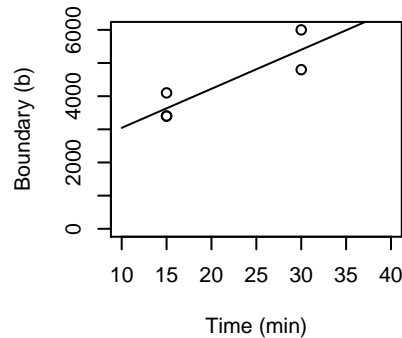

ENSMUST00000064794

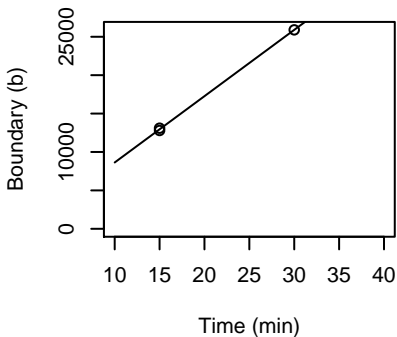

ENSMUST00000110344

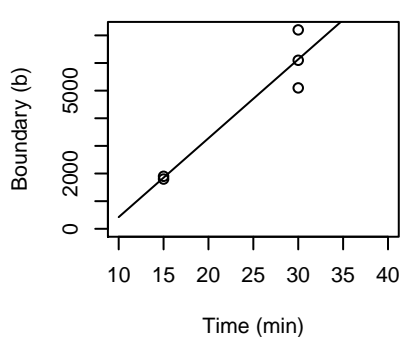

ENSMUST00000210482

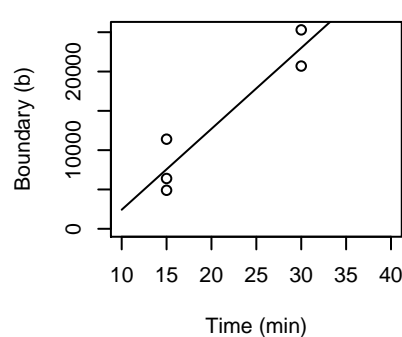

ENSMUST00000076016

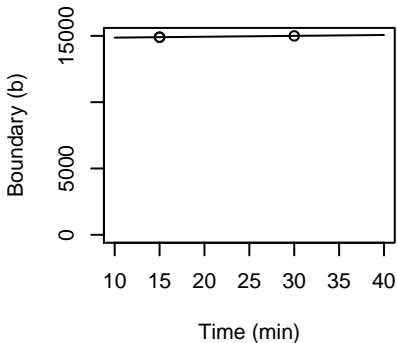

ENSMUST00000119306

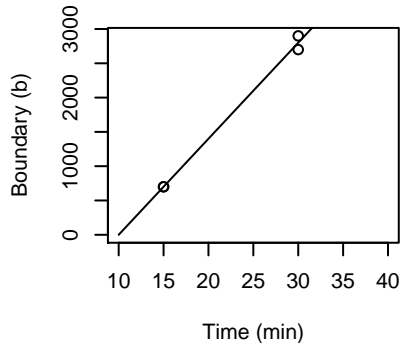

ENSMUST00000128819

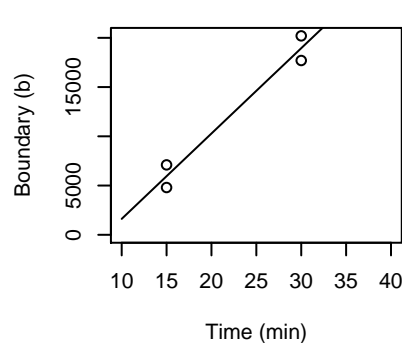

ENSMUST00000196297

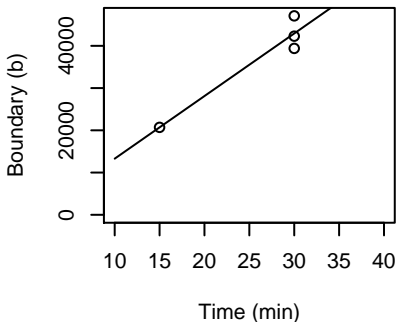

ENSMUST00000171433

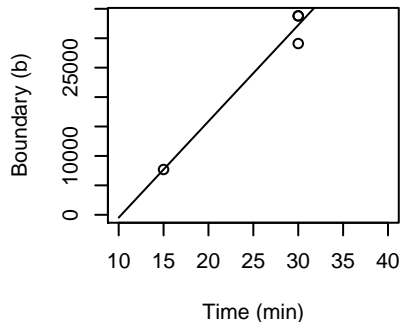

ENSMUST00000200093

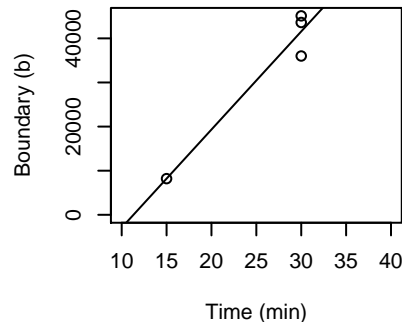

ENSMUST00000156536

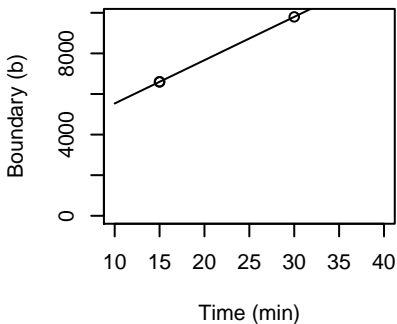

ENSMUST00000102963

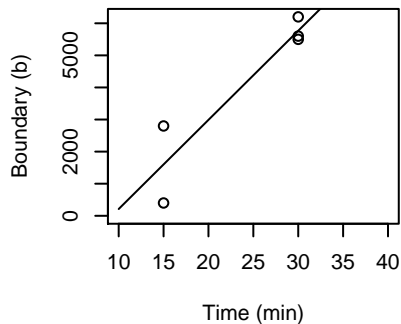

ENSMUST00000107029

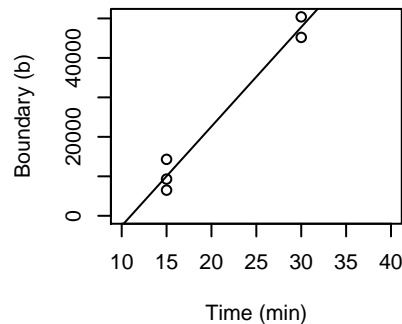

ENSMUST00000106651

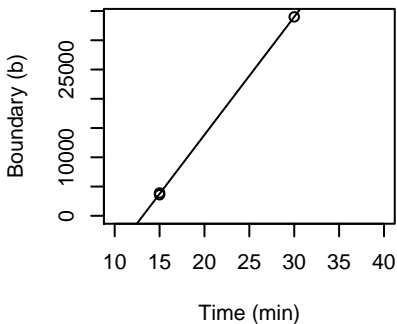

ENSMUST00000144281

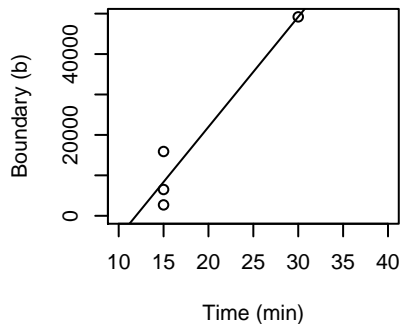

ENSMUST00000054917

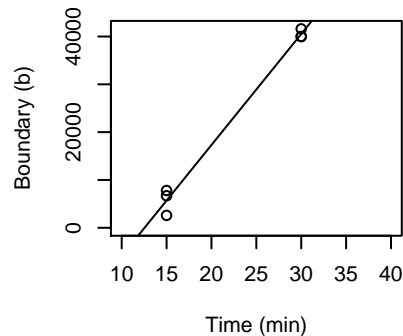

ENSMUST00000135252

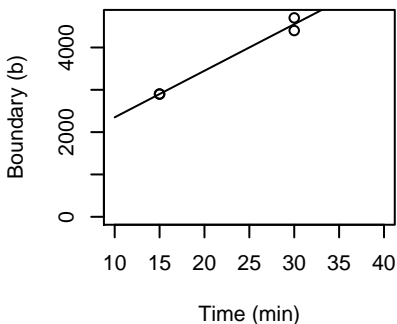

ENSMUST00000124780

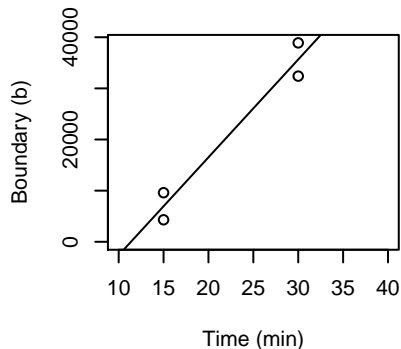

ENSMUST00000161879

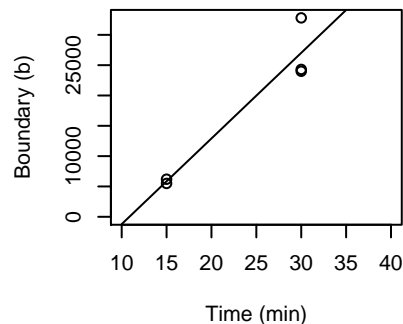

ENSMUST00000063192

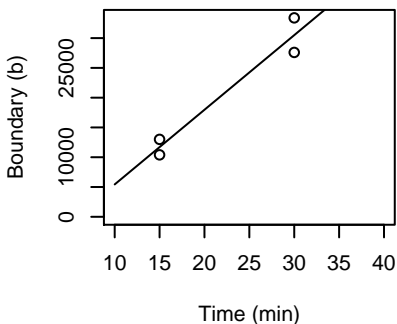

ENSMUST00000159677

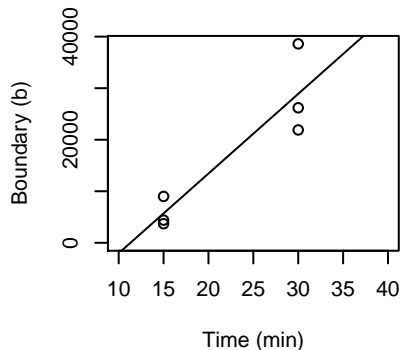

ENSMUST00000198382

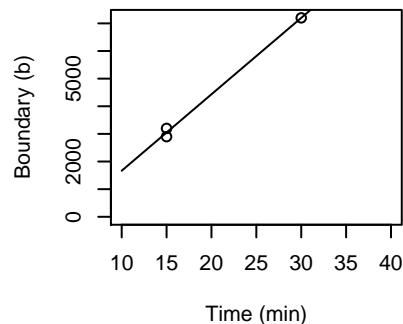

ENSMUST00000202728

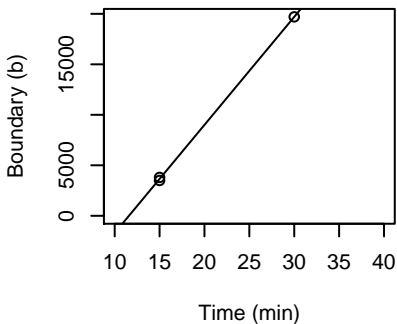

ENSMUST00000133306

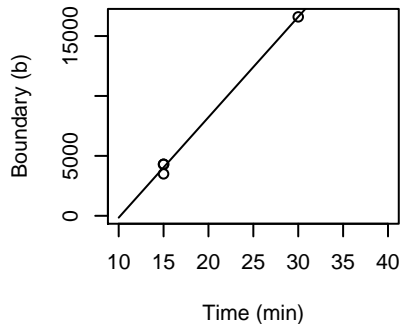

ENSMUST00000114468

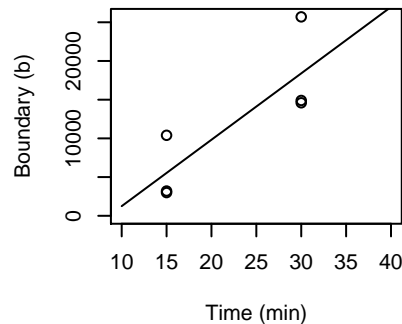

ENSMUST00000113447

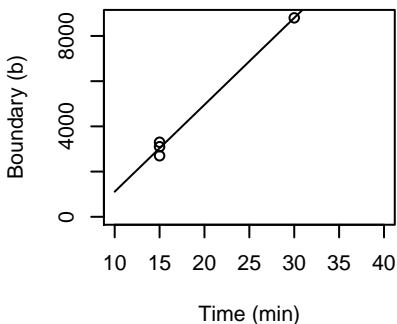

ENSMUST00000184320

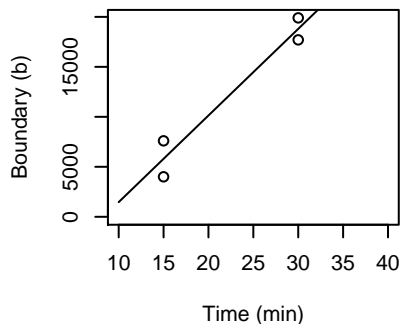

ENSMUST00000129815

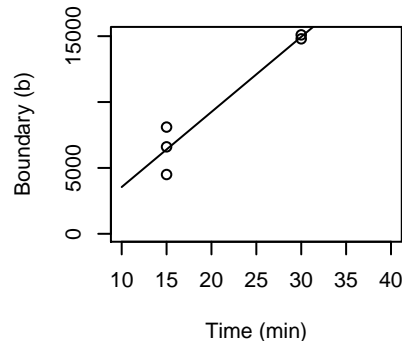

ENSMUST00000053880

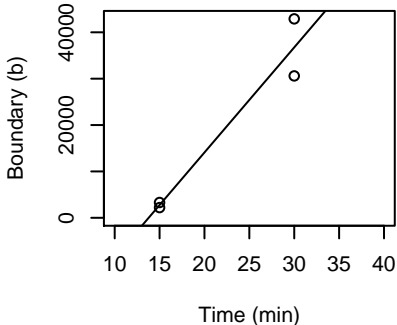

ENSMUST00000131126

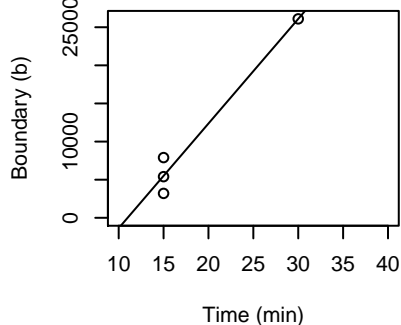

ENSMUST00000140298

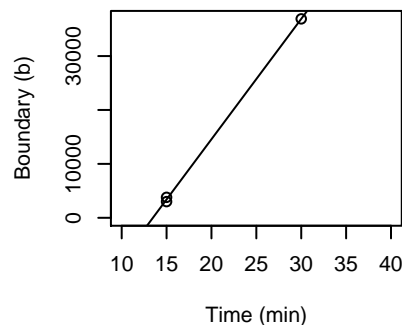

ENSMUST00000135493

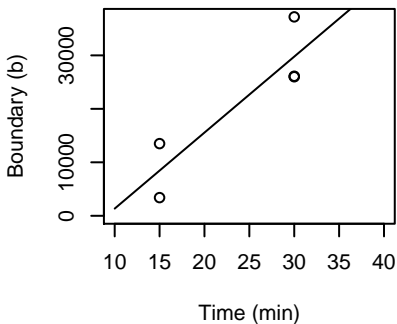

ENSMUST00000016125

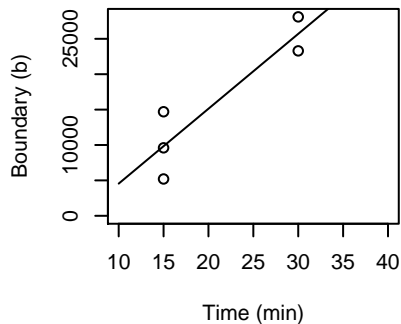

ENSMUST00000138183

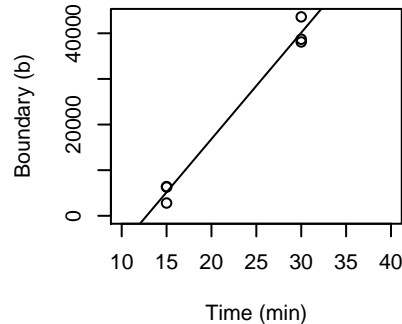

ENSMUST00000159927

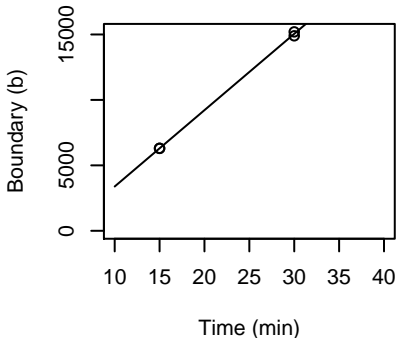

ENSMUST00000149832

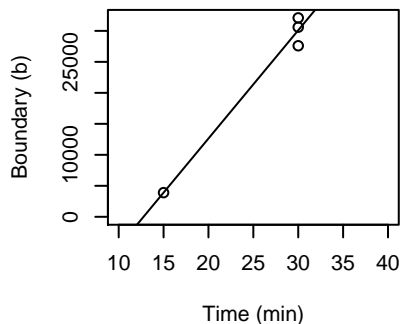

ENSMUST00000020071

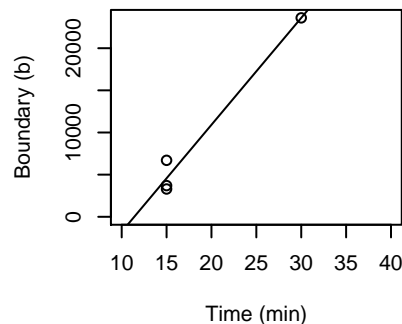

ENSMUST00000173689

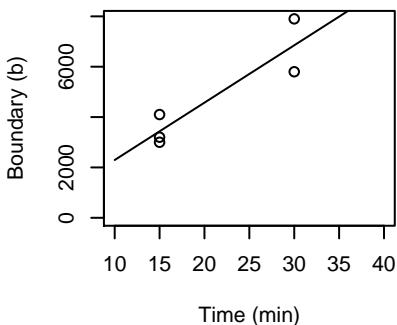

ENSMUST00000162571

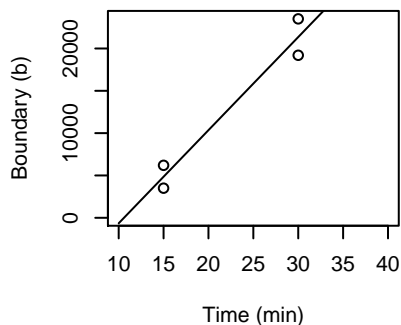

ENSMUST00000130950

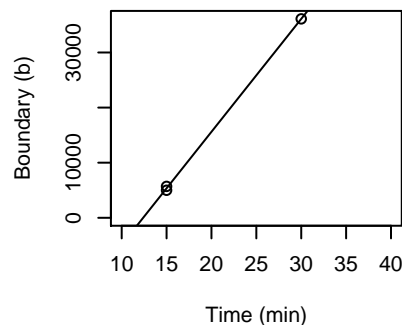

ENSMUST00000210488

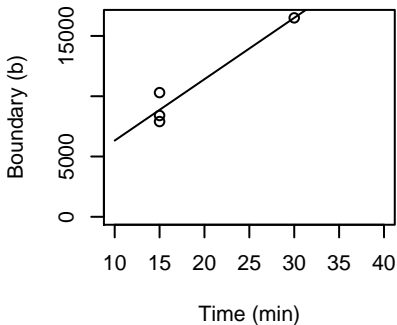

ENSMUST00000135764

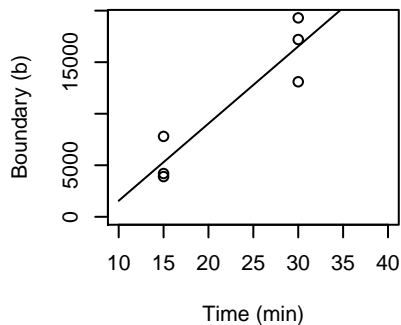

ENSMUST00000209937

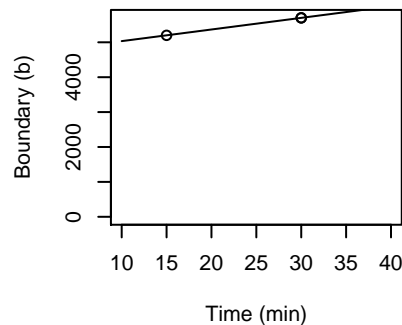

ENSMUST00000161254

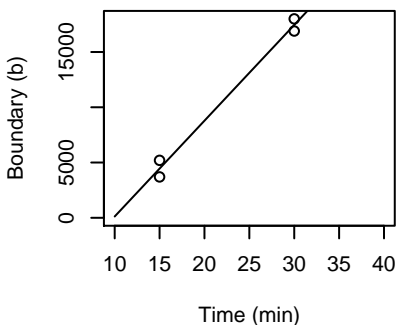

ENSMUST00000052250

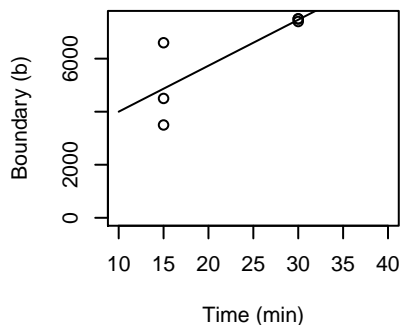

ENSMUST00000174833

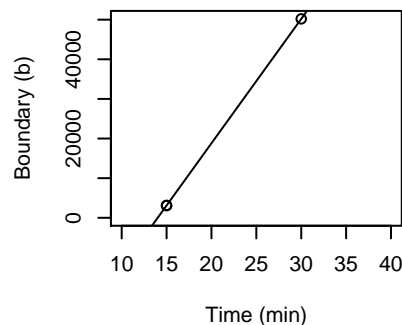

ENSMUST00000147911

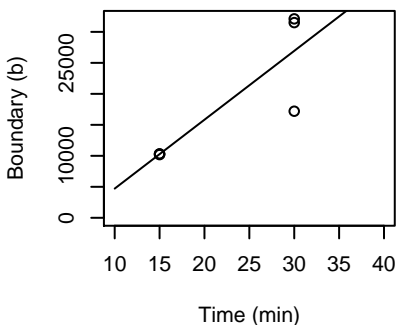

ENSMUST00000070125

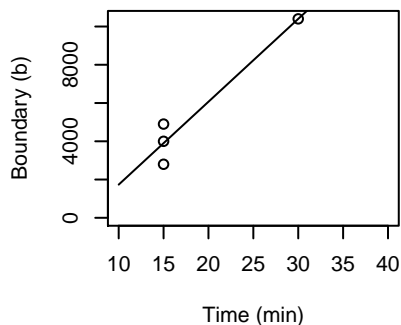

ENSMUST00000111603

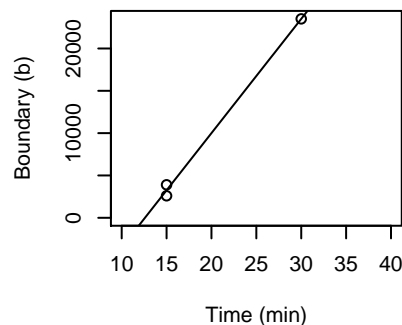

ENSMUST00000145303

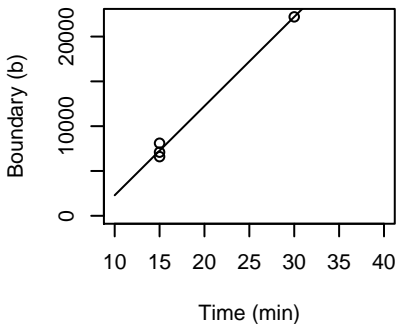

ENSMUST00000159314

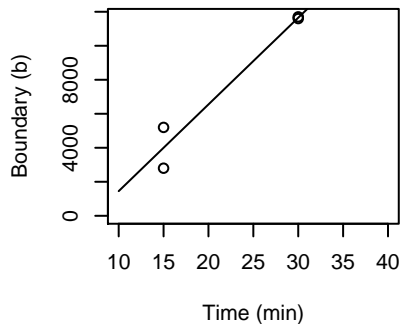

ENSMUST00000132026

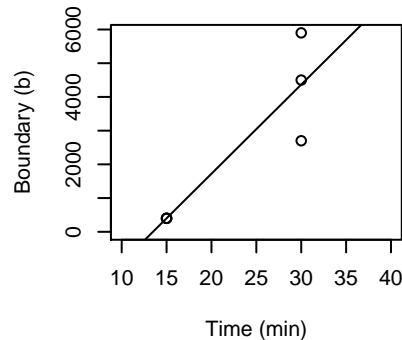

ENSMUST00000177080

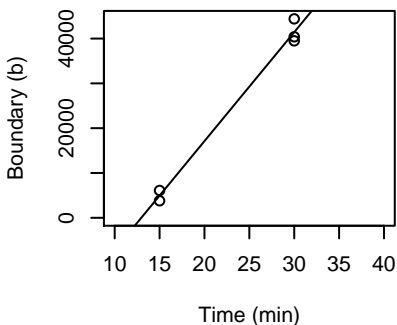

ENSMUST00000134374

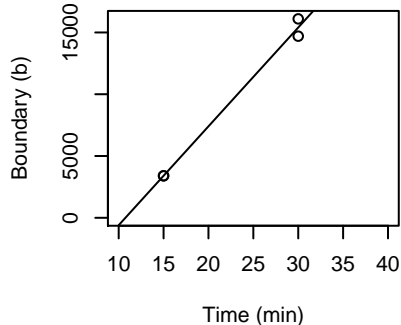

ENSMUST00000215070

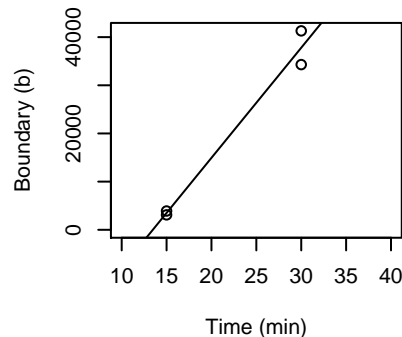

ENSMUST00000102801

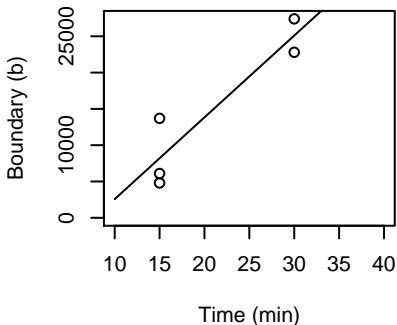

ENSMUST00000143919

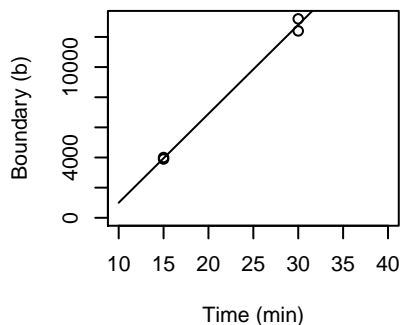

ENSMUST00000068021

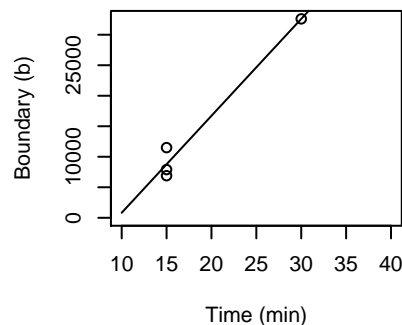

ENSMUST00000132978

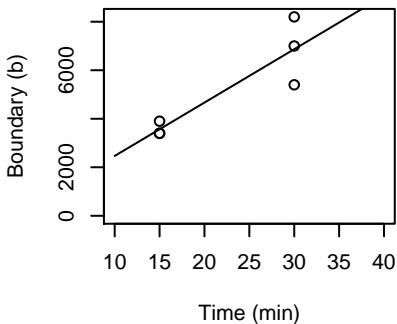

ENSMUST00000160735

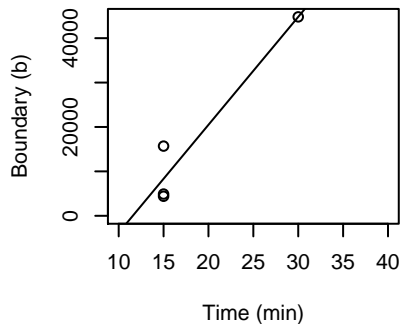

ENSMUST00000090597

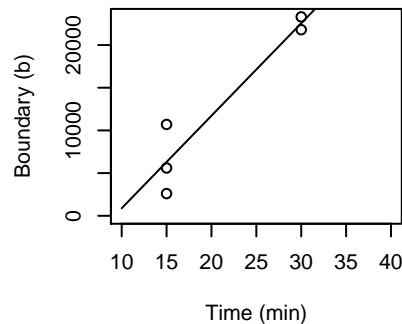

ENSMUST00000211752

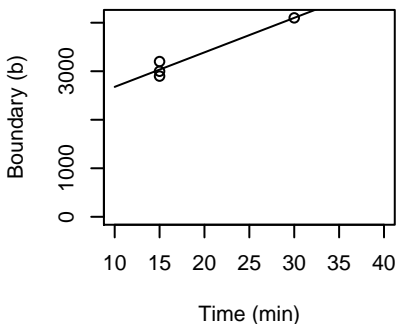

ENSMUST00000191311

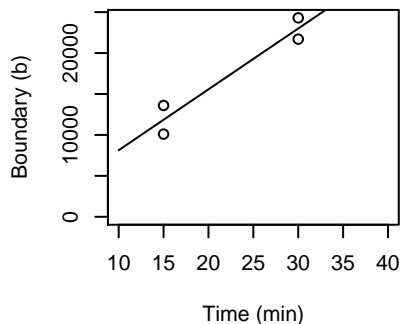

ENSMUST00000179002

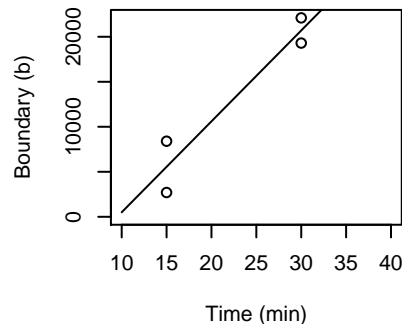

ENSMUST00000172307

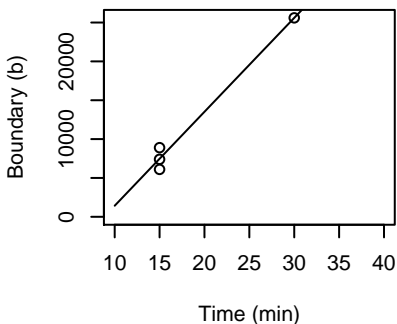

ENSMUST00000023468

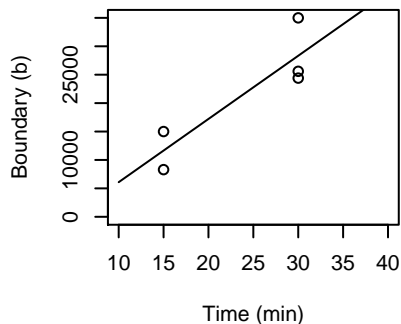

ENSMUST00000121245

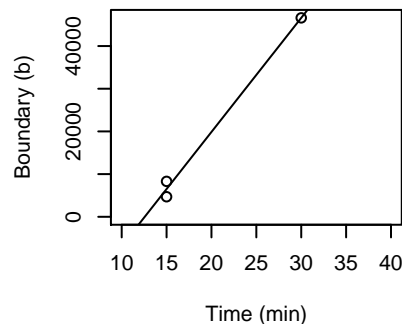

ENSMUST00000048691

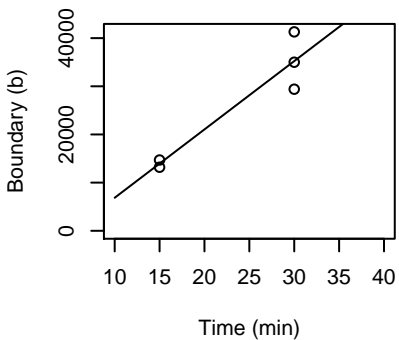

ENSMUST00000126666

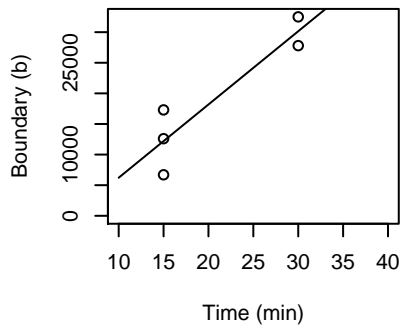

**Supplement:** Supplementary file 8 — Source Data for Figure 3

How the deposited data were processed for this re-analysis (not part of the article)

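Wave-front boundaries from 4sU-DRB-seq were analysed in ESCs of 3 genotypes, WT/WT, WT/slow and slow/slow, at 5, 15 and 30 min after DRB removal, with 3 replicates per condition. Genotype, time and replicate number come from the sample labels and match the paper. The labels give a DRB block of 4 h, as the methods do, and the results give 3 h. RNA-seq samples, cells at 0 min and cells without DRB were not analysed here.

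The deposited values are distances in bases, not counts. To make them, the authors aligned reads to mm10 with bowtie 2, kept reads that mapped uniquely and not to rRNA, binned the nascent RNA along the genome and found the end of the transcription wave with published software. The names of the deposited tables say that each sample was compared with the average of the 0 min samples. Each table holds 1 boundary, or none, for each of 122968 Ensembl transcripts. Software versions and the annotation are not given in the methods. FPKM values are those the authors list in Table EV1. Without read numbers, no counting error can be given, and the precision of each value is the spread of 3 replicates. Replicates differed widely: over 10305 transcripts of at least 60 kb, Spearman's rho between replicates of the same condition lay from 0.381 to 0.443 in WT/WT cells after 5 min, from 0.209 to 0.431 in WT/WT cells after 15 min, and from 0.519 to 0.659 in slow/slow cells after 15 min. No pair of tables held identical values.

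From these boundaries, the rate of a transcript was computed as the slope of a linear regression on time (5 and 15 min). The transcripts compared were those listed in Table EV1 for both genotypes. Medians over transcripts of the replicate mean were compared with the Mann-Whitney statistic and a two-sided permutation p (100000 resamples), which treats transcripts as independent, and the medians of the replicates with an exact two-sided permutation test, whose smallest p is 0.1 for 3 against 3. The share of slower transcripts was given with a 95% Wilson interval and an exact sign test, the spread as a ratio of interquartile ranges with a permutation p, and the number of modes by the Silverman test with 1000 bootstrap draws. A genotype-by-time interaction was fitted with limma (version 3.58.1, R 4.3.3) to transcripts of any length with a boundary in all 12 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. The regression filter kept transcripts of at least 20 kb with at least 3 boundaries, a slope above 0 and p under 0.05. Coordinates and exons come from GENCODE M21 on GRCm38, the build of mm10. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0 and Matplotlib 3.10.9.

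The statistics were tested on simulated data. In boundaries drawn from the real means and residual errors of 27424 transcripts, with 200 transcripts changed, limma recovered 53 of those changed by 20 kb (26.5%) with 4 false calls, and 111 of those changed by 40 kb (55.5%) with 10 false calls. Interaction counts therefore miss most changes of 20 kb or less.

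Replicate numbers are shared between the genotypes in the sample labels, and neither the labels nor the paper say that equal numbers were processed together. The comparisons without the replicate block were set as the main ones, and those with it as alternatives. The named genes are those the paper names for elongation (Ern1, Notch1, Itpr1 and Utrn) and Polr2a, and, among transcripts listed for WT/WT and slow/slow cells with all 12 boundaries, the 3 largest falls and the 3 largest rises in rate in which each slow/slow replicate lay on the same side of each WT/WT replicate. This rule, the comparisons and most alternatives were set before the data were examined. The alternatives were transcripts of at least 60 kb, a recomputed regression filter, no filter, 1 transcript per gene, means, log2 values, the replicate block and each replicate left out in turn. The correlations also had Spearman's rho and an FPKM of at least 1, and the regression filter p under 0.01 and all 6 boundaries. The interaction also had a boundary in at least 2 of 3 replicates of each group. The spread and modes also had all transcripts that Table EV1 lists for each genotype. Settings that leave out or require boundaries above the commonest value, 2.5 kb, and those that match genes by symbol were chosen after seeing the data.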

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

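Of the tests in this part, that of transcript length, that of the 30 min boundaries and that of several transcripts per gene were chosen only after the result was seen. The settings that leave out 2.5-kb boundaries or require every boundary above 2.5 kb were also chosen after seeing the data. The others were set beforehand.

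The 30 min samples, which the paper's text does not report on, gave a difference between the genotypes. Over 32665 transcripts, the median rate from 15 to 30 min was 0 bases/min in WT/WT and -22.2 bases/min in slow/slow cells, a difference of -22.2 bases/min (p = 1e-05, the smallest the permutations can give, over transcripts). The medians of single replicates were all 0, so over these transcripts they cannot show a difference. As means over transcripts the difference was -136 bases/min, from -312, -249 and -423 bases/min in the WT/WT replicates and -421, -504 and -466 bases/min in the slow/slow replicates (exact permutation test, p = 0.2). In the 10466 transcripts of at least 60 kb it was -222 bases/min, and each slow/slow replicate lay below each WT/WT replicate (exact permutation test, p = 0.1, the smallest that 3 against 3 allows). A median rate of 0 over 15 min is a property of the boundaries, most of which are at 2.5 kb at both times. The share of 30 min boundaries at 2.5 kb in transcripts of at least 60 kb differed between slow/slow and WT/WT cells by 0.209 percentage points. The shares overlapped between the replicates. This does not decide whether such boundaries mark waves that had passed the window searched, since a lower share in slow/slow cells would be predicted only if their waves were slower, and the share had risen above 60% in each genotype by then. In the 154 transcripts of at least 60 kb with all boundaries above 2.5 kb, the sign changed, to 360.0 bases/min. A slower wave past 15 min can therefore not be told apart from the placing of boundaries at 2.5 kb, and no biological explanation is offered.

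More transcripts pass the regression filter than Table EV1 lists. With every boundary, 1634 WT/WT, 2851 WT/slow and 6514 slow/slow transcripts passed, of which 1214, 2229 and 5254 have no place in the table. Boundaries also moved backward: 4355, 3941 and 3615 transcripts had a slope below 0 and p under 0.05. There were 544, 386 and 370 such falls with 2.5-kb boundaries left out, and 426, 234 and 113 in transcripts of at least 60 kb. Fewer transcripts were tested under both of these settings. Keeping 1 transcript per gene does not account for the shorter list: with 2.5-kb boundaries left out, 37.2% of the unlisted passing transcripts belong to a gene with a listed transcript, and the lists themselves hold several transcripts of some genes, 816 transcripts of 788 genes in WT/WT cells. The unlisted transcripts were faster, with a median rate of 2725 bases/min in WT/WT cells against 2067 bases/min for the listed ones. What else set the list was not identified.

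The interaction fitted over all transcripts, with no minimum length, called 1387 with a farther advance in slow/slow cells, Utrn among them, against 181 with a shorter one. Of the 10 splits of the 6 replicate series into 3 and 3, 1 gave as many transcripts, the real one, and the largest of the 9 others gave 56. With 10 splits, a share under 0.05 cannot be reached, so chance is not excluded by this count. Among the 4 splits that part all same-numbered pairs, the largest other gave 18; the remaining splits leave some pairs together. Boundaries at 2.5 kb, more frequent in WT/WT cells after 15 min, are a candidate explanation of the excess: in the 2307 transcripts of at least 60 kb with every boundary above 2.5 kb, 0 were called (260 at an unadjusted p under 0.05, 119 farther and 141 less far). Fewer transcripts were tested there. That explanation was not separately tested against biology.

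Why a boundary falls at 2.5 kb after 15 min bears on all of these. Among WT/WT transcripts the share at 2.5 kb was 30.9 percentage points higher in transcripts of 20 to 30 kb than in those of at least 60 kb after 15 min, and -0.693 points after 5 min, as waves past the end of short transcripts would give. In transcripts of at least 60 kb, the share after 15 min was 6.14 points higher where the 5 min boundary was longest than where it was shortest, as fast waves past the window would give, but the replicates gave 2.98, 14.8 and 0.668 points, so that most of it came from replicate 2. The share at 2.5 kb after 5 min was 26.4 points higher in transcripts at 2.5 kb after 15 min than in the others, as calls that fail where nascent signal is low would give. All 3 explanations remain, and they may act together.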

How the results depend on the processing

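Alternatives were set before the data were examined, except those that concern the 2.5-kb boundaries or match genes by symbol, which were chosen after seeing the data. Of 90 values with a replicate left out, 70 were kept. Of 85 under other alternatives set beforehand, 52 were, and of 81 under added ones, 49 were. A value was kept if its direction and side of the threshold were. A count of transcripts was kept if it stayed within a ratio of 1.5. Some alternatives could not change a value, such as 1 transcript per gene over the 123 transcripts, which leaves the set as it is. The shorter slow/slow wave-front after 5 min kept its direction and side of the threshold under all settings that were run, from -3.70 to -0.983 kb. That threshold is on the p over transcripts, which treats transcripts as independent. Between replicates the exact permutation p lay from 0.2 to 0.7, where 0.1 is the smallest the design allows. The cause of the changes below was not tested unless stated.

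Differences are given as slow/slow minus WT/WT first. With all transcripts of at least 20 kb and no filter, the wave-front after 15 min changed to 5.80 kb, the rate to 463 bases/min, the share of slower transcripts to 32.2%, the spread ratio to 1.21 and the slow/slow modes to 5; for WT/slow minus WT/WT the wave-fronts became -1.0 and 2.73 kb and the rate 120.0 bases/min, past the threshold. With the recomputed filter the rate was -755 bases/min, the share 84.7% and the slow/slow modes 2; for WT/slow the wave-fronts were -1.40 and -4.98 kb and the rate -258 bases/min. In transcripts of at least 60 kb the rate was -330.0 bases/min, and -38.3 bases/min for WT/slow. As means over transcripts, the rate was -144 bases/min and the WT/slow wave-front after 15 min -0.234 kb. With the replicate block, the rate was -306.7 bases/min, the rate from 15 to 30 min 0, and the WT/slow wave-fronts -2.17 and -1.28 kb. These values are differences between means of replicate medians, which the pairing leaves as they are; the WT/slow wave-front after 5 min passed the threshold through the paired test over transcripts. On the log2 scale the rate from 15 to 30 min was 0.11, in the 3125 transcripts with rates above 0 only, a set chosen by the outcome.

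With 2.5-kb boundaries left out, the rate was -606.7 bases/min, the share 79.7%, and for WT/slow the wave-front after 15 min -3.13 kb and the rate -40.0 bases/min. With the replicate block as well, the rate was -568 bases/min, and for WT/slow the wave-fronts -2.22 and -2.67 kb and the rate -26.7 bases/min. With the recomputed filter as well, the rate was -776.7 bases/min, the share 85.1% and the slow/slow modes 3, and for WT/slow the wave-fronts -1.40 and -4.70 kb and the rate -290.0 bases/min. In transcripts of at least 60 kb with every boundary above 2.5 kb and no filter, the share was 49.0%, the WT/WT and slow/slow modes 2 each and the rate from 15 to 30 min 360.0 bases/min; for WT/slow the wave-fronts were -1.87 and 1.02 kb and the rate 308 bases/min. With genes matched by symbol the rate was -226.7 bases/min and the WT/slow wave-front after 15 min -0.767 kb; with 2.5-kb boundaries left out as well, the rate was -666.7 bases/min, and for WT/slow -3.40 kb and -336.7 bases/min. The rate difference became -2290 bases/min in Ern1 and -260 bases/min in Notch1.

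By Spearman's rho, the correlation with expression was 0.0674 in WT/WT and 0.0455 in WT/slow cells, and 0.0469 in WT/slow cells with 2.5-kb boundaries left out. Pearson's r among transcripts with an FPKM of at least 1 was -0.0272, -0.0674 and -0.0918 in WT/WT, WT/slow and slow/slow cells. The interaction called 421 transcripts at 60 kb or more, 584 with 1 transcript per gene and 0 with every boundary above 2.5 kb (260 at an unadjusted p under 0.05). The filter passed 826 WT/WT and 1413 WT/slow transcripts at p under 0.01, 4043 slow/slow transcripts at 60 kb or more, and 3111 WT/WT and 4494 WT/slow transcripts with 2.5-kb boundaries left out.

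Across fits that each left out one replicate, the wave-front after 15 min ran from -6.38 to -0.783 kb, the rate from -428 to 102 bases/min, the rate from 15 to 30 min from -22.2 to 0 bases/min, the share from 54.1% to 70.7% and the interaction from 1036 to 2479 transcripts. For WT/slow the wave-fronts ran from -2.75 to 0.025 kb and from -1.10 to 2.55 kb, and the rate from -118 to 315.0 bases/min. The correlations ran from 0.0432 to 0.183 in WT/WT, 0.0336 to 0.0945 in WT/slow and 0.0253 to 0.168 in slow/slow cells. The share of slower transcripts has no value for unpaired lists. Depth is unknown, so its effect could not be examined.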

Differences from the paper's values

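For Ern1 in WT/WT cells the rate was 1.54 kb/min with every boundary, against the paper's 4.2 kb/min. None was set beforehand for single genes. With 2.5-kb boundaries left out, a setting chosen after seeing the values, it was 4.23 kb/min.

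The correlation of rate with expression was 0.109 in WT/WT cells against the paper's 0.047. Of the alternatives set before the data were examined, Spearman's rho (0.0674) and leaving out WT/WT replicate 1 (0.0586) or replicate 3 (0.0432) came near that value; 1 transcript per gene, an FPKM of at least 1 and leaving out replicate 2 did not. In WT/slow cells it was 0.0645 against the paper's 0.003; leaving out WT/slow replicate 3 (0.0336) came near, and the other alternatives did not. In slow/slow cells it was 0.0900 against the paper's 0.015; leaving out slow/slow replicate 3 (0.0253) came near, and the others did not. With 2.5-kb boundaries left out, a setting chosen after seeing the values, r was 0.220, 0.0665 and 0.127, while the adjusted R squared of the regression, also chosen after seeing the values, was 0.0472, 0.00342 and 0.0155, with linear regression p of 2.13e-10, 0.036 and 9.41e-08. The p round to the paper's 2.1e-10, 0.036 and 9.4e-8, and the adjusted R squared to its coefficients in WT/WT and WT/slow cells, while 0.0155 gives 0.015 only without rounding up. The values of r above may thus be set against another quantity.

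The regression filter passed 1634 transcripts in WT/WT cells against the 816 the paper lists in Table EV1; p under 0.01 (826) and leaving out WT/WT replicate 1 (1149) came within a ratio of 1.5, and the others set beforehand did not. The 826 hold 240 of the 816 listed transcripts, fewer than the 420 among the 1634, so a nearer count is not a nearer list. In WT/slow cells 2851 passed against the paper's 995, and p under 0.01 (1413, of which 313 are listed) came within that ratio. In slow/slow cells 6514 passed against the paper's 1761, and none of the alternatives set before the data were examined closed the gap. Leaving out 2.5-kb boundaries, chosen after seeing the values, widened it to 3111, 4494 and 8660.

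Over the 816 transcripts listed for WT/WT cells, the median rate was 1335 bases/min against 2067 bases/min in the paper's table. None of those set beforehand applied to these lists. With 2.5-kb boundaries left out, chosen after seeing the values, it was 2067 bases/min.

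Some values within the limits above still differ in direction. The paper states a lower average rate in slow/slow than in WT/WT cells, the paper's 1780 against 2450 bases/min; with every boundary the medians were 1717 and 1703 bases/min, in the other order. Of the alternatives set beforehand, transcripts of at least 60 kb (-330.0 bases/min), the recomputed filter (-755), means (-144) and the replicate block (-306.7, the difference between the means of the replicate medians, 1698 and 2005, which a block leaves as it is), and leaving out WT/WT replicate 2 (-428) or slow/slow replicate 2 (-118), gave the paper's order. No filter (463), log2 values (0.0181), and leaving out WT/WT replicate 1 (61.7) or 3 (102) or slow/slow replicate 1 (66.7) or 3 (59.2) did not. Keeping 1 transcript per gene (13.3) left the 123 transcripts as they were, so it could not change the order. With 2.5-kb boundaries left out, chosen after seeing the values, the medians were 1757 and 2363 bases/min, and with genes matched by symbol as well, chosen in the same way, 1733 and 2400 bases/min. The wave-front medians after 15 min were 28.4 and 25.4 kb against the paper's 35.8 and 26.7 kb, and with 2.5-kb boundaries left out, chosen after seeing the values, they were 35.8 and 26.7 kb.

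The paper says of the rates of genes common to all genotypes that in WT cells they seem to be bimodal. In the Silverman test 1 mode was not rejected for the WT/WT rates of the transcripts common to WT/WT and slow/slow cells (n = 123 transcripts, p = 0.909). Nor was it for genes listed for all genotypes and matched by symbol, chosen after seeing the values (n = 109 transcripts, p = 0.574, and p = 0.275 with 2.5-kb boundaries left out). In transcripts of at least 60 kb with every boundary above 2.5 kb, chosen after seeing the values, 1 mode was rejected for the WT/WT rates (n = 2307 transcripts, p = 0.048) and also for the slow/slow rates (p = 0.018). The paper states that most genes are slower in slow/slow cells; with every boundary 55.3% were.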

Other observations

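In this part, the test of WT/WT replicate 2 was chosen only after the result was seen. So were the settings that leave out 2.5-kb boundaries or require every boundary above 2.5 kb. The others were set beforehand.

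Leaving out the 2.5-kb boundaries restored a lower rate in slow/slow cells among the listed transcripts, so one hypothesis was that those boundaries, more frequent in WT/WT cells after 15 min, hide the difference. It predicts a lower slow/slow rate wherever no boundary is at 2.5 kb. In the 2307 transcripts of at least 60 kb with all boundaries above 2.5 kb and no regression filter, the medians were 1503 bases/min in WT/WT and 1597 bases/min in slow/slow cells, a difference of 93.3 bases/min (permutation p = 0.158), not the lower rate predicted. Those transcripts lack the waves that may have passed the window searched, which could remove fast WT/WT transcripts.

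The genotype left out of the choice of transcripts had the lowest rate in each pair. Leaving the 2.5-kb boundaries out, the 123 transcripts chosen for WT/WT and slow/slow had a WT/slow rate of 1513 bases/min, against 2363 and 1757. The 77 chosen for WT/WT and WT/slow had a slow/slow rate of 1350 bases/min, against 2047 and 2007. The 163 chosen for WT/slow and slow/slow had a WT/WT rate of 1157 bases/min, against 1927 and 1700. Choosing transcripts by the p of their own regression may raise the rates of the chosen genotypes. In 1353 transcripts of at least 60 kb chosen without a filter, every boundary of all genotypes lay above 2.5 kb. Their median rates were 1527, 1790 and 1577 bases/min in WT/WT, WT/slow and slow/slow cells. The WT/slow rate was thus above the slow/slow rate by 213 bases/min and no longer the lowest, which that explanation predicts. WT/WT cells still had the lowest rate, as in the 163 transcripts, so for that pair the order remained without a choice by regression p.

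The wave-front after 5 min was shorter in slow/slow than in WT/WT cells by a median difference of -2.63 kb, and by -0.983 kb (permutation p = 0.0136) without WT/WT replicate 2. That replicate, with a median of 15.4 kb against 9.40 and 9.70 kb in the others, was picked because it was the longest, so a smaller difference without it had to follow and explains nothing by itself. The direction did not change. Whether replicate 2 differs for a technical reason was not tested.

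The change of the wave-front difference from 5 to 15 min was -1.44 kb for slow/slow (sign-flip permutation p = 0.126) and 1.02 kb for WT/slow (p = 0.301), with every boundary in the listed transcripts. This is the mean difference in rate over 10 min in another form. Under other settings the difference in median rate between slow/slow and WT/WT cells was past the threshold. It was -330.0 bases/min at 60 kb or more (permutation p = 0.0276) and -755 bases/min with the recomputed filter (permutation p = 1e-05). In the 23476 transcripts of at least 20 kb without a filter it had the other sign, 463 bases/min (permutation p = 1e-05). The change of -1.44 kb therefore speaks for a single setting.

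For Itpr1 and Utrn, which the paper measured by qRT-PCR over longer times, boundaries reach at most 59.3 kb into genes of 338 and 480 kb (479.548 kb for Utrn). Itpr1 (chromosome 6 of GRCm38, 108213096 to 108551109) moved from 26.3 ± 14.5 to 29.5 ± 24.2 kb in WT/WT and from 9.70 ± 1.25 to 29.5 ± 3.11 kb in slow/slow cells between 5 and 15 min (SD, n = 3). The WT/WT boundaries of Itpr1 after 15 min were 49.2, 2.5 and 36.9 kb, with a mean of 43.05 kb when the 2.5-kb boundary was left out. Utrn (chromosome 10, 12382188 to 12861735) moved from 6.47 ± 2.15 to 3.77 ± 2.19 kb in WT/WT, where 2 of 3 boundaries after 15 min were at 2.5 kb, and from 3.23 ± 1.27 to 20.8 ± 4.46 kb in slow/slow cells, where 2 of 3 boundaries after 5 min were at 2.5 kb (SD, n = 3; interaction 2023 bases/min, adjusted p = 0.005 by limma with Benjamini-Hochberg adjustment). In Polr2a, which encodes the mutated subunit and spans 24.6 kb, the WT/WT boundary was 14.8 ± 4.15 kb after 5 min (SD, n = 3) and 13.0 and 2.5 kb in the 2 replicates with a call after 15 min.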
